# Five autism-associated transcriptional regulators target shared loci proximal to brain-expressed genes

**DOI:** 10.1016/j.celrep.2024.114329

**Published:** 2024-06-07

**Authors:** Siavash Fazel Darbandi, Joon-Yong An, Kenneth Lim, Nicholas F. Page, Lindsay Liang, David M. Young, Athena R. Ypsilanti, Matthew W. State, Alex S. Nord, Stephan J. Sanders, John L.R. Rubenstein

## Abstract

Many autism spectrum disorder (ASD)-associated genes act as transcriptional regulators (TRs). Chromatin immunoprecipitation sequencing (ChIP-seq) was used to identify the regulatory targets of ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2, ASD-associated TRs in the developing human and mouse cortex. These TRs shared substantial overlap in the binding sites, especially within open chromatin. The overlap within a promoter region, 1–2,000 bp upstream of the transcription start site, was highly predictive of brain-expressed genes. This signature was observed in 96 out of 102 ASD-associated genes. *In vitro* CRISPRi against ARID1B and TBR1 delineated downstream convergent biology in mouse cortical cultures. After 8 days, NeuN+ and CALB+ cells were decreased, GFAP+ cells were increased, and transcriptomic signatures correlated with the postmortem brain samples from individuals with ASD. We suggest that functional convergence across five ASD-associated TRs leads to shared neurodevelopmental outcomes of haploinsufficient disruption.

## In brief

Using NGS approaches, Fazel Darbandi et al. demonstrate that ASD-associated TRs in the developing cortex share substantial overlap in their binding sites. *In vitro* CRISPRi delineated downstream convergent biology that correlates with the postmortem brain samples from individuals with ASD. We suggest that functional convergence of ASD-associated TRs leads to shared neurodevelopmental disorders.

## INTRODUCTION

Autism spectrum disorder (ASD) is a common and highly heritable neurodevelopmental disorder.^1^ To date, over a hundred genes have been associated with ASD, mostly through the detection of rare loss-of-function variants that disrupt the function of one of the two copies of a gene.^2,3^ However, the mechanism by which disruption of these genes leads to ASD symptoms remains elusive. Analysis of patterns of gene expression for these ASD-associated genes in the developing human brain has implicated excitatory and inhibitory cortical and striatal neurons.^2–6^ Orthogonal analysis of the postmortem brain in ASD cases identifies down-regulated gene expression modules, which are enriched for both neuronal marker genes and ASD-associated genes, and up-regulated gene expression modules enriched for non-neuronal marker genes but not ASD-associated genes.^7–9^ Mouse experiments observed similar transcriptomic patterns as a consequence of disrupting multiple ASD-associated genes, with some gene expression profiles overlapping those seen in the postmortem ASD brain.^10^ These results suggest that convergent pathology, captured by high-dimensional transcriptomic datasets, may underlie the shared phenotypic consequences across multiple ASD-associated genes. This, in turn, raises the question of how disrupting multiple genes with heterogeneous and pleiotropic functions can yield similar transcriptomic and phenotypic outcomes.

The majority of ASD-associated genes encode proteins that act as transcriptional regulators (TRs), influencing the expression of other genes; these include transcription factors (e.g., *TBR1*, *FOXP1*), histone modifiers (e.g., *KMT5B*), and chromatin remodelers (e.g., *CHD8*).^2^ The genomic targets of these regulatory genes and the transcriptomic consequences of their disruption remain largely uncharacterized, as do their functional relationship to other ASD-associated genes. Identifying these genomic targets could reveal convergent gene regulatory networks and predict downstream neurobiology to account for the shared autistic phenotype; they could also provide an orthogonal approach to distinguish the cell types, brain regions, and developmental stages involved. Analyses of the genomic targets of individual genes support this possibility, for example, targets of CHD8, POGZ, and TBR1 are enriched for ASD-associated genes^11–14^; however, the identification of shared targets is complicated by heterogeneous protocols, species, cells/tissues, and developmental stages.

To assess the extent of shared regulatory targets across ASD-associated genes, we selected five TRs for further analysis, based on strong evidence for ASD association (Figure 1A), expression during cortical development, evidence of direct binding to DNA, and the availability of reliable antibodies. *ARID1B* and *BCL11A* are both DNA-binding subunits of the BAF (SWI/SWF) chromatin remodeling complex expressed across multiple tissues,^15,16^ though cortical *BCL11A* expression appears restricted to neurons,^17,18^ Both *FOXP1*, a winged-helix TR, and *TBR1*, a T-Box TR, are expressed highly in neurons of the developing cortex, and *FOXP1* is also expressed in neurons of the developing striatum.^17–20^ *TCF7L2* is an HMG-Box TR expressed in the cortical and subcortical progenitors^21^ and thalamic excitatory neurons.^22^ We observed substantial overlap in the genomic targets of all five TRs in the developing human and mouse cortex, especially in proximity to genes highly expressed in the cortex, including most ASD-associated genes. These shared genomic targets are proximal to genes critical to brain development and function and thus suggest a mechanism for similar phenotypic consequences for mutations in the diverse set of ASD genes.

## RESULTS

### Identifying regulatory targets of five ASD-associated TRs in developing human and mouse neocortex

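ChIP-seq enriches chromatin fragments with an antibody against a protein, and places where reads pile up above a background level are called as peaks. Libraries of unenriched chromatin are called input. In mouse neocortex at embryonic day (E) 15.5 and E18.5, the libraries of 3 of the 5 TRs were analysed. These were ARID1B, a subunit of the BAF chromatin remodeling complex, FOXP1, a forkhead transcription factor, and TCF7L2, a transcription factor of the Wnt pathway. Each TR had 2 ChIP libraries and 2 input libraries per stage, 24 libraries in all. The sample labels name the third target TCF4, a name that TCF7L2 shares with the gene of another transcription factor. The paper lists an anti-TCF7L2 antibody, and its name is used here. The peaks of BCL11A and TBR1, the human libraries, and the ATAC-seq data were not analysed here.

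According to the paper's methods, the authors aligned reads to GRCm38 (mm10) with bwa mem, filtered alignments by mapping quality with samtools, and called narrow peaks against the matched input with MACS2. MACS2 was run with a constant genome-wide background and reads extended to 200 bp. A pileup was therefore not compared with the input at the same place. Replicates were compared by the irreproducible discovery rate, and the peaks were then called again on the merged replicates. There is 1 peak list per TR and stage, and its line count equals the number that Figure 1C prints for the merged data, so no value from these lists carries a spread between replicates. For each peak, the authors give the position, the summit, the ratio of reads at the summit to the background (fold enrichment), and the p- and q-value on a −log10 scale. From these lists, peaks of the 3 TRs that overlapped by at least 1 base were merged into loci and set against the transcripts of GENCODE vM21. The paper names GENCODE vM23.

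The lists do not state a depth. With a constant background, each fold enrichment belongs to a single Poisson p-value, and 100% of the pairs of values in each list fit 1 background within 0.01 in −log10 p. At E15.5, the background was 8.63 reads over a point of the genome for ARID1B, 6.90 for FOXP1, and 6.43 for TCF7L2. At E18.5, it was 6.13, 2.81, and 8.14 reads for the same TRs. With the mouse genome size that MACS2 uses, the smaller of the merged ChIP and input libraries held 80.7, 64.5, and 60.1 M reads at E15.5. At E18.5, it held 57.3, 26.3, and 76.1 M reads. The lowest summit called as a peak lay 2.48 to 2.94 times above background in 5 lists. In the FOXP1 list at E18.5, it lay 3.99 times above, so weaker peaks were not detectable at that depth.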

We generated chromatin immunoprecipitation sequencing (ChIP-seq) data for these five ASD-associated TRs from human frontal neocortex at gestational week 23 (GW23) and mouse neocortex at embryonic day (E) 15.5 and E18.5 (Table S1; NCBI’s Gene Expression Omnibus [GEO] under GEO: GSE248876).

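At E15.5, the lists held 71442 peaks of ARID1B, 64080 of FOXP1, and 33042 of TCF7L2. At E18.5, they held 68472, 24890, and 53219 peaks. On the main chromosomes, ARID1B and FOXP1 had 1.04 and 2.58 times as many peaks at E15.5 as at E18.5, whereas TCF7L2 had 1.61 times as many at E18.5. For each TR, the smaller of the ChIP and input libraries held more reads at the stage with more peaks. The ChIP libraries alone differed less for FOXP1, with 64.5 and 46.9 M reads, because its smaller library at E18.5 was the input. They held 94.3 and 57.3 M reads for ARID1B and were of similar size for TCF7L2 (77.5 and 76.1 M reads). The median peak width at E15.5 was 472 bp for ARID1B (quartiles 303 and 773), 441 bp for FOXP1 (286 and 823), and 517 bp for TCF7L2 (311 and 866). At E18.5, the medians were 436 bp (285 and 705), 486 bp (291 and 786), and 445 bp (275 and 836). Together, the peaks covered 43.2, 41.5, and 21.7 Mb at E15.5 and 37.9, 14.5, and 34.1 Mb at E18.5. The setting that moved the counts most kept only peaks with a −log10 p of at least 15, which left between 10008 peaks (FOXP1, E18.5) and 27481 (ARID1B, E15.5).

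The median fold enrichment was 3.84, 4.05, and 4.31 at E15.5 and 4.21, 5.71, and 3.50 at E18.5. For ARID1B, the highest peak had its summit at the same base at both stages, position 79004810 of chromosome 9, where GENCODE annotates no gene, with a fold enrichment of 23.8 at E15.5 and 31.1 at E18.5. For TCF7L2, the highest peak lay at the promoter of Rnf44 at both stages (chromosome 13, 54692949 to 54694930 and 54693090 to 54695056), with 39.7 and 42.0. For FOXP1, the highest value at E15.5 (50.8) was shared by peaks on the mitochondrial genome, one of which covered positions 1 to 6562. At E18.5, a peak at the Drd1 promoter (chromosome 13, 54053741 to 54056017) shared the highest value, 59.1, with peaks on the mitochondrial genome. Both FOXP1 values correspond to 400 reads over the summit. This is the most that 200 bp reads on 2 strands can give if 1 read is kept per position and strand. Mitochondrial peaks stood high in every list. At E15.5 and E18.5, the highest over positions 1 to 6560 ranked 1 and 2 for FOXP1. It ranked 8 and 21 for ARID1B and 9 and 6 for TCF7L2, so such peaks are not particular to FOXP1.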

Peak counts ranged from 23,507 to 116,891 (Figures 1B and 1C), were distinct from reads in input and blocking peptide controls (Figures 1D and S1), were consistent across biological replicates and with previously published data^13^ (Figure S2), and showed substantial conservation across species. Four of the TRs have known motifs (BCL11A, FOXP1, TBR1, and TCF7L2), which were enriched in the corresponding ChIP-seq peaks compared to the scrambled sequence (Figure S2E). In contrast, previously published transposase-accessible chromatin sequencing (ATAC-seq) peaks^23^ were present at numerous loci without TR peaks (Figures S1 and S5). 

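The share of 200 bp windows around peak summits with an exact match to a motif consensus was compared with the share in copies of the same windows shuffled with their dinucleotides kept. The consensus sequences were those of Table S4, and all 18 pairs of motif and list were tested with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment. The FOXP1 consensus NYYTGTTTACHN was found in 590 windows of the FOXP1 list at E15.5 (0.921%, against 0.436% of shuffled windows), a ratio of 2.11 (exact test, adjusted p = 2.9e-26). At E18.5, it was found in 187 windows (0.752% against 0.394%), a ratio of 1.91 (exact test, adjusted p = 2.1e-07). The same consensus was enriched 2.09- and 2.22-fold in the ARID1B peaks and 2.72- and 2.17-fold in the TCF7L2 peaks of the 2 stages. The TCF7L2 consensus ACWTCAAAGG was found in 72 windows of the TCF7L2 list at E15.5 (0.218% against 0.0940%), a ratio of 2.32 (exact test, adjusted p = 8.4e-05). At E18.5, it was found in 114 windows (0.214% against 0.0959%), a ratio of 2.24 (exact test, adjusted p = 1.4e-06). In the ARID1B and FOXP1 lists, the ratio of this consensus lay between 0.844 and 1.01. With a mononucleotide shuffle, it lay between 1.62 and 2.44 in these lists, so whether they are enriched depends on the shuffle. With either shuffle, the ratio was higher in the TCF7L2 lists. The TCF7L2 ratios in the TCF7L2 lists depended on the setting. They were 5.14 and 4.56 with a mononucleotide shuffle, 4.17 and 4.18 in windows of 100 bp, and 1.12 and 1.13 with at most 1 mismatch to the consensus. With that mismatch, the FOXP1 ratios in the FOXP1 lists fell to 1.36 and 1.29. The consensus of TCF4, a basic helix-loop-helix factor, was enriched in the peaks of all 3 TRs, from 2.71-fold in FOXP1 at E18.5 to 4.77-fold in ARID1B at E15.5, a range that was 1.28 to 1.72 with 1 mismatch. These tests compare sequences within a list and carry no replicate error. The BCL11A and TBR1 peaks were not analysed here.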

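With promoters taken from the TSSs of all transcripts in GENCODE vM21, promoter sequence of 2000 bp per TSS covered 163 Mb of the genome. At E15.5, 19215 ARID1B peaks overlapped it (26.9%, 95% Wilson interval 26.6% to 27.2%), as did 19576 FOXP1 peaks (30.6%, 30.2% to 30.9%) and 16296 TCF7L2 peaks (49.4%, 48.9% to 49.9%). At E18.5, the numbers were 18911 for ARID1B (27.6%, 27.3% to 28.0%), 13858 for FOXP1 (55.7%, 55.1% to 56.3%), and 20420 for TCF7L2 (38.4%, 38.0% to 38.8%). The intervals cover counting error only. The lists with fewer peaks held the larger shares. In every list, the peaks at promoters were stronger, with a median −log10 p of 14.3 (ARID1B, E18.5) to 29.0 (FOXP1, E15.5), against 8.06 (FOXP1, E18.5) to 10.9 (ARID1B, E15.5) for the other peaks. They were also wider, with medians of 660 to 952 bp against 311 to 417 bp. The shares depended on the threshold, and with a −log10 p of at least 15, they rose most for TCF7L2 at E18.5, to 70.4%, and were highest for FOXP1 at E18.5, at 85.8%.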

A high proportion of ChIP-seq loci were proximal peaks, defined as overlapping the promoter region, mapping 0–2,000 bp upstream of any transcription start site (TSS), compared to distal peaks, defined as peaks not overlapping promoters (Figure 1E). Despite considerable variation in peak counts (Figures 1B and 1C), the number of protein-coding genes with a proximal peak was similar between TRs, species, and developmental stages, ranging from 10,663 to 14,874 genes (Figure 1F).

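In the 6 lists analysed, 12907, 13571, and 12587 protein-coding genes had a promoter peak of ARID1B, FOXP1, and TCF7L2 at E15.5, or 58.8%, 61.8%, and 57.3% of the 21951 protein-coding genes in GENCODE vM21. At E18.5, the numbers were 12585 (57.3%), 12063 (55.0%), and 13439 (61.2%). The paper's values in Table S1 are 12244, 12956, and 12059 at E15.5 and 11572, 10663, and 12604 at E18.5. While the number of FOXP1 peaks on the main chromosomes fell from 64059 to 24872 between the stages, the number of its genes changed far less. Non-coding genes with a promoter peak numbered 4377, 4523, and 3364 at E15.5 and 4093, 2844, and 4143 at E18.5. Among the settings tried, the gene numbers moved most with a −log10 p of at least 15, which gave 9462, 12074, and 9784 protein-coding genes at E15.5 and 8809, 9164, and 11093 at E18.5.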

### ASD-associated TRs converge on a common set of targets

The ChIP-seq peaks for the five ASD-associated TRs frequently targeted the same genomic loci in developing human cortex (Figures 1D and 1G), suggesting shared regulatory networks and/or protein complexes.^24^ To assess the expected degree of overlap between TRs in heterogeneous tissues, we reprocessed ENCODE ChIP-seq data for 14 TRs in the adult human liver through our analysis pipeline (Table S2). We used *p* values to identify the top 10,000 proximal peaks for each TR and assessed the intersection and correlation by *p* value rank for all combinations of TRs. The ASD-associated genes showed a greater degree of both correlation (0.42 Spearman’s rho in cortex vs. 0.07 in liver, *p* = 1.3 × 10^−6^, Wilcoxon; Figure 2A) and intersection (83.8% of intersecting peaks in cortex vs. 59.2% in liver, *p* = 2.7 × 10^−7^, Wilcoxon; Figure S3A) than TRs in the liver, except for CTCF and RAD21 (components of the chromatin looping complex^25^). Performing this analysis for 8,000 distal peaks also showed high overlap, especially between ARID1B, BCL11A, and TBR1 (0.26 Spearman’s rho in cortex vs. 0.13 in liver, *p* = 0.04 for correlation, Figure 2B; 46.1% of intersecting peaks in cortex vs. 36.0% in liver, *p* = 0.37; Figure S3B).

To further understand the implications of these overlapping TR peaks in developing human cortex, we considered the overlap with open chromatin regions, detected by the ATAC-seq in GW18/19 human cortex,^23^ and H3K27ac and H3K27me3 histone modifications detected by ChIP-seq in GW24 human cortex (Figures 2C and 2D). We observed a substantial overlap between the proximal ASD-associated TR peaks and ATAC-seq (55.5% of TR peaks and 46.5% of nucleotides covered by TR peaks) and H3K27ac peaks (53.4% of peaks and 48.7% of nucleotides), both of which are associated with active transcription. In contrast, overlap with H3K27me3, a marker of gene repression, was minimal (16.5% of peaks and 13.0% of nucleotides). A similar pattern was observed in the developing human cortex for distal peaks (Figure 2D). Thus, the five ASD-associated TRs predominantly bind to proximal and distal loci with epigenetic states indicative of active transcription.

We next considered whether overlaps between ChIP-seq peaks of multiple ASD-associated TRs (Figures 1G, 2A, and 2B) occurred within the ATAC-seq-defined open chromatin regions or not (Figures 2C, 2D, S4, and S5). In the developing human cortex, we identified 32,962 independent proximal loci targeted by one or more ASD-associated TRs, split approximately in half between those with concurrent ATAC-seq peaks (18,190, 55.2%) and those without (14,772, 44.8%). Of the 32,962 proximal loci, 12,347 (37.5%) are targeted by all five ASD-associated TRs (5TRs), and remarkably, almost all of these have concurrent ATAC-seq peaks (12,224, 99.0% of 5TR proximal peaks, 64.6% of all proximal peaks; *p* < 1 × 10^−10^, permutation testing to account for size differences, Figure 2E). In contrast, of the 10,736 proximal loci targeted by a single ASD-associated TR, only 882 (8.2%) had concurrent ATAC-seq peaks. Similar enrichment for overlapping ASD-associated TR ChIP-seq peaks within ATAC-seq peaks was observed for mouse cortical data at both E15.5 and E18.5 (Figure 2E) and for developing human cortex data within H3K27ac peaks (Figures S3C and S3D).

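For the mouse, the part of this overlap that concerns ARID1B, FOXP1, and TCF7L2 was counted at both stages. Accessible chromatin was not analysed here. The proximal peaks of the 3 TRs merged into 20913 loci at E15.5, of which 13193 (63.1%) had a peak of every TR and 4905 (23.5%) of a single TR. At E18.5, 11964 of 21800 loci (54.9%) had a peak of every TR and 6678 (30.6%) of a single TR. Chance was set as in Figure S4: the peaks of the 3 TRs were pooled, each TR drew its own number of peaks from the pool at random without replacement, and the loci were rebuilt. Over 1000 such permutations, 5835 ± 44.9 (SD) loci had all 3 TRs at E15.5 and 5292 ± 44.4 at E18.5. The observed numbers were 2.26 times the permuted mean at both stages (one-sided permutation p = 0.001, the smallest that 1000 permutations can give). The test compares peak lists with each other and carries no replicate error. Peaks were called without a local input level, so the test cannot separate shared binding from places with many reads in any library. Another reference, chosen after the data were seen, moved the ratios most: with each TR's number of promoters drawn from all 70874 promoters, the 13153 and 11887 promoters with all 3 TRs were 17.9 and 19.4 times the number drawn.

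The loci with all 3 TRs had a median length of 1322 bp at E15.5 and 1226 bp at E18.5 and covered 19.4 and 16.3 Mb. Of those at E15.5, 11454 (86.8%) overlapped one at E18.5, and 11606 of those at E18.5 (97.0%) overlapped one at E15.5. Rbx1 (chromosome 15, 81466296 to 81476369) and Ep300 (chromosome 15, 81585351 to 81652077), both shown in Figure 1G, had a promoter peak in all 6 lists. The fold enrichment at Rbx1 ranged from 7.48 (ARID1B, E15.5) to 13.4 (FOXP1, E15.5), and that at Ep300 from 7.21 (ARID1B, E15.5) to 17.7 (FOXP1, E15.5).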

Enrichment for overlapping ASD-associated TR ChIP-seq peaks was also observed within ATAC-seq peaks for distal peaks (Figure 2F). The 107,653 independent distal peaks included 31,844 (29.6%) with concurrent ATAC-seq peaks and 75,809 (70.4%) without. Out of 3,557 distal loci targeted by all five ASD-associated TRs, 3,219 (90.5%) have concurrent ATAC-seq peaks (*p* < 1 × 10^−10^, permutation testing, Figure 2F), while most of the 62,474 distal loci targeted by a single ASD-associated TR occur outside of ATAC-seq-marked open chromatin regions (55,911, 89.5%). There were 6,063 distal loci identified by ATAC-seq without any of the five ASD-associated TRs. 

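Away from promoters, the peaks of ARID1B, FOXP1, and TCF7L2 in the mouse cortex merged into 65293 loci at E15.5, of which 11405 (17.5%) had a peak of every TR and 33803 (51.8%) of a single TR. At E18.5, 6253 of 62013 distal loci (10.1%) had every TR and 40471 (65.3%) a single TR. When peaks were drawn from the pool of distal peaks, 6694 ± 57.4 (SD) loci had all 3 TRs at E15.5 and 3999 ± 46.4 at E18.5. The observed numbers were 1.70 and 1.56 times these means (one-sided permutation p = 0.001 at both stages). With each list reduced to its strongest peaks so that the 3 lists had the same size, the ratio at E18.5 was 1.16, with 3031 loci observed and 2609 on average in the permutations, the lowest of all settings tried. It was 1.53 at E15.5 under that setting, and the observed number was above every permuted one at both stages. The distal loci with all 3 TRs covered 12.0 and 6.34 Mb, with median lengths of 918 and 878 bp. Fewer of them than of the proximal ones were shared between stages. Of those at E15.5, 4742 (41.6%) overlapped one at E18.5, and of those at E18.5, 4743 (75.9%) overlapped one at E15.5. The first share is limited by the smaller number of loci at E18.5, where FOXP1 had 11014 distal peaks against 44483 at E15.5. Almost all of the distal loci not shared still had a peak of at least 1 TR at the other stage. Of all distal loci with all 3 TRs, 99.3% and 99.7% had such a peak.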

As with proximal loci, similar patterns are seen in mouse cortical data (Figure 2F) and for H3K27ac peaks in the developing human cortex (Figures S3E and S3F).

### Open chromatin regions targeted by all five ASD-associated TRs are highly conserved

Given the high degree of overlap between ATAC-seq peaks and ChIP-seq peaks from all five ASD-associated TRs, hereafter referred to as “5TRa,” we sought to characterize these regions in depth. The 12,224 proximal 5TRa loci in the developing human cortex span 26.2 Mbp and are upstream of the TSS of 11,695 protein-coding transcripts and 4,739 non-coding transcripts (Table S3). ChIP-seq peaks for each TR contributing to the 5TRa regions were called with higher confidence, based on lower p values, than peaks outside the 5TRa regions (Figure S3G). Most of these proximal loci are highly conserved across species, with 8,233 (67.4%) including a region with a max PhastCons score above 0.5 (Figure 2G). Moreover, 8,867 (72.5%) overlap with a 5TRa peak in mouse E15.5 cortex, and 8,639 (70.7%) overlap with a 5TRa proximal loci in mouse E18.5 cortex.

The 3,219 distal 5TRa regions from the developing human cortex span 5.7 Mbp. Based on the nearest TSS, these loci are related to 850 protein-coding transcripts and 1,932 non-coding transcripts (Table S3). As seen for proximal loci, the distal 5TRa loci have lower *p* values than those outside of 5TRa loci (Figure S3H). Most are highly conserved across species, with 1,880 (58.4%) loci including a region with a max PhastCons score above 0.5 (Figure 2G). Furthermore, 652 (20.3%)/548 (17.0%) overlap 5TRa distal loci in mouse E15.5/E18.5 cortex.

### ASD-associated TR-bound loci are enriched for motifs of TR genes associated with other neurodevelopmental and psychiatric disorders

Since the five ASD-associated TRs have DNA-binding domains, we used HOMER to assess whether DNA sequence motifs were enriched in the 5TRa proximal and distal loci against both a genomic background and representative proximal/distal backgrounds (Figure 3). Similar results were obtained using 5TRa loci from the developing human and mouse cortex. Substantial enrichment was observed for motifs related to promoter-enhancer loops, including ZNF143/Staf and THAP11/Ronin in proximal elements and CTCF and CTCFL/Boris in distal elements (Figure 3). Proximal 5TRa loci were also enriched for the ETS, KLF/SP, YY1, NKRF/Nrf, and NFY motif groups, while distal loci were enriched for the HTH/RFX and the basic-helix-loop-helix (bHLH) motif groups. Many of the genes in these 5TRa-enriched motif groups are associated with neurodevelopmental and psychiatric disorders (10 out of 182 genes; 3.4-fold enrichment; *X*^2^ [1, *N* = 19,654] = 15.9, *p* = 7 × 10^−5^; Table S4), including ASD^2^: *RFX3* (HTH/RFX), *TCF4* (bHLH), and *NCOA1* (bHLH); neurodevelopmental delay^26^: *CTCF* (CTCF/BORIS), *YY1* (YY1), *ERF* (ETS), *KLF7* (KLF/SP), *TFE3* (bHLH), and *MYCN* (bHLH); and schizophrenia^27^: *SP4* (KLF/SP).

### ASD-associated TRs are proximal to ASD-associated genes and brain-expressed genes

Prior analyses have described enrichment of ASD-associated genes in proximity to the binding sites of individual ASD-associated TRs.^11–14^ We observed a similar result with proximal 5TRa loci from the developing human cortex upstream of 96 out of 102 ASD-associated genes^28^ (94.1% of ASD genes vs. 65.7% of non-ASD genes; *X*^2^ [1, *N* = 17,484 all autosomal protein-coding genes] = 36.2, *p* = 2 × 10^−9^; Figure 4; Table S5). For the remaining six ASD-associated genes, five had overlapping peaks from at least three of the ASD-associated TRs proximal to their TSS. Equivalent results were also observed using data from a mouse at E15.5 and E18.5 (Figures 4F and 4G). 

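For the mouse, the 102 ASD-associated genes of Table S5 were matched to mouse genes, 100 by symbol and 2 by an older name, and compared with the 20705 other autosomal protein-coding genes. Only 3 of the 5 TRs and no accessibility data entered this comparison, so the loci are those of ARID1B, FOXP1, and TCF7L2 and not 5TRa loci. At E15.5, 99 of the ASD-associated genes (97.1%, 95% Wilson interval 91.7% to 99.0%) had a locus of all 3 TRs at their promoter, against 11863 (57.3%) of the other genes. The odds ratio was 24.6 (two-sided Fisher's exact test, p = 2.4e-20). At E18.5, the share was 96 genes (94.1%, 87.8% to 97.3%) against 11335 (54.7%), with an odds ratio of 13.2 (exact test, p = 1.7e-18). The same 96 genes had such a locus at both stages. The lowest odds ratio among the settings tried was 3.98 at E18.5, with peaks of −log10 p of at least 15 only, where the shares were 69.6% and 36.5%.

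ASD-associated genes have longer spliced transcripts than other genes (median 6365.5 against 2717 bases), more annotated promoter sequence (8015.5 against 4000 bases), and promoters richer in CpG (median observed to expected ratio 0.628 against 0.373). The bound genes were therefore also counted in 10000 random gene lists of the same size, matched on each of these in turn in 20 bins. With lists matched on the length of the spliced transcript, the median was 73.5% at E15.5 and 70.6% at E18.5, and no list reached the ASD share. With lists matched on promoter bases, the medians were 75.5% and 73.5%, and again no list reached it. Matching on promoter CpG gave higher medians, 86.3% and 83.3%. No list reached the ASD share at E15.5, whereas 1 of the 10000 did at E18.5. Gene expression, for which the paper corrects, was not matched.

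Chd8 (chromosome 14, 52198151 to 52257780), Scn2a (chromosome 2, 65620771 to 65767447), Dyrk1a (chromosome 16, 94570010 to 94695517), and Kmt5b (chromosome 19, 3767421 to 3818303), which Figure 4 shows for the human cortex, had a promoter peak in all 6 lists. Their highest fold enrichments were those of FOXP1 at E15.5, with 13.5 at Chd8, 50.6 at Scn2a, 16.2 at Dyrk1a, and 17.5 at Kmt5b. Tek (chromosome 4, 94739289 to 94874976), Gigyf1 (chromosome 5, 137518548 to 137527935), and Mkx (chromosome 18, 6934518 to 7004780) had no locus of all 3 TRs at either stage. At Mkx, FOXP1 had a promoter peak at E15.5 (fold enrichment 5.82) and TCF7L2 at both stages (3.27 and 4.27), whereas Tek and Gigyf1 had no promoter peak in any list. For Gigyf1, RefSeq annotates a start 8285 bp upstream of the one in GENCODE vM21, and the 2000 bp before it had a peak in all 6 lists. Dscam lacked ARID1B and Scn1a lacked TCF7L2 at E18.5, whereas Eif3g and Ap2s1 had all 3 TRs at both stages.

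**Figure D1:**
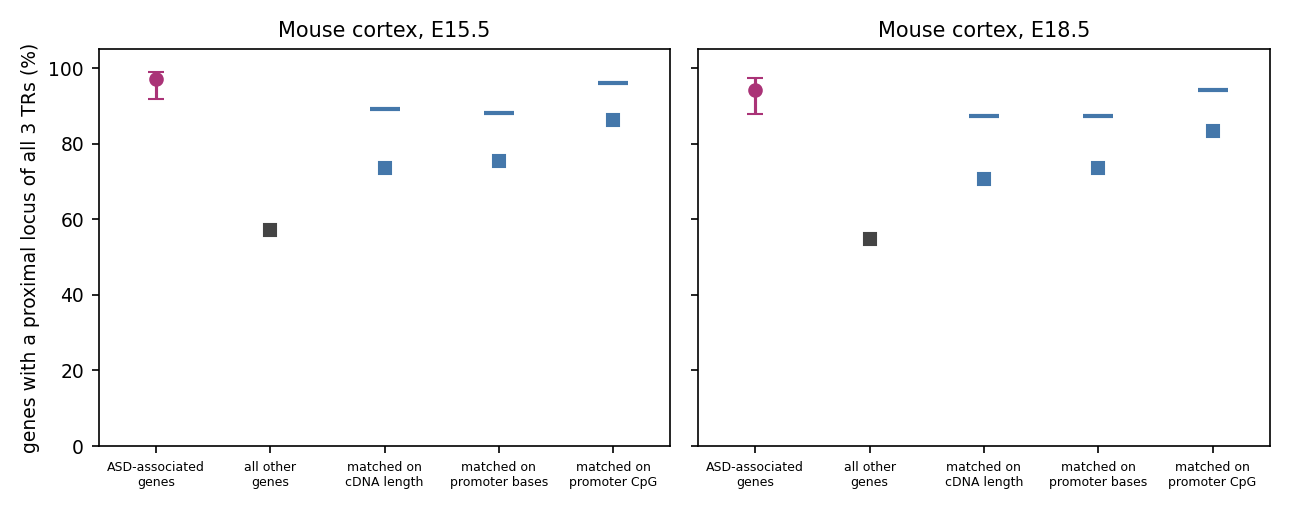
Share of genes with a proximal locus of all 3 TRs (vertical axis, percent) at E15.5 (left) and E18.5 (right), for ASD-associated genes (circle, error bar 95% Wilson interval), all other autosomal protein-coding genes (first square), and the median of 10000 random gene lists matched on cDNA length, promoter bases, or promoter CpG (other squares, with a dash at the highest list). The ASD-associated genes sit at 97.1% and 94.1%, above the medians of all matched lists.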

Assessing ASD enrichment by permutation test, accounting for gene cDNA length (a predictor of ASD gene discovery), yielded a similar result (*p* = 5 × 10^−4^).

We next considered whether the presence of an ATAC-seq peak, or a proximal ASD-associated TR peak, predicted gene expression levels in the developing (GW12–40) human prefrontal cortex.^6^ Remarkably, most genes with proximal ATAC-seq peaks and at least one ASD-associated TR peak were robustly expressed (log_2_(TPM+1) ≥ 1), whereas almost all genes without both a proximal ATAC-seq and at least one ASD-associated TR peak were weakly expressed (log_2_(TPM+1) < 1, Figure 4H). For peaks with both a proximal ATAC-seq peak and an ASD-associated TR peak, the number of ASD-associated TRs was highly predictive of the level of gene expression; this relationship was non-linear on a logarithmic scale of expression, with much higher expression in the presence of an ATAC-seq peak and all five ASD-associated TRs than four or fewer (Figures 4I, 4J, and S9). Genes associated with ASD are highly brain expressed (median log_2_(TPM+1) = 4.0, Figure 4K), and correcting for gene expression in the brain accounts for the extent of their enrichment in 5TRa loci, suggesting that the binding of multiple ASD-associated TRs proximal to ASD genes may contribute to their high brain expression.

### Genes with ASD-associated TR peaks have higher expression in the fetal brain

Target genes of distal loci were identified using a nearest TSS approach, including all protein-coding and non-coding transcripts. Given the overlap between ARID1B, BCL11A, and TBR1 at distal ATAC-seq peaks (Figure 2), we assessed the number of ASD-associated genes with distal loci in the developing human cortex containing at least these factors (≥3TRa). The 102 ASD-associated genes^28^ were also enriched for these distal peaks (35.3% of ASD genes vs. 12.1% of non-ASD genes; *X*^2^ [1, *N* = 17,484 all autosomal protein-coding genes] = 50.5, *p* = 1 × 10^−12^; Figure 4; Table S5). However, the presence of a distal locus was associated with slightly lower gene expression in the developing human prefrontal cortex (Figures 4H and 4J).

The enrichment we observed for GFY-STAF/ZNF143/THAP11 and CTCF/BORIS/CTFL motifs at 5TRa loci suggests that the 5TRa loci participate in chromosomal looping. Consistent with this idea, we identified potential interactions between ≥3TRa distal peaks and 77 of the 102 (75.5%) ASD-associated genes (Table S5) using the activity-by-contact (ABC) approach^29^ with chromatin accessibility and Hi-C data from the developing human brain.^23,30^ Similarly, a distal ≥3TRa peak was detected within 100 kb of 70 ASD-associated genes (68.6%) and within 500 kb for 96 (94.1%).

To better understand the function of these distal peaks, we considered the overlap with experimentally validated enhancer loci defined by VISTA.^31^ Of the 998 VISTA human elements with activity in E11.5 mice, 53 overlap with a 5TRa region, and 140 overlap with a ≥3TRa region that includes ARID1B, BCL11A, and TBR1 (Figure 2B). As expected for a dataset derived from cortex, we observed enrichment for VISTA elements that are active in the telencephalon (63 regions, odds ratio = 2.17, *p* = 5 × 10^−5^), including elements specific to both the pallium and subpallium in the E11.5 mouse (Figure S6;Table S6). Two of these VISTA-positive regions also showed evidence of an interaction with ASD genes through the ABC data: hs399 with *BCL11A* and hs416 with *ARID1B* (Table S6).

Next, we directly tested whether the hs399 VISTA region is regulated by TBR1. hs399 is ~340 kbp downstream of the *BCL11A* TSS and is bound by ARID1B, BCL11A, TBR1, and TCF7L2 in an open chromatin region (4TRa) (Figure 5A). ABC analysis showed a potential interaction between this locus and the *BCL11A* TSS (Figure 5A). We generated a stable hs399 enhancer transgenic mouse (hs399-CT2IG) that expresses GFP and Cre^ERT2^.^32^ Immunohistochemistry shows that this regulatory element is active in the prenatal and post-natal developing cortex (Figure 5B; data not shown). However, in a constitutive *Tbr1*^*nul/null*^ background, hs399 enhancer activity is substantially reduced (Figure 5B”). Furthermore, CRISPRi targeted to the hs399 element in cultured neonatal mouse cortical neurons resulted in an ~10-fold decrease in *BCL11A* RNA expression (Figure 5C).

### ASD-associated TRs target genes whose expression is enriched in cortical progenitors and neurons

ASD-associated genes are enriched within genes expressed by excitatory and inhibitory neurons from the human fetal cortex.^6,17,28^ Analysis of cells that express genes near 5TRa loci provides an orthogonal approach to identify the cell types involved in ASD. Therefore, we assessed cell-type enrichment in ~40,000 cells from the human fetal cortex at GW17–18.^33^ Across 5TRa loci in human and mouse fetal cortex, enrichment was seen for cortical progenitor cells and excitatory neurons at proximal loci and for excitatory and inhibitory neurons at distal loci (Figure 6A). Consistent results were observed for other fetal cortex transcriptomic datasets (Figure S7).

### Reduction of ARID1B and TBR1 expression in cultured neonatal mouse cortical cells reduces neuronal density and increases glial density, recapitulating human postmortem patterns of gene expression

The overlapping peaks of ASD-associated TRs suggests a convergent mechanism through which disruption of multiple genes can lead to similar neurodevelopmental phenotypes; this predicts similar functional consequences to changes of their expression. To test this prediction, we used lentivirus to deliver CRISPRi sgRNAs, designed to target proximal 5TRa loci in the promoter region of *Arid1b* or *Tbr1*, in primary cortical cultures collected from post-natal day (P) 0 dCAS9-KRAB mice. 

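The windows that the paper gives for these guides were compared with the peaks of ARID1B, FOXP1, and TCF7L2 at E15.5 and E18.5 in GRCm38. The cultures themselves, the BCL11A and TBR1 peaks, and the accessibility part of 5TRa were not analysed here. The Arid1b guide CCATGTTCAGGTCGTGACGG matches the minus strand of chromosome 17 from 4994923 to 4994942, followed by the PAM GGG, inside the stated window of 4994464 to 4995567. Arid1b spans 4994332 to 5347656 on the plus strand. The guide overlaps the start codon in exon 1 of 2 coding transcripts, whose TSS is at 4994939, and lies in an intron of a non-coding transcript that starts at 4994332. The plus strand of the reference reads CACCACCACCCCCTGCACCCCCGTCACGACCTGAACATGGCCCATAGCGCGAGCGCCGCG from 4994903 to 4994962. Every list had a peak that overlapped this window. The strongest had a fold enrichment of 5.70 (ARID1B), 8.48 (FOXP1), and 10.5 (TCF7L2) at E15.5 and 5.61, 6.74, and 10.1 at E18.5. These values are those at the summits, all of which lay outside the window. A peak overlapped the guide itself in all 6 lists, with 3.39, 8.48, and 6.61 at E15.5 and 4.21, 5.71, and 7.12 at E18.5. The ARID1B peak at E15.5 began within the guide, at 4994930. The summits of the FOXP1 peak at E15.5 (4995765) and of both TCF7L2 peaks (4995796 and 4995811) lay far from the guide, so these values do not measure enrichment at the guide itself.

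**Figure D2:**
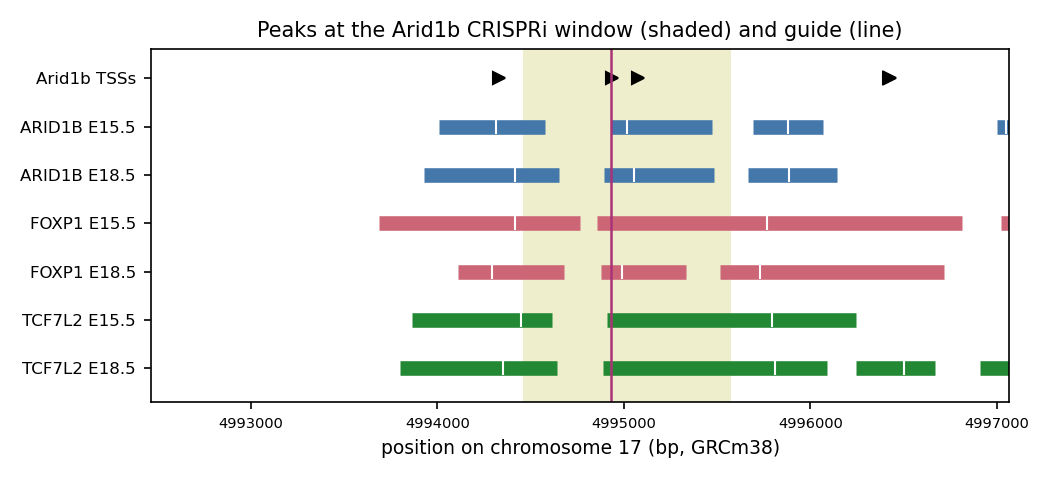
Peaks of ARID1B, FOXP1, and TCF7L2 (horizontal bars, white ticks at summits) at E15.5 and E18.5 along chromosome 17 of GRCm38 (horizontal axis, bp), with the CRISPRi window shaded, the guide as a vertical line, and Arid1b TSSs as triangles. All 6 lists have a peak that overlaps the guide.

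The Tbr1 guide TATACAAAGCGCGAGCCGG matches the minus strand of chromosome 2 from 61804103 to 61804121, followed by the PAM TGG, inside the window of 61803569 to 61804574. Tbr1 spans 61802930 to 61814114 on the plus strand. The guide lies in exon 2 of a non-coding Tbr1 transcript and 341 bp upstream of the nearest Tbr1 TSS at 61804453. The plus strand of the reference reads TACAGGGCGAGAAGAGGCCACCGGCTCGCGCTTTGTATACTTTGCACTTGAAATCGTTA from 61804083 to 61804141. Every list had a peak that overlapped this window as well, with fold enrichments at the summits of 5.70, 13.9, and 5.35 at E15.5 and 6.03, 3.94, and 6.13 at E18.5. The summits of both FOXP1 peaks and of the TCF7L2 peak at E18.5 lay outside the window. The guide was covered in 5 of the 6 lists. The FOXP1 peak at E18.5, the weakest of them, ran from 61804411 to 61804866 and did not reach it. With peaks of −log10 p of at least 10 only, that peak was lost and 5 lists had a peak in the Tbr1 window, whereas all 6 still had one in the Arid1b window.

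**Figure D3:**
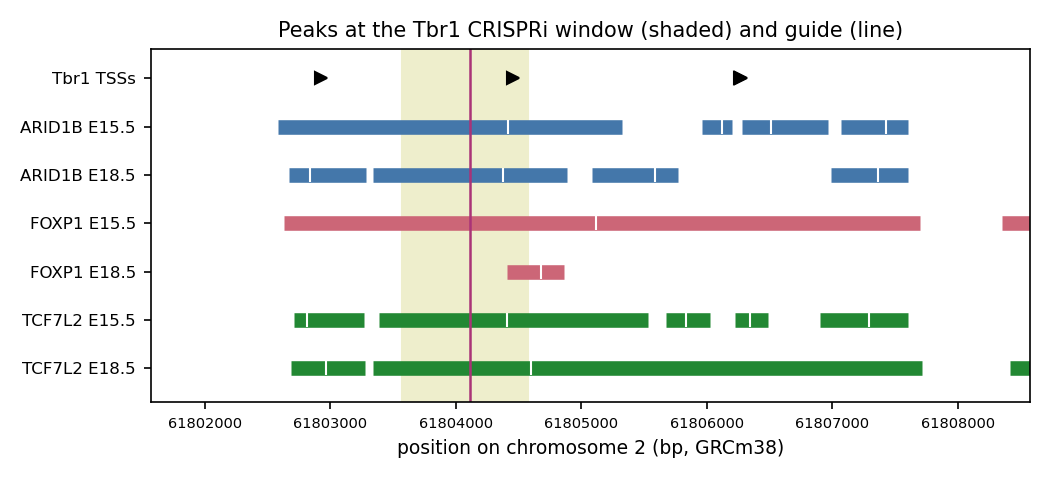
Peaks of the same lists along chromosome 2 of GRCm38 (horizontal axis, bp), drawn as for Arid1b, with Tbr1 TSSs as triangles. The FOXP1 peak at E18.5 begins after the guide, and the other 5 lists have a peak across it.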

Compared to scrambled sgRNAs, CRISPRi reduced the relative expression of *Arid1b* to 75% by day 2 and to 25% by day 8; likewise, *Tbr1* was reduced to 50% by day 2 and to 5% by day 8 (Figure S6iii). CRISPRi to either *Arid1b* or *Tbr1* increased caspase-3 on day 2, but not day 4, suggesting a transient increase in apoptosis. By day 8, immunohistochemistry showed there was a reduction of neuronal marker expression (~3-fold reduction in NeuN^+^ cells and ~6-fold reduction of CALB^+^ cells), accompanied by an increase in astrocyte marker expression (~4.5-fold increase in GFAP^+^ cells; Figure 6B).

Bulk RNA sequencing (RNA-seq) analysis of the *Arid1b* and *Tbr1* CRISPRi-treated cells identified numerous differentially expressed genes (absolute fold change ≥ 2, adjusted *p* value [*p.adj*] ≤ 0.05, Table S7). To assess how these results related to patterns of gene coexpression module dysregulation observed in the postmortem cortex of individuals with ASD,^7^ we considered the enrichment of these modules for the differentially expressed genes (Figure 6C). Remarkably, both the *Arid1b* and *Tbr1* CRISPRi-treated cortical cells produced a pattern similar to that seen in ASD human brains. Neuronal modules that are down-regulated in the ASD brain (M4, M16) were enriched for down-regulated genes following CRISPRi (*p* ≤ 7 × 10^−9^, Figures 6D and 6E; Table S7). On the other hand, astrocyte and glial modules that are up-regulated in the ASD brain (M9, M19) were enriched for up-regulated genes following CRISPRi (*p* ≤ 9 × 10^−12^, Figures 6D and 6E; Table S7). While the direction of the effect was similar, the magnitude differed between the cellular assay and postmortem brain data.^8^ Cell-type deconvolution for six major cell types in postmortem human data suggests a 2.3% decrease in upper layer excitatory neurons in ASD compared to control (*p.adj* = 0.046, logistic regression with RIN, PMI, sex, and age as covariates, Figure S7), with other cell types differing by 3.4% or less, in contrast to the dramatic changes in cell-type composition in the CRISPRi primary cortical culture assay (Figure 6B).

## DISCUSSION

Over half the genes associated with ASD play a role in gene regulation, suggesting that transcriptional dysregulation is a major etiological factor in ASD.^2,34,35^ Here, we used ChIP-seq to identify regulatory targets of five of these ASD-associated TRs (ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2) in the developing human and mouse cortex; we found that they converge on about 15,000 loci (6.5 Mbp) proximal to the TSSs of genes that are highly expressed in the developing brain, along with 5,000 distal loci (1.5 Mbp). This overlap is surprising, since four of the five genes have a distinct DNA-binding domain and known motif (Figure S2E), they belong to different transcription regulator classes, and they have variable expression patterns across tissues and cell types (Figure S7A). Despite this heterogeneity, we show that this overlap is greater than expected compared with ChIP-seq data from other TRs in heterogeneous tissues (Figures 2A and 2B) and is also observed at two developmental stages in the mouse cortex (Figures 2E–2I).

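For the 2 stages in the mouse cortex, all peaks of ARID1B, FOXP1, and TCF7L2 were merged regardless of their distance to a TSS. At E15.5, they gave 83128 loci, of which 24987 (30.1%) had all 3 TRs, against 13225 ± 77.4 (SD) when peaks were drawn from the pool of the 3 lists 1000 times. At E18.5, 18593 of 81092 loci (22.9%) had all 3 TRs, against 9734 ± 66.8. The ratios to the permuted mean were 1.89 and 1.91 (one-sided permutation p = 0.001 at both stages).

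Of the shorter list of each pair at E15.5, 75.3% of FOXP1 peaks overlapped an ARID1B peak, and of the TCF7L2 peaks, 89.4% overlapped an ARID1B peak and 93.5% a FOXP1 peak. At E18.5, 86.3% of FOXP1 peaks overlapped an ARID1B peak and 87.1% a TCF7L2 peak, and 69.7% of TCF7L2 peaks overlapped an ARID1B peak. A longer list is met more often by chance. With the lists of a pair reduced to the same size, the lowest share was that of ARID1B and FOXP1 at E18.5. There, 52.8% of ARID1B peaks overlapped a FOXP1 peak, and 55.6% of FOXP1 peaks overlapped an ARID1B peak. Between stages, 85.5% of the ARID1B peaks at E18.5 overlapped one at E15.5, as did 96.3% of the FOXP1 peaks, and 95.0% of the TCF7L2 peaks at E15.5 overlapped one at E18.5. In the other direction, 34.2% of the FOXP1 peaks at E15.5 overlapped one at E18.5, a share limited by the shorter list at E18.5. With the lists of the same size, it was 75.0%. The paper proposes interactions between the TR proteins as an explanation for the shared targets.

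**Figure D4:**
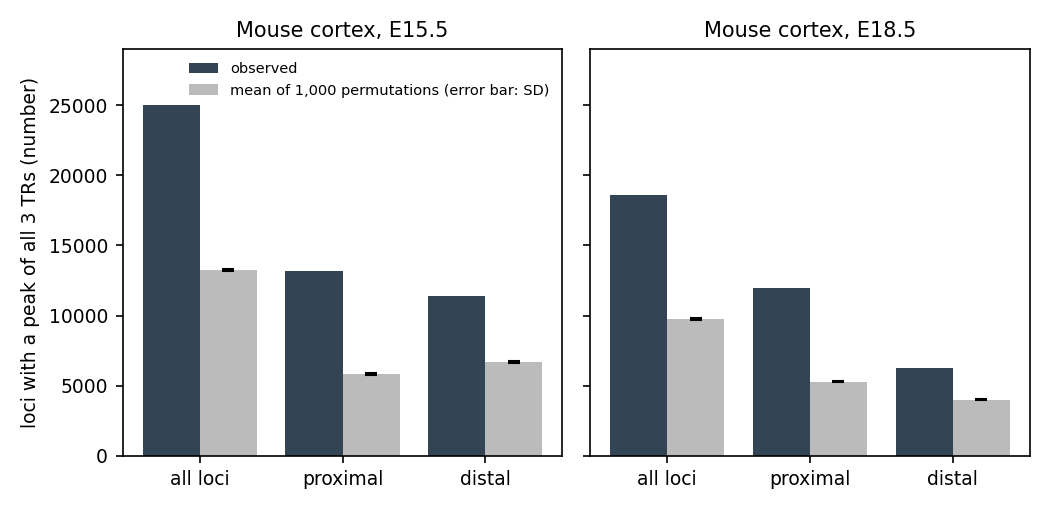
Number of loci with a peak of all 3 TRs (vertical axis) at E15.5 (left) and E18.5 (right) for all, proximal, and distal loci. Dark bars are observed numbers and light bars the mean of 1000 permutations with the SD as error bar, and the observed bar is the higher one in each of the 6 comparisons.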

Our results provide a parsimonious explanation for how the disruption of multiple ASD-associated genes leads to a common diagnostic entity. Out of 102 ASD-associated genes,^2^ 101 have three or more of the ASD-associated TRs binding in open chromatin regions near their TSS (proximal ≥ 3TRa); 96 of these are targeted by all five ASD-associated TRs (proximal 5TRa, Figure 4). This provides a mechanism by which disruption of each gene can impart risk to ASD and by which this risk can converge to a shared phenotype across many genes. We predict that other ASD-associated genes with a role in transcriptional regulation will also follow this pattern.

While the overlap of ASD-associated TR binding sites provides a potential mechanism for convergent ASD risk, it presents a challenge for explaining specificity to ASD, since almost half of all protein-coding genes share the proximal 5TRa pattern. Considering epigenetic and transcriptomic data from the developing human cortex provides a potential solution. The ASD-associated TR binding sites overlap substantially with loci identified by ATAC-seq (open chromatin)^23^ and H3K27ac ChIP-seq but show minimal overlap with H3K27me3 ChIP-seq peaks (Figures 2C–2H); this suggests a predominant role in transcriptional activation. This conclusion is supported by the strong correlation between the number of ASD-associated TRs at proximal open chromatin sites and the level of gene expression in the developing human cortex.^6^ Analysis of single-cell transcriptomic data from the developing human cortex^17,33,36^ suggests that these observations arise from cells of the neuronal lineage (Figure 6A). From these data, we might predict that the predominant role of these ASD-associated TRs is to increase gene expression during the development of neuronal lineage cells. Since ASD genes are preferentially expressed in neuronal lineage cells^2,6,19^ and are among the most highly expressed genes in the cortex (Figure 4I), they may be especially vulnerable to perturbation of ASD-associated TRs. The binding of ASD-associated TRs at distal sites may further add to this vulnerability, as suggested by our analysis of VISTA element hs399 and its role in *BCL11A* expression (Figure 5).

Protein-protein interactions between the TRs could explain the shared genomic targets (Figure 2) and the reduced activity of the hs399 VISTA enhancer in the absence of TBR1 (Figure 5). Protein interaction data from the literature provide some support for this possibility, including interactions of BCL11A-TBR1,^37^ FOXP1-TBR1,^38^ FOXP1-BCL11A (via NR2F1/NR2F2),^39^ FOXP1-TCF7L2,^40^ and FOXP1-YY1 (Figure 3).^39^ Motif analysis results would also fit with this explanation. Four of the five ASD-associated TRs have previously been associated with a distinct DNA-binding motif based on DNA sequence enrichment within ChIP-seq peaks (Figure S2E). While we do observe enrichment of the BCL11A, FOXP1, TBR1, and TCF7L2 motifs (Figure S2E), the degree of enrichment is comparatively modest (Figure 3; Table S4). In contrast, other DNA-binding motifs, such as the motif of the ASD-associated genes *RFX3* and *TCF4*, are substantially enriched (Figure 3). These motif data also support the hypothesis that one of the core roles of these five TRs is to drive the expression of genes in neuronal lineage cells through binding to the promoter region. The observed motifs (Figure 3) and hs399 VISTA enhancer experiment (Figure 5) implicate the formation of promoter-enhancer loops in this role, based on the enrichment for the GFY-STAF-ZNF143 proximal motif and the CTCF/BORIS distal motif (Figure 3). These patterns of protein-protein interactions may reflect the role of these ASD-associated TR proteins in known chromatin regulatory complexes, including BAF/SWI/SNF (ARID1B, BCL11A, TCF7L2) and NuRD (BCL11A, FOXP1).^41–43^

If regulatory ASD-associated genes act through complexes at promoter and/or enhancer regions to increase gene expression in neuronal lineage cells, then we would predict that decreased expression of these target genes would confer ASD risk. This fits conceptually with exome-sequencing results, which identified ASD risk through loss-of-function variants in genes with high neuronal expression^2,6^ and whole-genome sequencing results, which implicate *de novo* variants in promoter regions conserved across species.^44^ Regulatory complexes also provide a mechanism by which multiple common variants of small effect size could lead to additive risk.^45,46^ Under this regulatory complex model, we would predict that heterozygous disruption of one of these ASD-associated TRs would lead to dysregulation of other ASD genes. This expectation is borne out in mice with heterozygous loss of function of *Foxp1*^47^; however, the interpretation is challenging due to experimental heterogeneity, including differences in brain region, developmental stage, and mutation and the varying sensitivity to detect differential gene expression based on baseline levels of gene expression.

As a complementary approach to assessing the functional impact of loss of function of ASD-associated TRs, we used CRISPRi to knock down *Arid1b* and *Tbr1* in primary cultures from P0 mouse neocortex. As predicted, we observed substantially decreased expression of numerous ASD-associated genes; corresponding increased expression was observed for genes in previously defined coexpression modules enriched for astrocytes and microglia marker genes (Figures 6D and 6E). These results mirror patterns observed from bulk and single-cell analyses of ASD cases and controls in the postmortem human brain.^7,9,48^ Concurrent analysis of cell-type markers suggests that these signals are driven by changes in cell-type proportion, specifically a relative reduction in neurons and an increase in astrocytes (Figure 6B). A corresponding transient increase in caspase-3 suggests increased apoptosis in the presence of the knockdown; thus, many of the observed transcriptional changes may reflect an alteration in the ratio of cell types.

Similar changes in cell-type proportion have been observed following the disruption of cortical transcription factors, including *TBR1*, in human organoid models,^49^ and an increase in the proportion of protoplasmic astrocytes was described in the postmortem cortex of ASD cases.^9^ Deconvolution of bulk transcriptomic data from the postmortem brain in ASD cases and controls shows similar patterns; however, the changes are modest and heterogeneous (Figure S7).^8^

Limitations to our analysis include the reliance on bulk cortical tissue to derive the ChIP-seq and ATAC-seq peaks, so we cannot directly differentiate between cell types. However, some cell-type information can be gleaned, since *BCL11A* and *TBR1* cortical expression appear to be specific to the neuronal lineage and *TBR1* is preferentially expressed in deep layer excitatory neurons,^20^ while *TCF7L2* is expressed in progenitor cells.^50^ Nonetheless, we cannot be sure that the observed overlaps in TR binding sites exist in individual cells vs. represent a pattern across multiple cell types. While the model of regulatory complexes bound to shared promoter and/or enhancer regions potentially explains convergence across TR ASD-associated genes, it is unclear how disruption of ASD-associated genes that are not thought to be TRs (e.g., *SCN2A, SYNGAP1, SLC6A1*) can lead to equivalent behavioral outcomes. However, the convergence of ASD gene function in regulating synaptic function, as seen for TBR1,^20,51^ is a parsimonious explanation. Furthermore, while this regulatory complex model predicts widespread down-regulation of highly brain-expressed genes, especially those associated with ASD, more data are required to verify this prediction. It is also unclear to what extent gene dysregulation or changes in the proportion of neuronal lineage cell types contribute to ASD symptomatology. Furthermore, it is unclear the extent to which a 75%–95% knockdown using CRISPRi in cultured mouse cortical neurons should reflect a 50% constitutive knockout in the developing human brain. These results raise a potential convergent downstream consequence of regulatory disruption, but substantial work is required to assess whether similar consequences occur in ASD or contribute to symptoms.

## Conclusions

Analysis of five ASD-associated transcription regulators leads to a model in which their encoded proteins act as components of molecular mechanisms titrated to control gene expression in developing neuronal lineage cells. Like a clock mechanism, many components are essential, and the failure of any individual component can impact overall function. Under this model, disruption of any of multiple ASD-associated TR genes leads to a common neurodevelopmental outcome through shared genomic targets, while specificity to ASD and developmental delay is due to a combination of haploinsufficiency and high neuronal expression of ASD-associated target genes during neurodevelopment, making them the most vulnerable to small perturbations in expression.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contacts, Dr. Stephan Sander () and Dr. John L. Rubenstein ().

#### Materials availability

All unique/stable reagents generated in this study are available from the lead contacts without restriction.

#### Data and code availability

- The data used in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE248876 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248876).
- All original code has been deposited at https://github.com/sanderslab/five_tr_chip and is publicly available as of the date of publication.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Animals

All procedures and animal care were approved and performed in accordance with the University of California San Francisco Laboratory Animal Research Center (LARC) guidelines. All wildtype strains were maintained on a CD1 background. Animals were housed in a vivarium with a 12hr light, 12hr dark cycle. Postnatally, experimental animals were kept with their littermates. For timed pregnancies, noon on the day of the vaginal plug was counted as embryonic day 0.5.

#### Transgenic animal models

dCAS9-KRAB mouse was a gift from McManus lab (UCSF) on a CD1 background. The dCas9-KRAB mice were generated in the FVB background with the TARGATTTM site-specific knock-in technology^53^ by introducing a construct expressing containing CAG promoter, puromycin resistance, mCherry and the dead Cas9 (dCas9) protein fused to the KRAB (Kruppel Associated Box) domain into€ the *Hipp11* locus. hs399-CT2IG enhancer transgenic mouse was generated at the Gladstone Transgenic Gene Targeting Core.

### METHOD DETAILS

#### Transcription regulator chromatin immunoprecipitation and sequencing (TR ChIP-Seq)

Transcription regulator ChIP (TR ChIP) was performed using antibodies (specified below) against ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2. Wildtype mouse cortices were dissected from E15.5 and E18.5 brains in ice-cold HBSS.

De-identified tissue samples were obtained with patient consent in strict observance of the legal and institutional ethical regulations. Protocols were approved by the Human Gamete, Embryo, and Stem Cell Research Committee, the institutional review board at the University of California San Francisco (UCSF). Fresh fetal brain samples were obtained from elective terminations, with no karyotype abnormalities or genetic conditions reported, and transported in freshly made Cerebral Spinal Fluid on ice (CSF). Samples were collected from gestational week 23 (GW23) prefrontal cortex (PFC). All dissections and ChIP-seq experiments were performed within 2 h of tissue acquisition.

Human and mouse cortical samples were dissociated by pipetting in ice-cold HBSS. Dissociated cells were fixed in 1% formaldehyde for 10 min at RT. The fixed cells were neutralized with 1 mL 2.5M glycine and washed 3X in 1X PBS on ice. Fixed cells were lysed in a hypotonic buffer (50 mM Tris-HCl pH = 7.5, 0.5% NP-40, 0.25% Sodium Deoxycholate, 0.1% SDS, 150 mM NaCl). Nuclei was extracted by centrifugation at 13,500 rpm for 10 min at 4°C and sheared into 200 – 1,000 bp fragments using a Covaris S2 (14 cycles of duty cycle = 5%, intensity = 3 and cycles per burst = 200).

Immunoprecipitation (IP) reactions of two biological replicates on mouse cortex at E15.5 and E18.5 and human PFC at GW23 were performed by diluting the sheared chromatin 1:10 in ChIP dilution buffer (16.7 mM Tris-HCl pH = 8.0, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100) in 3 mL final volume. 100 μL was removed as “input”. 5 μg of primary antibody against ARID1B (Santa Cruz Biotech, sc32762 X), BCL11A (Abcam, ab19487), FOXP1 (Santa Cruz Biotech, sc-376650 X), TBR1 (Santa Cruz Biotech, sc48816 X) and TCF7L2 (Santa Cruz Biotech, sc166699 X) were added to each IP. 20X molar excess blocking peptide (FOXP1) and IgG (ARID1B, BCL11A, TCF7L2) and TBR1 constitutive null were used as negative control for each given ChIP experiments.

Antibody specificity has been examined for all the target proteins. The antibody specificity against TBR1,^20^ BCL11A^54^ and ARID1B^55^ were previously demonstrated. We assessed anti-FOXP1 antibody specificity using a blocking peptide designed against the antibody epitope (Santa Cruz Biotech, sc-376650 P). TCF7L2 antibody specificity was examined through IHC analysis the TCF7L2 staining in the Tcf7l2^f/f^:1538CRE-ERtdTomato^f/+^ conditional mutant compared to the heterozygous control (Tcf7l2^f/+^1538CRE-ERtdTomato^f/+^) at E12.5. Using this paradigm, we observed TCF7L2 signal reduced in pre-optic area (POA) in the conditional null mutant compared to the heterozygous controls, a region where CRE-expressing lineage cells are present.

Protein/antibody complexes were collected using Dynabeads (20 μL protein A + 20 μL protein G). Beads were washed once in each of Wash buffers (low salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH = 8.0, 150 mM NaCl; High Salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH = 8.0, 500 mM NaCl; LiCl buffer: 0.25 M LiCl, 1% IGEPAL CA630, 1% deoxycholic acid, 1 mM EDTA, 10 mM Tris-HCl pH = 8.0 and lastly 1X TE pH = 7.5. ChIP DNA was eluted twice in elution buffer (10 mM Tris-HCl pH = 8.0, 1 mM EDTA, 100 mM NaHCO_3_, 1 mM SDS) at 65°C for 15 min each with shaking. Eluted ChIP DNA was reverse cross-linked in 8 μL 5M NaCl, 4 μL 1M Tris-HCl pH = 6.5, 4 μL 0.5M EDTA overnight at 65°C. ChIP DNA was treated with 4 μL 10 mg/mL RNase A at 37°C for 15 min and then 1 μL 10 mg/mL proteinase K to each sample and incubated at 55°C for 1 h.

ChIP DNA was purified using ChIP DNA Clean and Concentrator kit (Zymo Research, D5205). ChIP-seq libraries were generated using Ovation Ultralow System V2 Multiplex System (NuGEN) following manufacturer’s protocol, using 12 PCR cycles. The resulting libraries were size selected 180–350 bp using BluePippin (Sage Science) and sequenced at the Center for Advanced Technology at UCSF (Illumina HiSeq 4000; http://cat.ucsf.edu/) using a single read 50-bp strategy.

#### Histone chromatin immunoprecipitation and sequencing (histone ChIP-Seq)

Human and mouse samples were acquired as for TR ChIP-seq above. All dissections and downstream experiments were performed within 2 h of tissue acquisition. From each dissection, nuclei were isolated by manually douncing the tissue twenty times in 1 mL Buffer I (300 mM sucrose, 60 mM KCl, 15 mM NaCl, 15 mM Tris-HCl pH = 7.5, 5 mM MgCl_2_, 0.1 mM EGTA, 1 mM DTT, 1.1 mM PMSF, 50 mM Sodium Butyrate, EDTA-free Protease inhibitors) on ice using a loose pestle douncer, and then lysed on ice for 10 min after adding 1 mL Buffer II (300 mM sucrose, 60 mM KCl, 15 mM NaCl, 15 mM Tris-HCl pH = 7.5, 5 mM MgCl_2_, 0.1 mM EGTA, 0.1% NP-40, 1 mM DTT, 1.1 mM PMSF, 50 mM Sodium Butyrate, EDTA-free Protease inhibitors).

During the incubation, nuclei were counted using trypan blue and 500,000 nuclei were spun down at 7,000rpm for 10 min at 4°C. Nuclei were resuspended in 250 μL MNase buffer (320 mM sucrose, 50 mM Tris-HCl pH = 7.5, 4 mM MgCl_2_, 1 mM CaCl_2_, 1.1 mM PMSF, 50 mM Sodium Butyrate) and incubated in a 37°C water bath with 2 μL MNase enzyme (NEB) for 8 min. MNase digestion was stopped by adding 10 μL 0.5M EDTA, and chromatin was spun down for 10 min at 10,000 rpm 4°C. Soluble fraction S1 supernatant was saved at 4°C overnight, and S2 fraction was dialyzed overnight in 250uL dialysis buffer at 4C (1 mM Tris-HCl pH = 7.5, 0.2 mM EDTA, 0.1 mM PMSF, 50 mM Sodium Butyrate, 1X Protease Inhibitors).

S1 and S2 fractions were combined, 50 μL was saved as input, and immunoprecipitation assay was set up in 50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 125 mM NaCl, 0.1% Tween 20. 250 mM Sodium Butyrate was supplemented for H3K27ac ChIPs. The following antibodies were used for ChIP: H3K27ac (Millipore, cma309), H3K4me1 (Abcam, ab8895), H3K27me3 (Millipore, 07–449), H3K4me3 (Abcam, ab185637). 1 mL of antibody was added to 1 mL chromatin in ChIP dilution buffer (16.7 mM Tris-HCl pH = 8.0, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100) and incubated overnight with chromatin at 4C rotating. Protein A and Protein G beads (10 μL each) were blocked overnight in 700 μL ChIP buffer, 20 μL yeast tRNA (20 mg/mL), and 300 μL BSA (10 mg/mL). Beads were washed three times on ice in Wash buffer I (50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 125 mM NaCl, 0.1% Tween 20, supplemented with 1X protease inhibitors and 5 mM sodium butyrate) and three times in Wash buffer II (50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 175 mM NaCl, 0.1% NP-40, supplemented with 1X protease inhibitors and 5 mM sodium butyrate). Lastly, beads were washed once in 1X TE buffer. ChIP DNA was eluted twice in 100 μL elution buffer (10 mM Tris-HCl pH = 8.0, 1 mM EDTA, 100 mM NaHCO_3_, 1 mM SDS) at 37°C for 15 min each with shaking.

IP reactions were incubated at 65°C for 30 min and purified using ChIP DNA Clean and Concentrator kit (Zymo Research, D5205). ChIP-seq libraries were generated using Ovation Ultralow System V2 (NuGEN) following manufacturer’s protocol. The resulting libraries were size selected (180–350 bp) and sequenced at the Center for Advanced Technology at UCSF (Illumina HiSeq 4000; http://cat.ucsf.edu/) using a single read 50-bp strategy.

#### ChIP-seq Computational analysis

##### Peak Calling

Human samples were aligned to the main chromosomal contigs of the GRCh38 genome. Mouse samples were aligned to the main chromosomal contigs GRCm38 (mm10) genome. Both alignments were performed by BWA (v0.7.15) *bwa mem ref_genome.fa sample.fastq.gz*. Resulting SAM files were converted to BAM files with a MAPQ filter of 30 and sorted using *samtools (v1.10). samtools view -q 30 -Shu -o sample.unsorted.bam sample.unsorted.sam*, and *samtools sort -o sample.bam sample.unsorted.bam*.

For all phenotypes, significant peaks were identified against matched input controls or WT background using mac2 (v2.2.7.1). Narrow peak calling was used with a q-value cut-off of 0.01. Model-based peak calling and local significance testing were disabled. A fixed fragment extension length of 200bps was used. *macs2 callpeak -t sample.bam -c input.sample.bam -f BAM -g mm/hs -no-lambda -nomodel -ext 200 -bdg -q 0.01*. The data used in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE248876 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248876).

For mouse samples, biological replicates were kept separate when first identifying peaks. IDR analysis was used to confirm the quality of peaks between biological replicates. Aligned reads of the replicates were then merged and new peaks were called. The peaks derived from merged biological replicates were used for downstream analysis.

##### Coverage heatmaps

Coverage heatmaps for transcription factor ChIP-seq samples (Figure 1) were generated using deepTools (v3.5.1). Biological replicates were kept separate in these heatmaps to better display coverage. The regions shown were pooled from peaks from every transcription factor of the designated age. The viewing reference point was set to center and a viewing range of 1kb was used. *computeMatrix reference-point -referencePoint center -S [sample1.bigwig, sample2.bigwig, … sampleN.bigwig] -R E15_peaks.bed -o E15_matrix.txt -a 1000 -b 1000. Followed by, plotHeatmap -m E15_matirx.txt -o E15_heatmap.pdf -missingDataColor white*.

##### Peak annotation

Called peaks from the Chip-seq datasets were annotated to all transcripts on GENCODE version 31 (human; hg38) and GENCODE version 23 (mouse; mm10). Proximal peaks were defined as being 2,000bp upstream of the TSS. Where multiple TSS were present for a given gene, we used the union of all proximal regions. BedTools intersect was used to identify overlap between peaks and gene promoters^56^ with any overlap between the ChIP-seq peak and promoter region defining the peak as “proximal”. Chip-seq peaks that did not overlap with promoter regions were defined as “distal” and the nearest TSS, identified by BedTools closest, was used to define the gene associated with distal peaks (Figure 1).

#### *In vitro* CRISPRi assay in mouse primary cortical cultures

##### Guide design

To generate lentiviral guide constructs against Transcriptional Start Site (TSS) of *Arid1b* and *Tbr1* using 2 kb upstream of TSS for each given gene. In addition to TSS-sgRNA, lentiviral guide constructs were also designed against putative regulatory elements (pREs), each of which are bound *in vivo* by all hcASD-TRs, forming “hubs”. The DNA sequences were inputted into CRISPOR tool^57^ from Zhang lab at Massachusetts Institute of Technology (https://zlab.bio/guide-design-resources). To facilitate the cloning process, TTGG and CAAA were added to 5′ and 3′-ends of forward and reverse guides, respectively. Scrambled guides were designed using GenScript online browser tool from *Arid1b* and *Tbr1* TSS-sgRNAs (https://www.genscript.com/tools/create-scrambled-sequence). The complete list of guides and the corresponding genomic regions are shown below.

**Table:** 

Gene	Location	Forward sequence	Reverse sequence

*Arid1b*-TSS	chr17:4994464-4995567	TTGG**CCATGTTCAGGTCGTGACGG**	AAAC**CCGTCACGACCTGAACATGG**
*Tbr1*-TSS	chr2:61803569-61804574	TTGG**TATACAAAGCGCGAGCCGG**	AAAC**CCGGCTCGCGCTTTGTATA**
*Bcl11a*-TSS	chr11:24049187-24049941	TTGG**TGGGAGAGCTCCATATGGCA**	AAAC**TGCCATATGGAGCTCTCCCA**
scrambled-*Arid1b*-TSS	–	TTGG**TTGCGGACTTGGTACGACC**	AAAC**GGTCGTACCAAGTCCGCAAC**
scrambled-*Tbr1*-TSS	–	TTGG**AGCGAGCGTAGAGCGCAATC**	AAAC**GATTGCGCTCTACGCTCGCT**

##### Generating sgRNA lentivirus

Guide RNA oligonucleotides were annealed in 1X annealing buffer (100 mM Tris pH7.5, 1 M NaCl, 10 mM EDTA) by heating for 5 min at 95°C, then cooling down gradually to 25°C, 5 °C/min. *U6-stuffer-longTracer-GFP* lentivirus vector was digested with AarI enzyme overnight and gel purified. The annealed guides were cloned into the digested *U6-stuffer-longTracer-GFP* lentivirus vector overnight at 16°C. Ligated guides were cloned into *Stbl3* cells (Thermofisher) and verified by sequencing at ElimBio using Elim Primer# 258124.

Upon sequencing validation, the gRNA lentivirus was generated in HEK293T cells by transfecting 3′10 cm dishes with 3 μg sgRNA plasmid, 1.5 μg psPAX2 packaging vector (Addgene), 1.5 μg pmD2G envelope vector (Addgene), 850 μL jetPRIME buffer and 18 μL jetPRIME. Three days post-transfection, the sgRNA expressing lentivirus was purified as described previously.^58^ Empty *U6-stuffer-longTracer-GFP* lentivirus vector was used to generate mock control lentivirus.

##### Primary cell culture and In vitro CRISPRi assay

Cortex was dissected from P0 dCAS9-KRAB pups and dissociated using papain dissociation kit following manufacturer’s protocol (Worthington). A total of 400,000 cells were seeded into 24-well tissue culture dishes containing fresh N5 medium (500 μL N2 supplement, 121 μL BPE (bovine pituitary extract), 10 μL 100 ng/uL FGF, 10 μL 100 ng/uL EGF, 5 mL FBS, 0.5 mL Pen/Strep in 50 mL DMEM) that were pre-coated with poly-L-lysine (10 mg/mL, Sigma) and then laminin (5 mg/mL, Sigma). Polybrene (Thermofisher) was added to each tube to facilitate transduction at a final concentration of 8 μg/mL. Concomitantly, the P0 dCAS9-KRAB cells were transduced by adding 20 μL concentrated virus at the time of seeding. The cultures were grown for 16 days *in vitro* and N5 media was replaced every 48 h. This experiment was repeated twice (*n* = 2).

#### RNA extraction and cDNA synthesis

Total RNA was extracted from the primary cortical cultures at 2, 4, 8, 12 and 16 days-post-transduction (DPT) using RNeasy Plus Micro Kit (QIAGEN, Cat# 74034) following the manufacturer’s protocol. First strand cDNA was synthesized from 0.5 μg of total RNA using Superscript reverse transcriptase III following manufacturer’s protocol (Thermofisher).

#### Quantitative real-time PCR (qPCR)

Quantitative real-time PCR (qPCR) was performed to measure RNA levels using SYBR Green (Bio-Rad) and 7900HT Fast Real-Time PCR System. Gene-specific primers for exon #1 of *Arid1b, Bcl11a, Tbr1, Drd1, Hbb, eif1α* as well as *Gapdh* housekeeping genes (HKG) were designed using the Primer 3 program. The expression levels of the genes in mock control and each TSS-CRISPRi RNA were normalized to the expression levels of the HKGs. Subsequently, the gene expression levels in TSS-CRISPRi RNAs were measured relative to the mock control using DDCT method as previously described (^59,60^) and averaged across 3 experimental replicates for each biological set (*n* = 2 biological replicates).

**Table:** 

Gene	Forward Primer	Reverse Primer

*Arid1b*	GCGCAACAAAGGAGTCACC	CCCATCCCATACAACTGAGG
*Bcl11a*	CACAAACGGAAACAATGCAA	CACAGGATTGGATGCCTTTT
*Tbr1*	CCCAATCACTGGAGGTTTCA	GAGATTTCTTGCCGCATCCA
*Drd1*	GAAGATGCCGAGGATGACAAC	GGCTACGGGGATGTAAAAGC
*Hbb*	GCTGGTTGTCTACCCTTGGA	GGCCTTCACTTTGGCATTAC
*Eif1a*	AAGCTCTTCCTGGGGACAAT	ATGCTATGTGGGCTGTGTGA
*Gapdh*	CCGTAGACAAAATGGTGAAGG	CAATCTCCACTTTGCCACTGC

#### Generation of hs399-CT2IG enhancer transgenic mouse

Enhancer hs399 was amplified from human genomic DNA and subcloned into Hsp68-CreERT2-IRES-GFP.^61^ Stable transgenic mice were generated by pronuclear injection at the Gladstone Transgenic Gene Targeting Core using the FVB strain. Founders were screened by PCR.^32^

#### RNA-seq on TSS-CRISPRi cells

Transcriptome profiling was conducted by using RNA-seq on *in vitro* dCAS9-KRAB (CRISPRi) cells 8 days-post-transduction by lentivirus encoding sgRNA guides against TSS of *Arid1b* and *Tbr1*. Approximately 300,000 cells were collected from each sample and immediately proceeded with RNA extraction using RNeasy Plus Micro Kit (QIAGEN) following manufacturer’s protocol. RNA quality was assessed using Agilent RNA 6000 Nano Kit (Agilent Technologies) and ran on Bioanalyzer 2100 (Agilent Technologies). Samples that had RIN scores of 8.5–10 were used to generate libraries. Library preparation and amplification was performed by TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold Set A (Illumina, Cat# RS-122–2001). The amplification of adapter-ligated fragments was carried out for 12 cycles during which individual index sequences were added to each distinct sample. Library concentration was assessed with Qubit (Thermofisher, Cat# Q33231) and library fragment size distribution was assessed on the Agilent Bioanalyzer 2100 (Agilent Technologies) and Agilent High Sensitivity DNA Kit (Agilent Technologies) following manufacturer’s protocol. Pooled, indexed RNA-seq libraries were sequenced on HiSeq 4000 at Center for Advanced Technology (Illumina HiSeq 4000; http://cat.ucsf.edu/) to produce 150 bp paired-end reads.

Read count and transcript per million reads mapped (TPM) were determined using Salmon software version 1.3.0. A reference genome index for Salmon was created according to developer’s instructions for the mouse reference transcriptome from the GENCODE v23. Reads mapping and quantitation was simultaneously performed to individual transcripts. Gene-level counts were collated and normalized using the tximport and DESeq2 R Bioconductor packages (^62,63^). We excluded the genes with zero count and selected the genes used in the enrichment analysis. Differential gene expression (DGE) analyses were performed on two replicates of TR TSS-CRISPRi against five control libraries, with following: ~ replicate + condition. With random selections of control libraries, we did confirm our DGE consistently generate fold changes and statistics regardless of control sample batches. For gene set enrichment analysis, we used differentially expressed (DEX) genes of TSS-CRISPRi as those having adjusted *p*-value ≤0.05 and fold-change greater or less than 2, compared to control libraries. We collected a range of gene lists for ASD neurobiology and cortical development (^7,33,36^). DEX genes were converted to human ortholog genes using the HGNC annotation. Gene enrichment tests were assessed with a gene list using Fisher’s exact test with Bonferroni correction.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### ENCODE ChIP-seq overlap analysis

Where replicate samples were present the replicate with the highest number of total peaks was selected (ENCODE ENCFF002EXB, ENCFF132PDR, ENCFF765EAP, ENCFF039EYW, ENCFF366KUG, ENCFF215GBK, ENCFF934JOM, ENCFF264HRE, ENCFF643ZXX, ENCFF390HDY, ENCFF551VXN, ENCFF996EBR, ENCFF634YGY, ENCFF751TBY). FASTQ files were processed to generate peaks using the methods described above (‘Peak Calling’). Similar numbers of total proximal and distal peaks were present in the ENCODE liver and ASD-associated TR cortex samples (21,295 proximal peaks in liver vs. 23,668 in cortex, *p* = 0.61 Wilcoxon; 52,899 distal peaks in liver vs. 45,429 in cortex, *p* = 0.61 Wilcoxon). Peaks lists were sorted by *p*-value, followed by genomic location (if duplicate *p*-values were present) and the top 10,000 proximal peaks (selected due to 10,746 proximal peaks in ZBTB33) and 8,000 distal peaks (selected due to 8,002 distal peaks in FOXP1) were selected to exclude peak count as a variable. Bedtools intersect^56^ was used to identify the number of peaks at the same genomic location (any overlap was counted due to the large search space and to minimize the impact of peak size), expressed as a percentage of the peaks used (10,000 or 8,000). For peaks that did intersect, the correlation between the *p*-value and genomic location ranked lists was used to estimate Spearman’s rho.^24^ Similar patterns of overlap were observed when reducing the number of peaks used to 4,000 for both proximal and distal loci (Figure 2).

#### Overlap between epigenetic datasets

The union of ChIP-seq loci were split into proximal and distal loci, as described for the comparison to ENCODE. Overlap between these loci and epigenetic datasets (ATAC, H3K27ac, H3K27me3) was assessed with the Bedtools intersect function.^56^ Percentage overlap was used to calculate the number of overlapping nucleotides (Figure 2). Intersection was also used to assess overlap between peaks binned by proximal/distal status and any degree of overlap with ATAC-seq peaks (Figure 2). Peaks were considered overlapping between the five genes if there was any degree of nucleotide overlap. The fraction of total peaks overlapping between the five genes was used to determine color gradient (Figure 2).

#### Overlap between Phastcons loci

Phastcons hg38 100-way conservation scores were downloaded from UCSC genome browser and compared to ChIP-seq loci using the Bedtools intersect function.^56^ The maximum Phastcons score within a loci was used to assess conservation across species in a violin plot generated using the *Seaborn* package in Python (Figure 2). Cross species conservation of ChIP-seq peaks were estimated using UCSC Liftover with 1% minimal overlap.

#### Motif analysis

Enrichment for the primary motifs was assessed with Homer (v4.10.3) with default settings: findMotifs.pl *ChIP.narrowPeak.fa fasta consensus_motif -mknown select_motifs.txt*. No consensus motif was available for ARID1B. To assess genomic expectation, two definitions were used: genome-wide (window size of 200 and the repeated-masked sequence options) and loci targeted by ATAC-seq only and/or one ChIP-seq target only (nullTF). Motif enrichment was assessed using Homer (v4.10.3): *findMotifsGenome.pl 5TFa_NarrowPeaks.fa hg38/mm10 motif.out -size 200 -mask -gc or findMotifs.pl 5TFa_NarrowPeaks.fa fasta name -fasta nullTF_NarrowPeaks.fa*. The output table knownResults.txt was used to generate the motif enrichment plot (Figure 3).

#### Brain expression

Estimates of brain expression were obtained used transcripts per million (TPM) from developing human cortex data.^6^ For each protein-coding gene expressed in the brain, the overlap with proximal (+/− distal) ChIP-seq and ATAC-seq peaks was assessed. Log_2_(TPM+1) values were plotted as a violin plot generated using the *Seaborn* package in Python (Figure 4). Differences between proximal 5TRa and proximal non-5TRa were assessed using logistic regression.

#### Vista enhancer validation of distal ≥3TRa peaks

To determine whether ≥3TRa peaks are functional enhancers within the developing brain, we calculated the odds ratio of a locus overlapping a validated VISTA enhancer based on the presence or absence of a distal ≥3TRa peak. A bedtools intersect was performed on the list of 1,942 human VISTA enhancer regions and 13,875 distal ≥3TRa peaks. The VISTA enhancer atlas records the activity of each region across over 20 different tissues. The odds of being a positive VISTA enhancer in a given tissue based on the presence of a distal ≥3TRa peak was assessed via a two-sided Fisher’s exact test. Tissues with fewer than 50 positive VISTA enhancers were excluded from the analysis due to low sample size. The presence of a distal ≥3TRa peak significantly increased the odds of being a validated forebrain (OR = 2.17, FDR = 5.5 ×10^−5^, Table S6) or neural tube (OR = 2.27, FDR = 5.0 ×10^−4^, Table S6) enhancer (Figure S6A). A subset of VISTA forebrain enhancer sequences were retested *in vivo* and annotated by an expert developmental neuroanatomist for specific expression in the pallium, subpallium, or both and the analysis was repeated focusing on this subset alone (Figure S6B).

#### Identification of distal TR interactions with ASD genes via ABC score

The Activity-by-Contact (ABC) model identifies enhancer-gene relationships based on chromatin state and conformation and is more effective than distance-based approaches.^29^ Gestational week 18 (GW18) bulk ATAC-seq and H3K27ac ChIP-seq data from human fetal prefrontal cortex^23^ were aligned to hg19 using the standard Encode Consortium ATAC-seq and ChIP-seq pipelines respectively with default settings and pseudo replicate generation turned off (https://github.com/ENCODE-DCC). HiC contacts with 10kb resolution from human GW17–18 fronto-parietal cortex were obtained from http://resource.psychencode.org/Datasets/Pipeline/HiC_matrices/PIP-01_DLPFC.10kb.txt.tar.gz,^30^ in an hdf5 format separated by chromosome. Hdf5 files were filtered for contacts with a score >0 and converted into a bedpe format. Trimmed, sorted, duplicate and chrM removed ATAC-seq, sorted, duplicate removed ChIP-seq bam files, and HiC bedpe files from GW17–18 cortex were provided as input for calculating ABC scores.

According to the ABC score pipeline, (https://github.com/broadinstitute/ABC-Enhancer-Gene-Prediction) ATAC-seq and H3K27ac ChIP-seq bam files were provided as input to the MakeCandidateRegions.py script with the flags –peakExtendFromSummit 250 –nStrongestPeaks 150000. Candidate enhancer regions identified were then provided to the run.neighborhoods.py script in addition to hg19 transcript bounds merged by overlapping 2000bp promoters (Gencode v38lift37, basic). Finally, predict.py was used to identify final candidate enhancers using HiC data with the flags –hic_type bedpe –hic_resolution 10000 –scale_hic_using_powerlaw –threshold .02 –make_all_putative. All other settings for the ABC score pipeline remained constant.

To compare nearest neighbor vs. ABC approaches for identifying enhancer-gene pairs, we identified the nearest protein coding gene (Gencode v31, all) to each of the 13,875 identified distal ≥3TRa peaks (ARID1B, BCL11A, TBR1, and ATAC-seq) using bedtools closest with the options “-d -t first”. Candidate enhancer-gene pairs from ABC score were converted to hg38 using UCSC liftOver and liftOverBedpe (https://github.com/dphansti/liftOverBedpe). Overlaps between ≥3TRa peaks and candidate enhancer-gene pairs were identified using bedtools intersect. In total, 269 distal ≥3TRa peaks were nearest neighbors to 54 unique ASD genes, and 285 peaks had ABC contacts to 77 ASD genes.

#### CRISPRi analyses

Individual data points are shown as well as mean ± SEM. Statistical analyses were performed using GraphPad Prism 7.0 software. Statistical significance was accepted at the level *p* < 0.05. We used student’s t-test to compare pairs of groups if data were normally distributed (verified using Lillie test). If more than two groups were compared, we used one-way ANOVA with post-hoc tests between groups corrected for multiple comparisons (Holm-Sidak or Tukey). For the CRISPRi experiments reported in this paper (Figure 5C), *n* = 2 represents two biological replicates for each of the reported genes. The specific n for each experiment as well as the post-hoc test, exact F and corrected *p* values can be found in the Results section.

## Supplementary Material

1

2

3

4

5

6

7

8

9

## Figures and Tables

**Figure 1.**
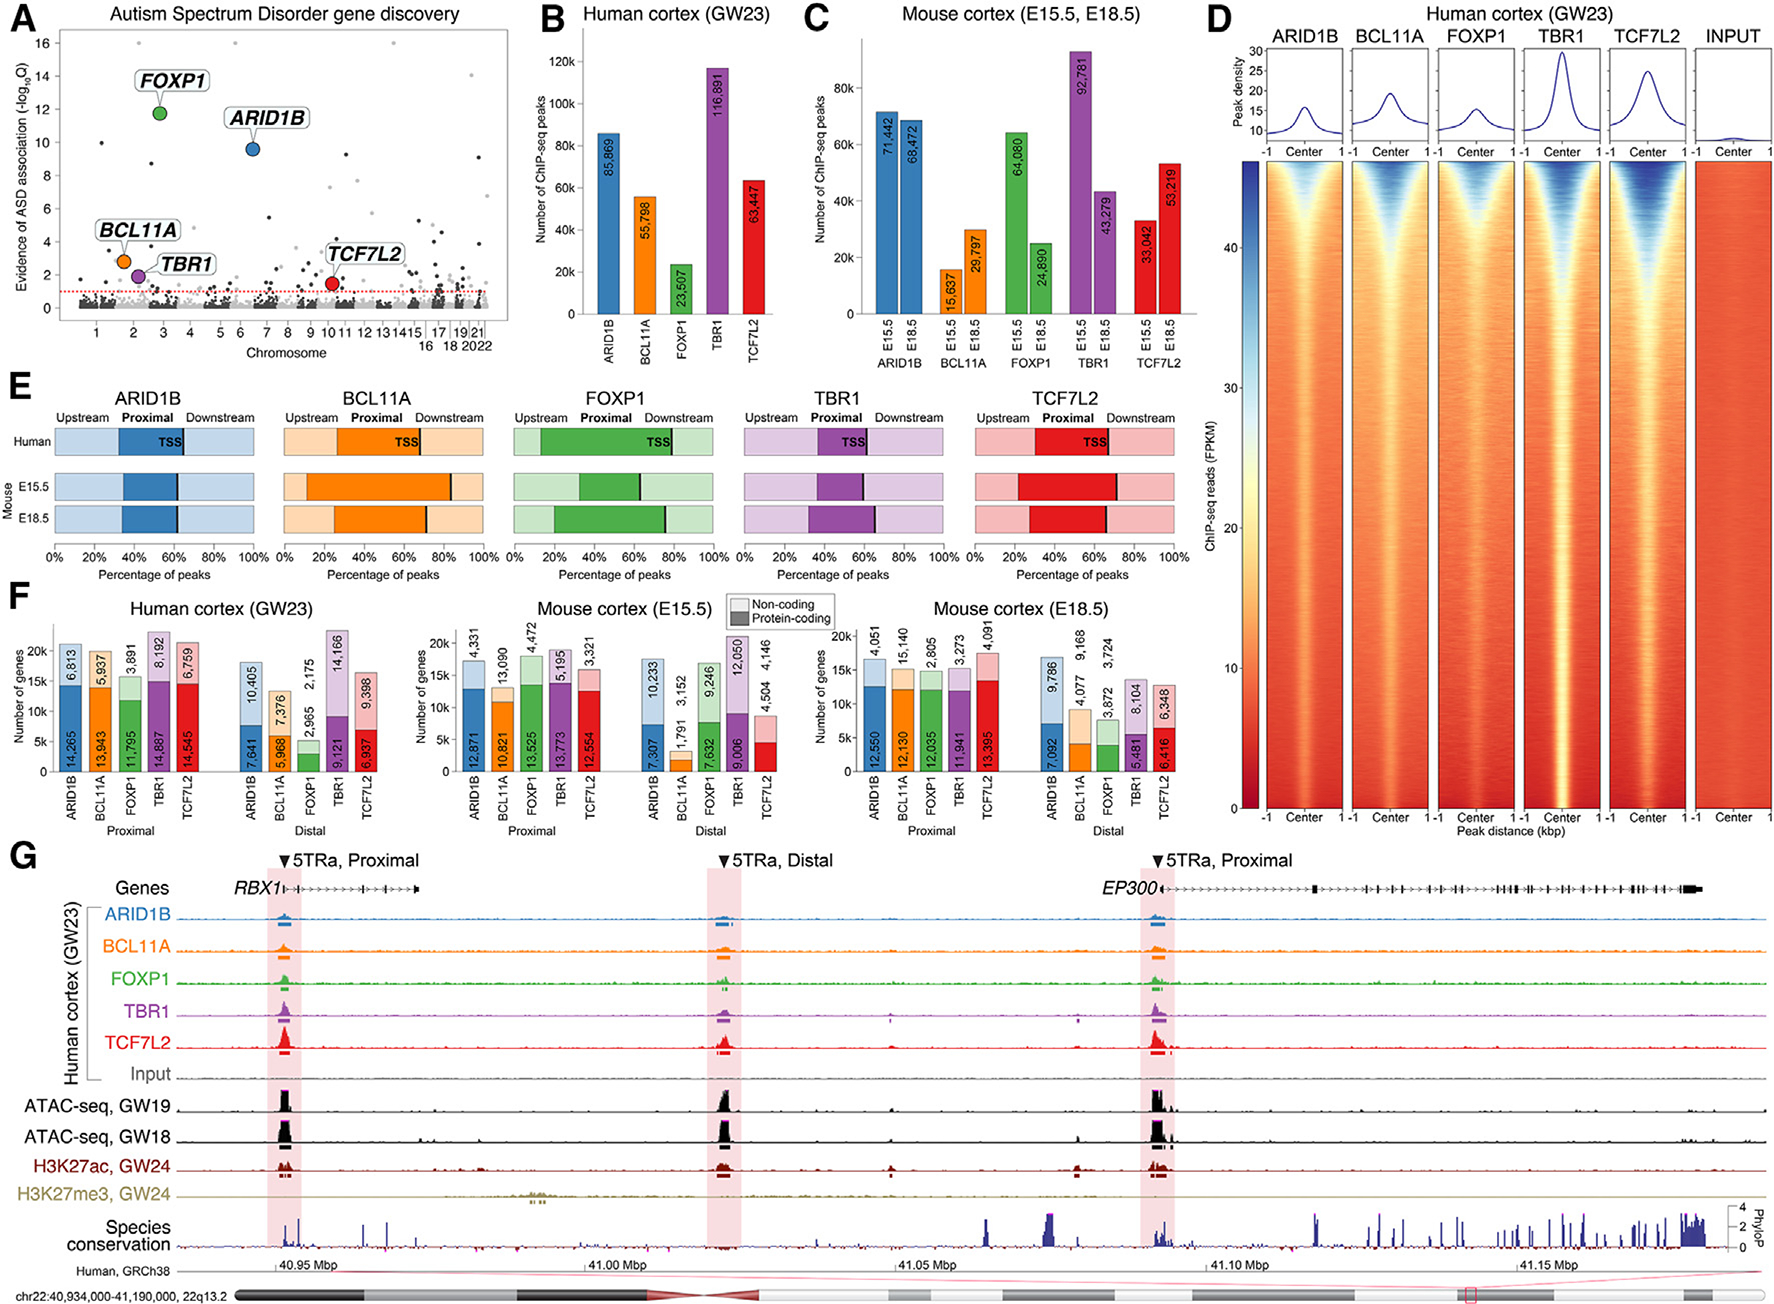
ChIP-seq peaks identified in five ASD-associated TRs (A) Evidence of ASD association for five DNA-binding TRs from exome sequencing.^2^ (B and C) ChIP-seq peaks were identified in (B) human cortex at gestation week 23 (GW23) and (C) mouse cortex (embryonic days 15.5 and 18.5). (D) Read counts around ChIP-seq peaks for human cortex. The union of peaks across the five TRs is shown in the same order (y axis) for all six datasets (additional datasets shown in Figure S1). (E) ChIP-seq peaks for all five transcription factors are enriched for promoter regions ≤2,000 bp proximal to the transcription start site (TSS). (F) ChIP-seq peaks are found proximal to the TSS of 10,663 to 14,874 protein-coding genes across species and assay. (G) A representative example of TR peaks in human prefrontal cortex proximal and distal to two genes are shown alongside peaks from ATAC-seq in GW18 andGW19 human prefrontal cortex and histone ChIP-seq data (H3K27ac, H3K27me3) in GW24 human prefrontal cortex (compared to an ATAC-seq only region). 5TRa, locus with binding by all five ASD-associated TRs (5TRs) and an ATAC-seq peak (a); E15.5/E18.5, embryonic days 15.5/18.5; GW, gestation week. See also Figures S1 and S2.

**Figure 2.**
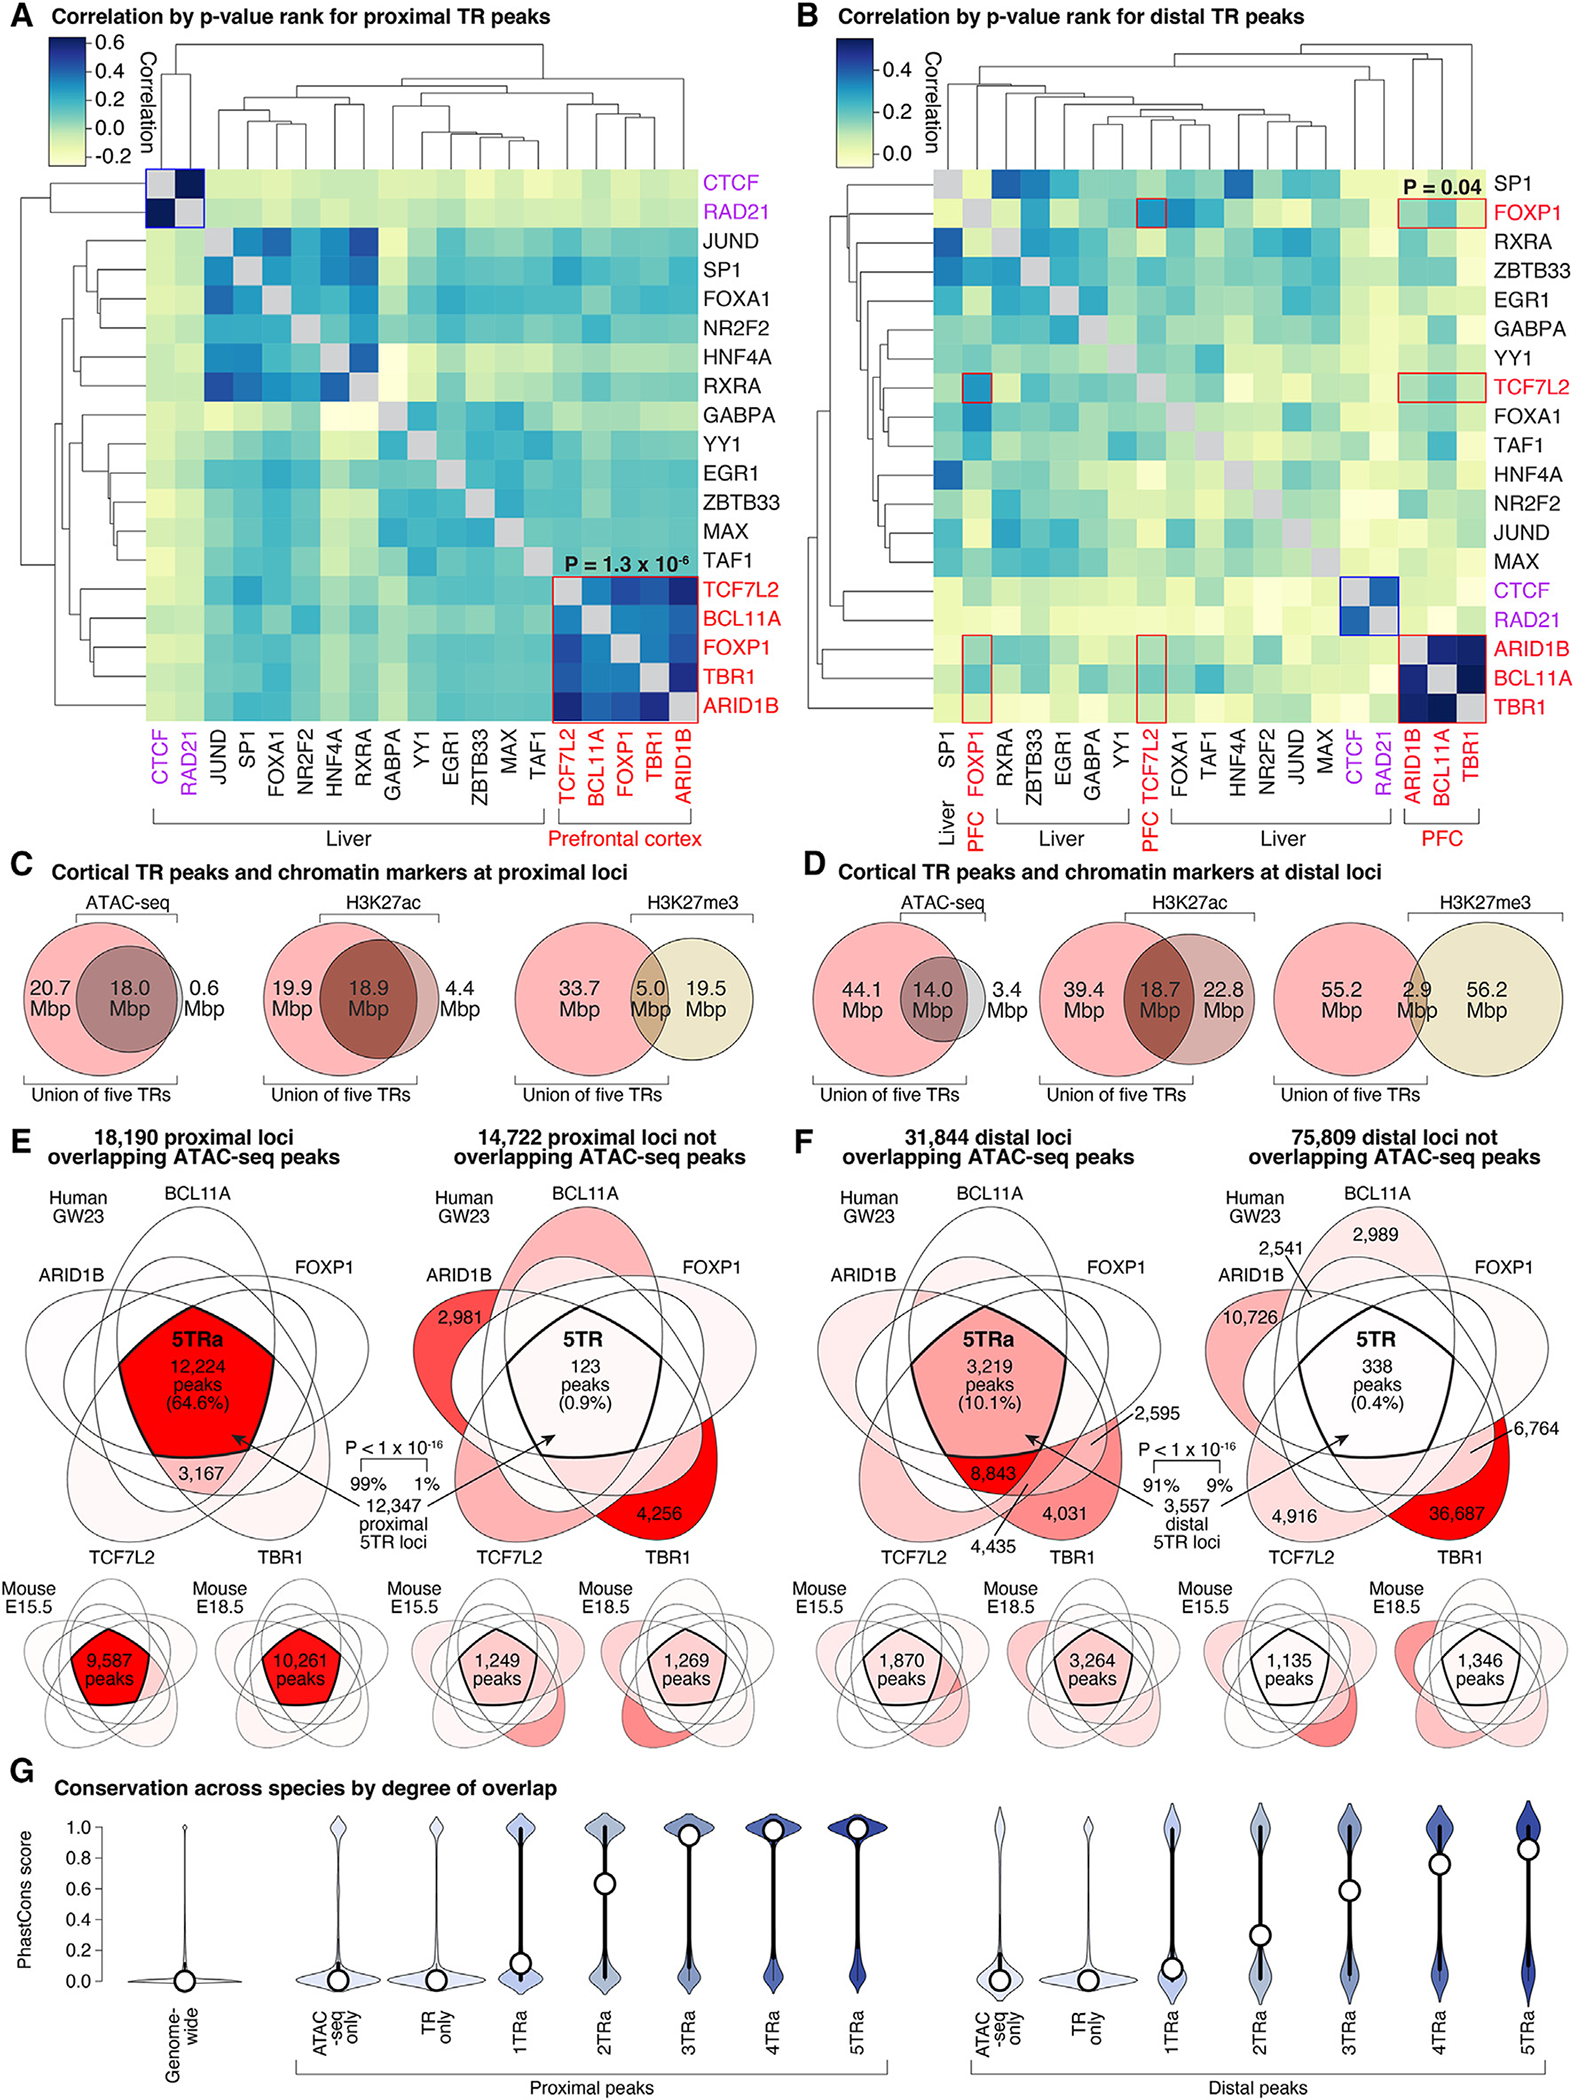
Overlap between ChIP-seq peaks from five ASD-associated TRs (A) Top 10,000 proximal ChIP-seq peaks ranked by *p* value from 14 TRs in adult human liver (ENCODE, Table S2) and five ASD-associated TRs in fetal human cortex (Table S1) to assess intersection (Figure S3A) and correlation of peak ranks. (B) Equivalent plot for 8,000 distal peaks. (C) Overlap between proximal ChIP-seq peaks for five ASD-associated TRs and three epigenetic markers in human fetal cortex. (D) Equivalent overlaps for distal peaks. (E and F) Overlap between proximal ChIP-seq peaks for the five ASD-associated TRs in developing human cortex overlapping (top left) or not overlapping (top right) with ATAC-seq peaks. Color gradient represents the percentage of peaks in each section, with red being the highest percentage and white being 0%; peak counts are given for the intersection of all five TRs and sections with greater than 1,500 peaks. Equivalent plots are shown for E15.5 mouse cortex and E18.5 mouse cortex (bottom) and (F) distal peaks. (G) PhastCons scores for conservation across 100 vertebrate species are shown genome wide (left), for loci with ATAC-seq peaks but no ChIP-seq TR peaks or ChIP-seq TR peaks by no ATAC-seq peaks, and for ATAC-seq peaks intersecting with one to five ChIP-seq TR peaks (1TRa–5TRa). 5TRa, peak with all five ASD-associated transcription factors (5TRs) and ATAC-seq (a); GW23, gestational week 23; E15.5/E18.5, embryonic days 15.5/18.5. Statistical analyses: (A and B) Wilcoxon test; (E) permutation test. See also Figures S3–S5.

**Figure 3.**
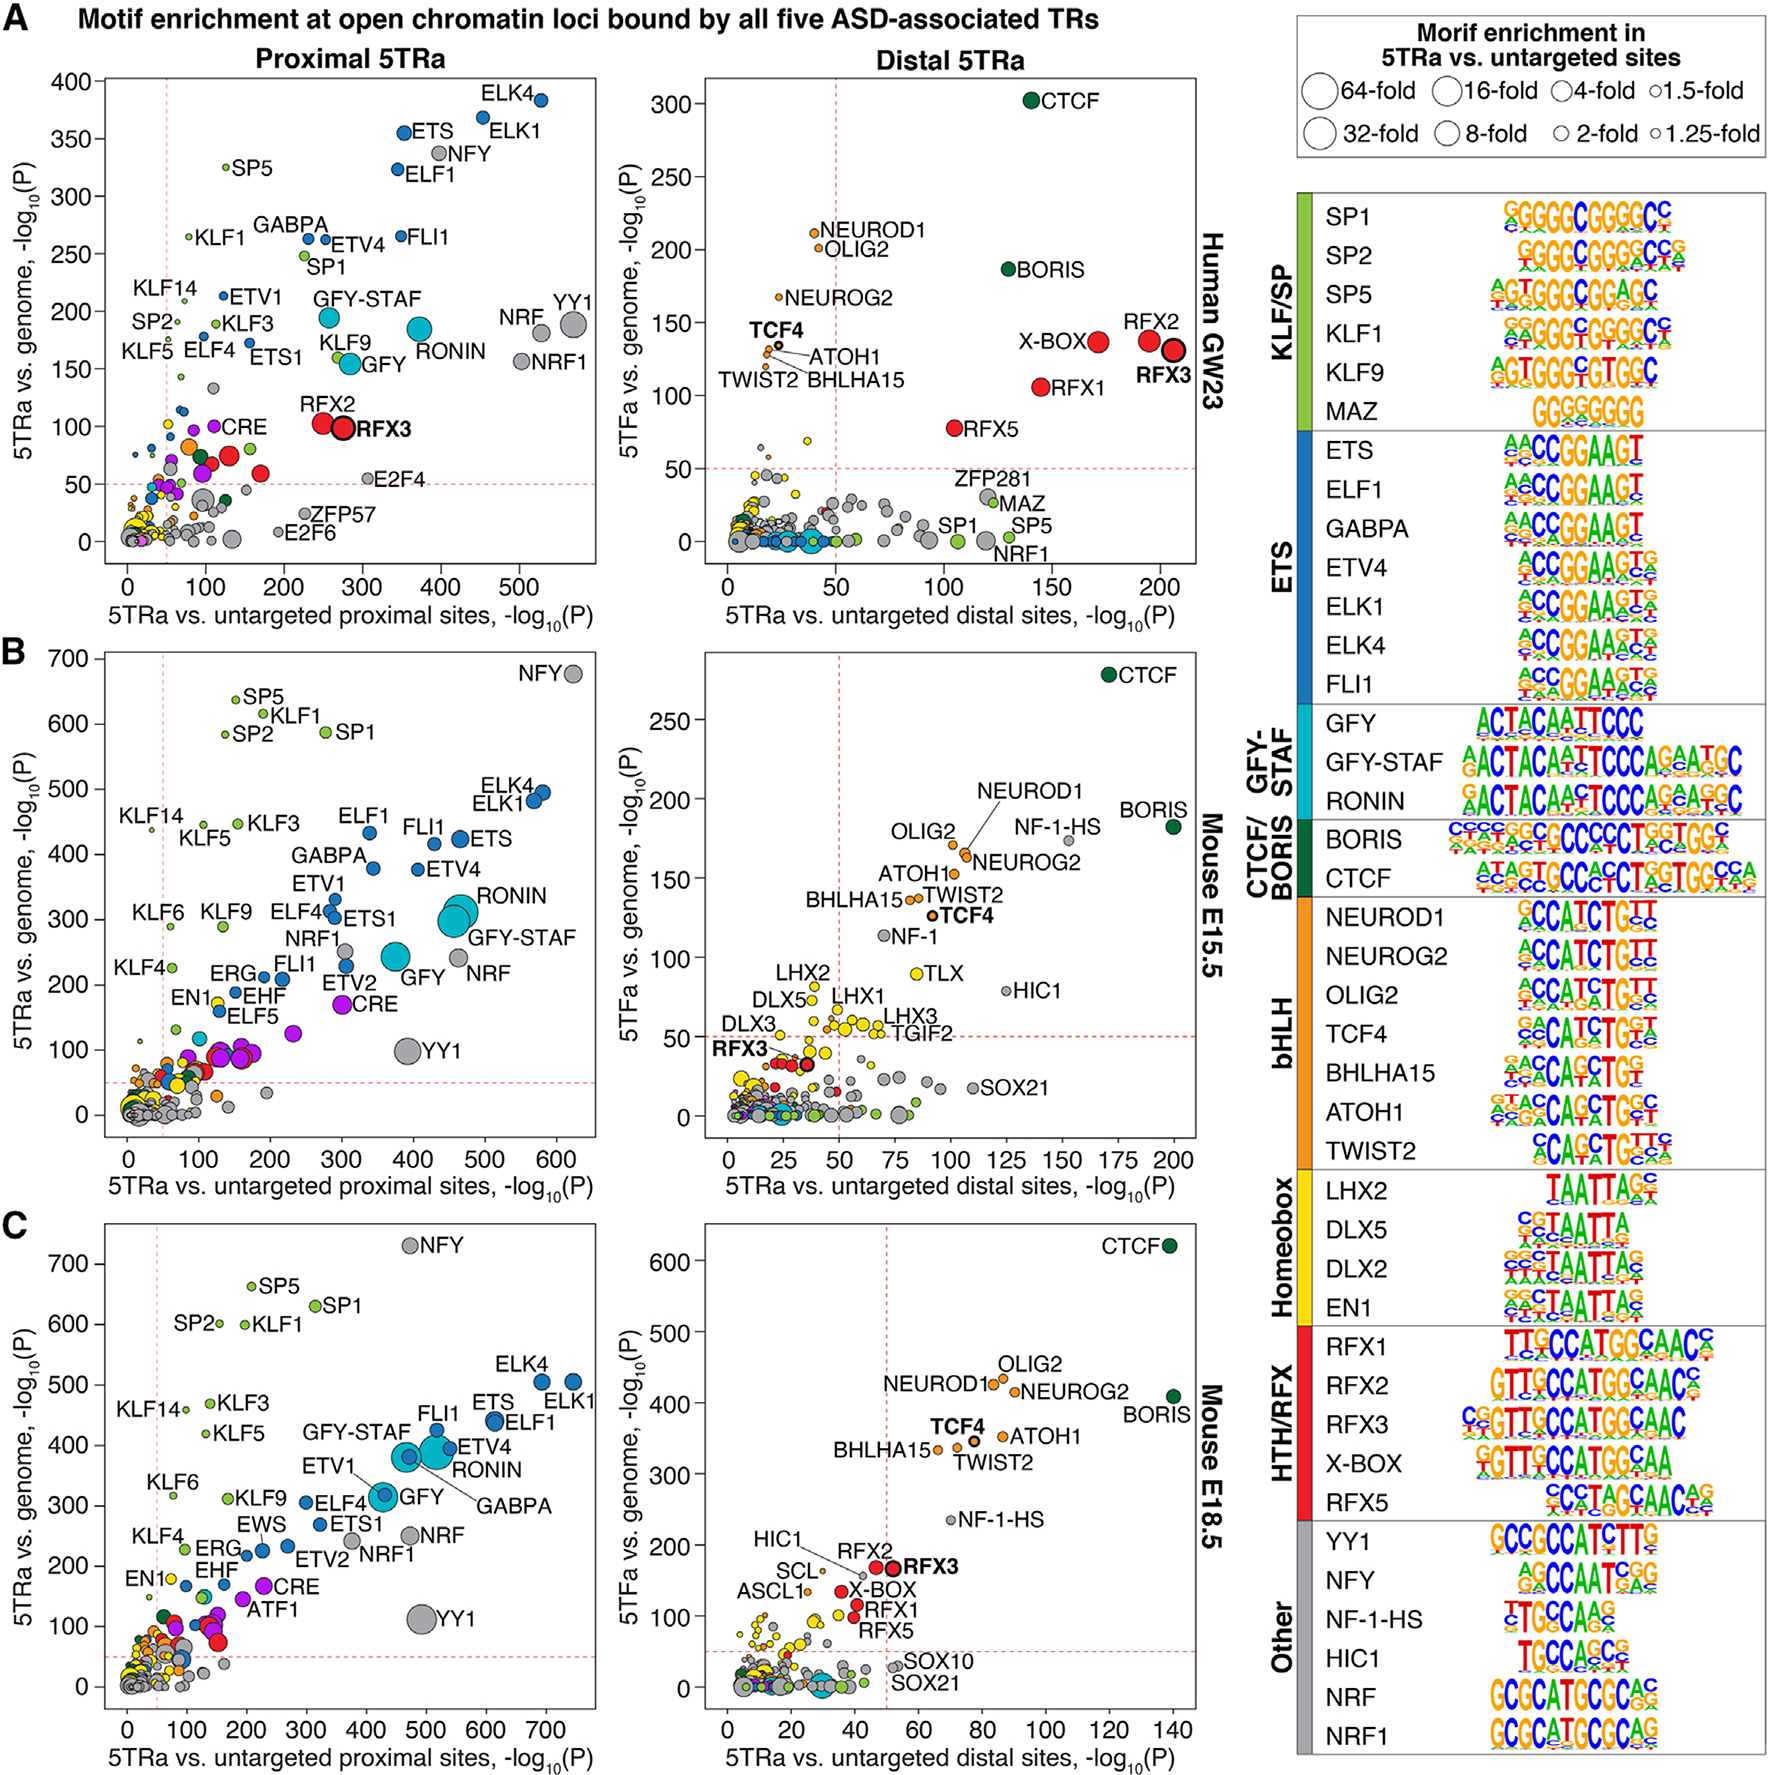
Motif enrichment in regions targeted by ASD-associated TRs (A) Results of HOMER known motif enrichment (Table S4) for proximal (left) and distal (right) loci bound by all five ASD-associated TRs and ATAC-seq (5TRa) against genomic background (y axis) and against untargeted proximal/distal sites (x axis, supplemental information). Groups of related motifs are shown by color (image on right) and motifs for ASD-associated genes (e.g., *RFX3*) are in bold font. Dashed red lines are included at *p* = 1 × 10^−50^ to aid comparisons across images. (B and C) These analyses are repeated for mouse 5TRa loci at (B) E15.5 and (C) E18.5. bHLH, basic-helix-loop-helix; CTCF, CCCTC-binding factor; ETS, E-twenty-six transformation-specific; GFY, general factor Y; HIC1, HIC ZBTB transcriptional repressor 1; HTH, helix-turn-helix; KLF, Krüppel-like family; NFY, nuclear transcription factor Y; RFX, regulatory factor binding to the X-box; SP, specificity protein; STAF, selenocysteine tRNA gene transcription-activating factor (ZNF143). Statistical analyses: (A–C) HOMER binomial enrichment.

**Figure 4.**
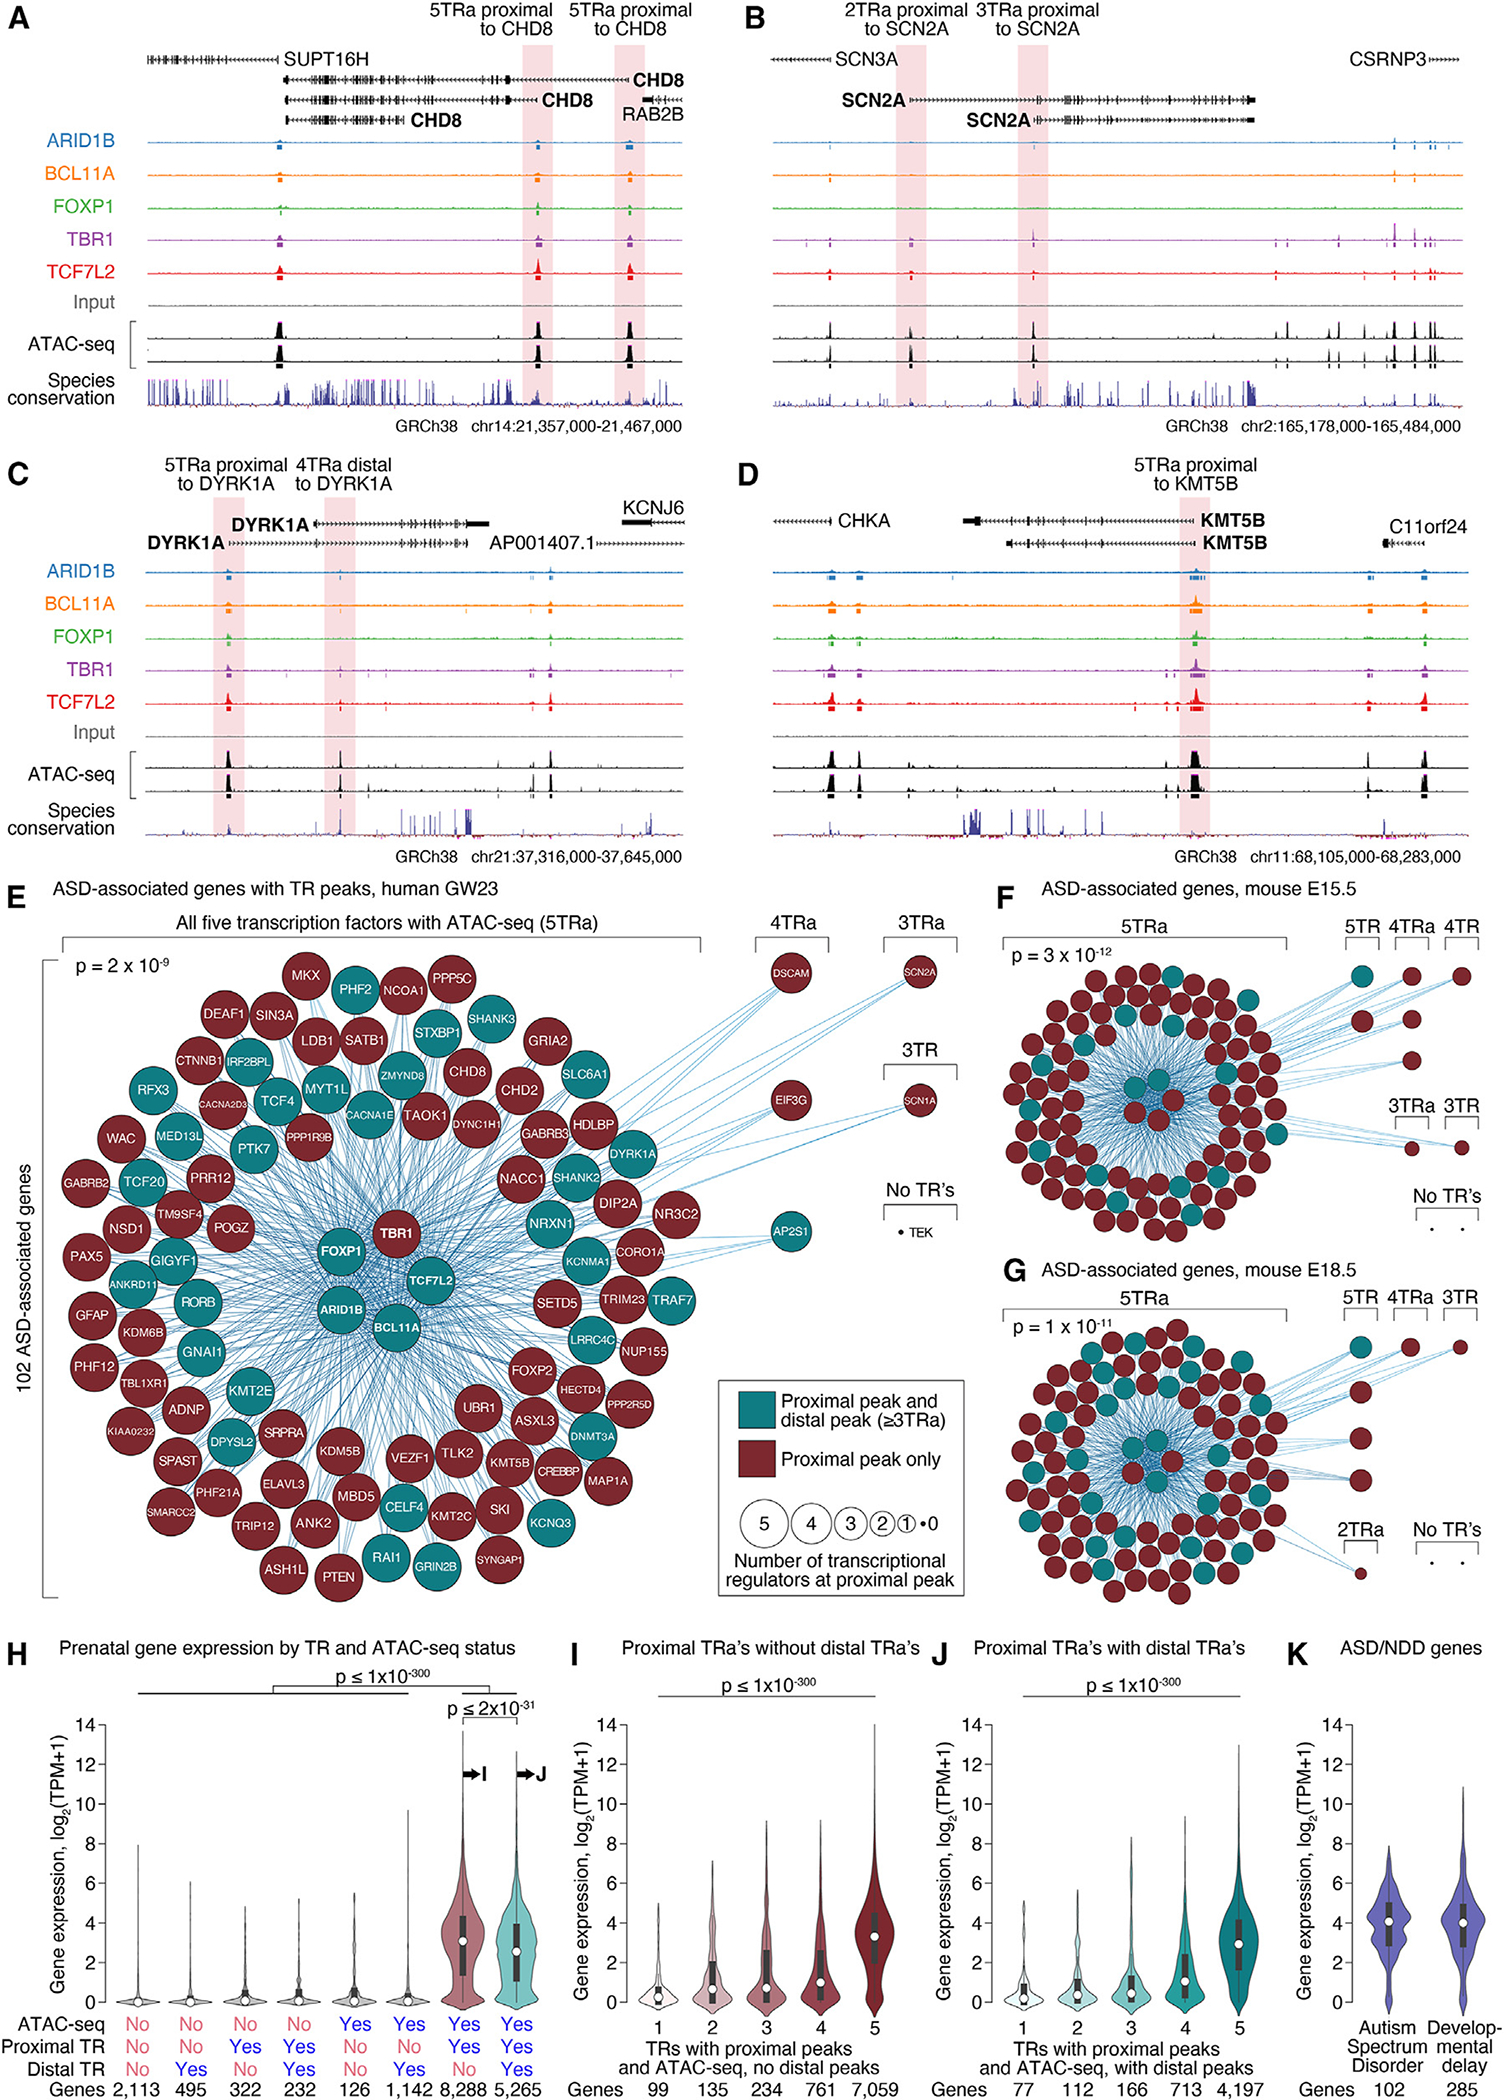
Enrichment of overlapping TR peaks at ASD-associated genes (A–D) TR peaks around the ASD-associated genes *CHD8, SCN2A, DYRK1A,* and *KMT5B*. (E) Network plot showing whether ChIP-seq peaks for the five ASD-associated TRs (central circles/nodes) and ATAC-seq are detected proximal to the other 97 ASD-associated genes (peripheral circles/nodes, Table S5). Genes that also have a nearby distal peak that includes ARID1B, BCL11A, TBR1, and ATAC-seq (Figures 2C and 2H) are shown in teal, while those without such a peak are in brown. (F and G) Equivalent plots are shown for the same genes for the mouse data at (F) E15.5 and (G) E18.5. (H) Median gene expression in the fetal human prefrontal cortex is represented for protein-coding genes binned by the presence or absence of at least one TR proximally or distally with or without ATAC-seq. (I and J) Median gene expression in the fetal human prefrontal cortex is shown for all cortex-expressed protein-coding genes, binned by the number of ASD-associated TRs bound proximally (I) in the absence of a distal TR and (J) in the presence of a distal TR. (K) Equivalent expression of genes associated with ASD or developmental delay. 5TRa, peak with all five ASD-associated TRs and ATAC-seq; TPM, transcripts per million (a). Statistical analyses: (E–G) chi-squared; (H–J) logistic regression. See also Figure S6.

**Figure 5.**
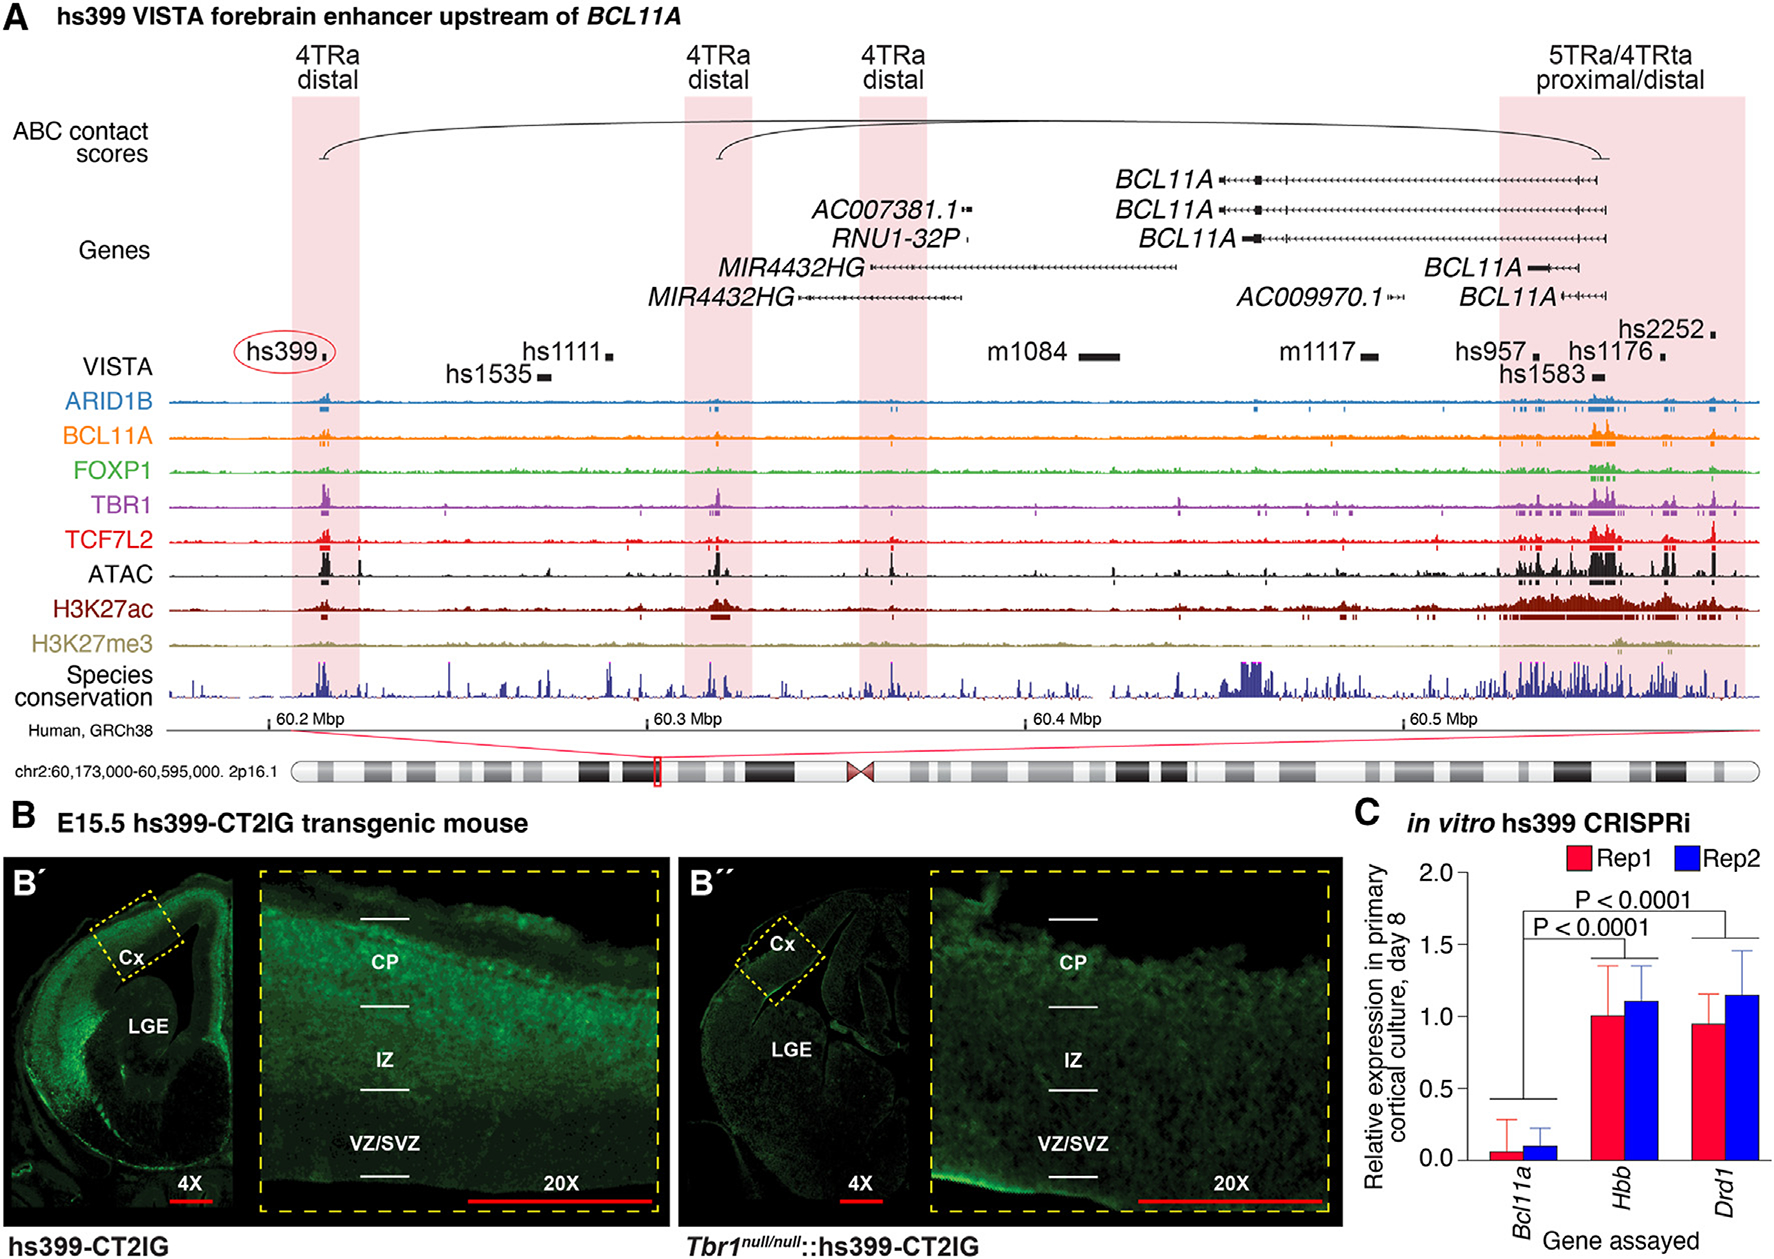
hs399 distal locus regulates *Bcl11a* expression in the developing mouse cortex (A) Four TRs encoded by ASD-associated genes (ARID1B, BCL11A, TBR1, and TCF7L2) bind to VISTA element hs399 in the human prefrontal cortex at GW23, overlapping with ATAC-seq and H3K27ac ChIP-seq peaks. ABC data show a relationship with the *BCL11A* TSS 340,000 bp downstream. (B) hs399 is active in the cortical plate and intermediate zone of an hs399-CT2IG enhancer transgenic mouse at E13.5. TBR1 promotes the activity of the hs399 putative regulatory element, as the hs399 activity (GFP expression) is reduced in *Tbr1*^*null/null*^. Anti-GFP immunostaining is in green. (C) qPCR analysis of *in vitro* CRISPRi guide RNA directed against hs399 enhancer in mouse primary neocortical cultures 8 days post-transduction. CRISPRi directed to the hs399 locus decreased *Bcl11a* expression but did not impact *Hbb* and *Drd1* expression. Statistical analysis: two-tailed t test with Tukey correction was used for pairwise comparisons. Error bars represent standard error of the mean of two biological replicates. Cx, cortex; CP, cortical plate; IZ, intermediate zone; LGE, lateral ganglionic eminence; SVZ, subventricular zone; VZ, ventricular zone. 4× and 20× refer to relative magnification. See also Figure S6.

**Figure 6.**
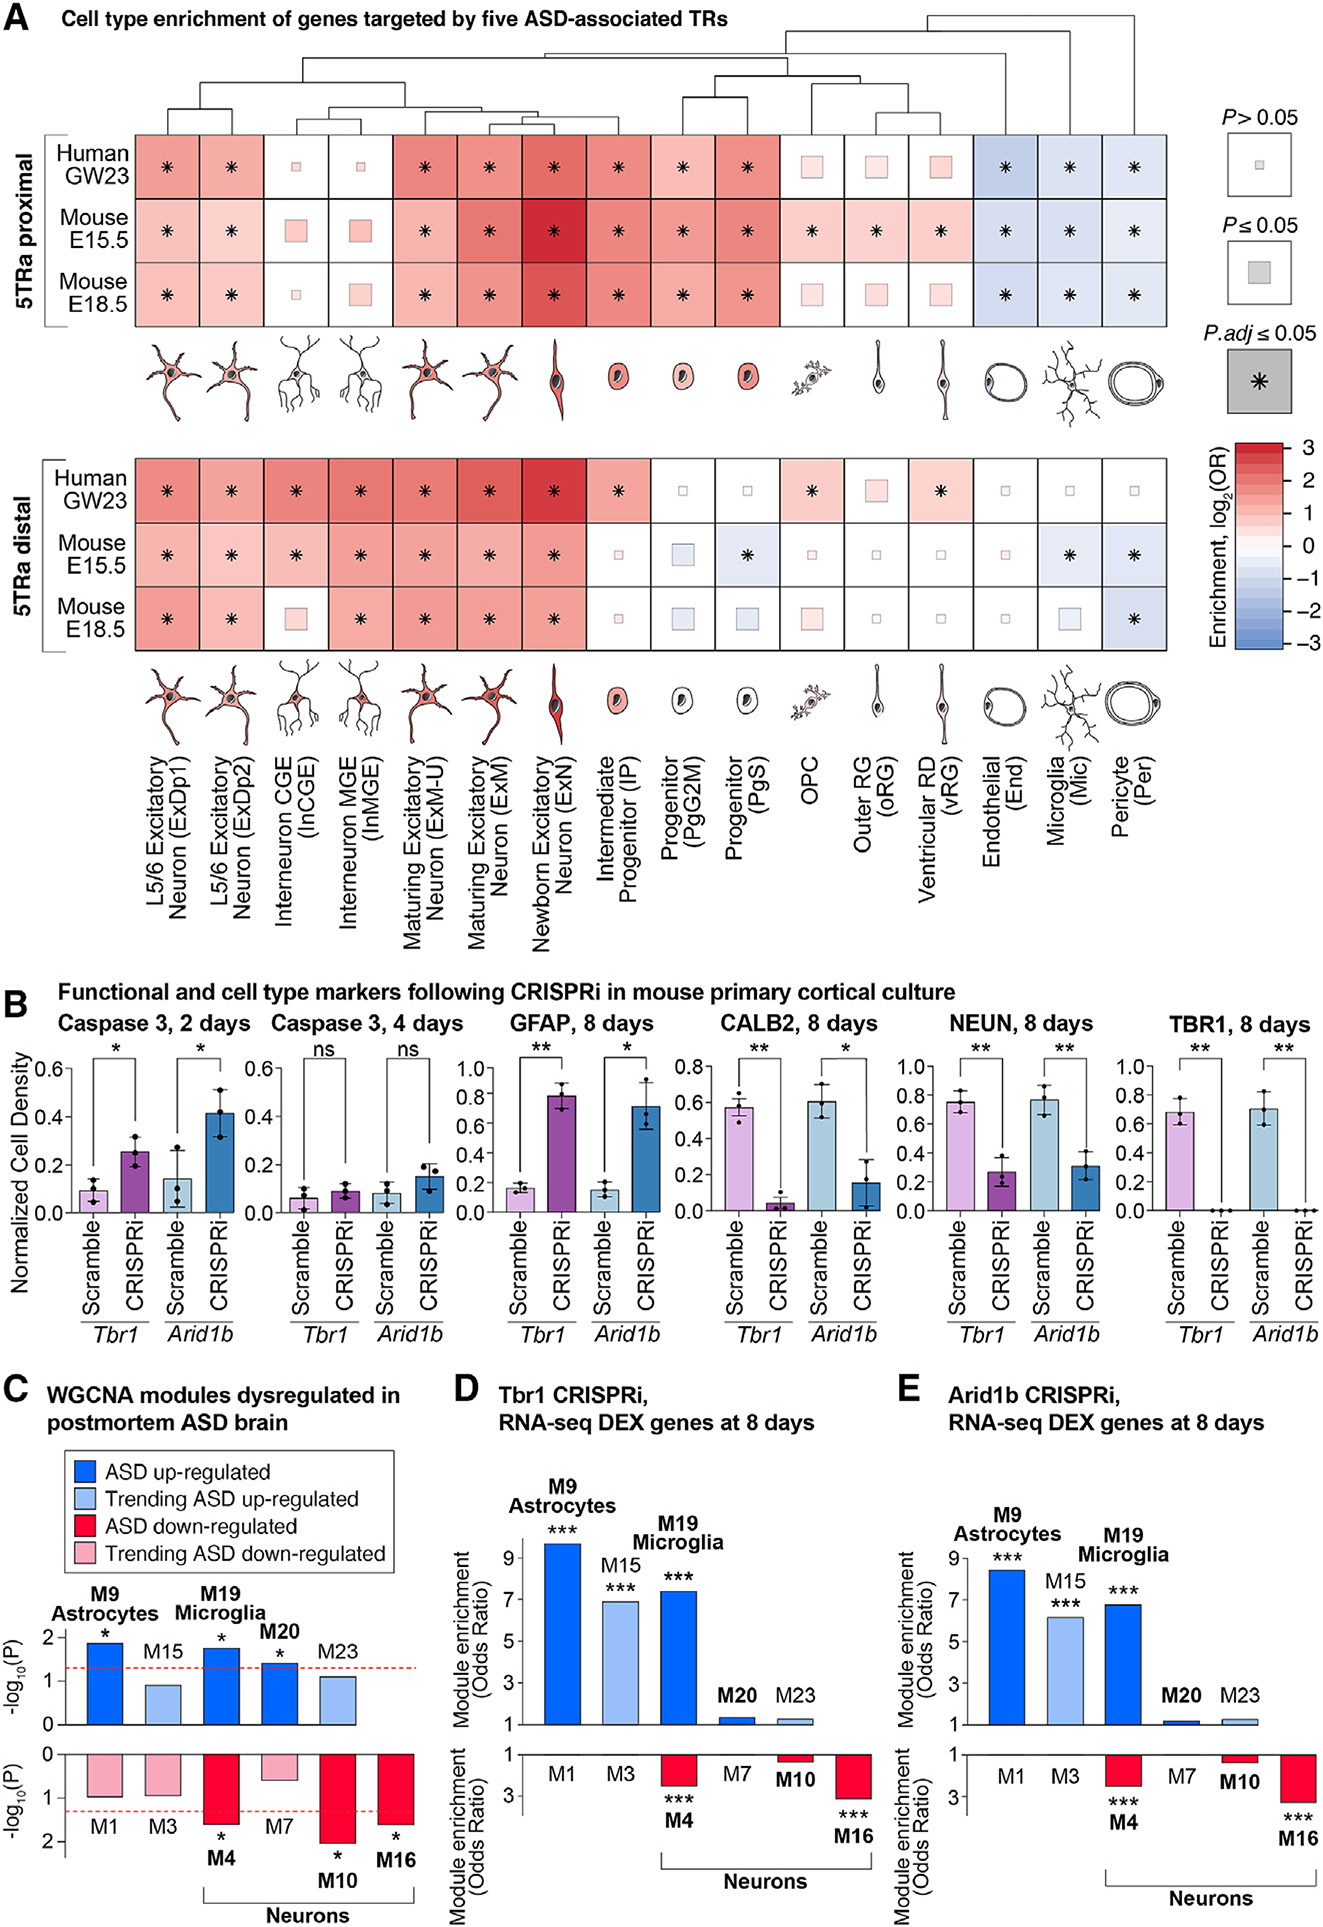
Cell-type enrichment and functional consequences (A) Cell-type clusters from the human fetal cortex^33^ were assessed for enrichment of genes targeted by all five ASD-associated TRs and ATAC-seq (5TRa) in human (GW23) and mouse (E15.5 and E18.5) fetal cortex. The degree of enrichment is indicated by color; the significance threshold is indicated by box size/asterisk. (B) Cortical cells from post-natal day 0 dCAS9-KRAB mice were infected with lentiviral sgRNAs to the promoters of *Arid1b*, *Tbr1*, or scrambled controls. Immunohistochemistry was used to compare the five markers. (C) Down- (red) and up-regulated (blue) modules of coexpressed genes were previously identified in the prefrontal cortex of individuals with ASD.^7^ (D) Differentially expressed genes, following CRISPRi to *Arid1b*, were identified from bulk RNA-seq of day 8 cultured cells. The enrichment of differentially expressed genes is shown in the modules from (C). (E) The analysis in (D) is repeated for CRISPRi to *Tbr1*. GW23, gestational week 23; E15.5/E18.5, embryonic days 15.5/18.5. Statistical analyses: (A) Fisher’s exact test; (B) two-tailed t test with Tukey correction was used for pairwise comparisons; (D and E) Fisher’s exact test; *p ≤ 0.05 and ***p ≤ 0.001. See also Figures S6 and S7.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

Anti-TBR1 antibody	Santa Cruz Biotech	Cat# sc-48816 X
Anti-ARID1B antibody	Santa Cruz Biotech	Cat# sc-32762 X
Anti-FOXP1 antibody	Santa Cruz Biotech	Cat# sc-376650 X
Anti-TCF7L2 antibody	Santa Cruz Biotech	Cat# sc-166699 X
Anti-BCL11A antibody	Abcam	Cat# ab19487 RRID: AB_444947
FOXP1 Blocking Peptide	Santa Cruz Biotech	Cat# sc-376650 P
Goat anti-Mouse Alexa Fluor 647	Thermofisher Scientific	Cat# A32728 RRID: AB_2633277

Bacterial and Virus Strains		

Stbl3	Thermofisher	Cat# C737303

Chemicals, Peptides, and Recombinant Proteins		

Sucrose	Sigma Aldrich	Cat# S5016
Sodium bicarbonate (NaHCO_3_)	Sigma Aldrich	Cat# S6014
Glucose	Sigma Aldrich	Cat# G5767
Magnesium sulfate (MgSO_4_)	Sigma Aldrich	Cat# 230391

Critical Commercial Assays		

Bioanalyzer High Sensitivity DNA Kit	Agilent	Cat# 5067-4626
Bioanalyzer RNA 6000 Nano Kit	Agilent	Cat# 5067-1511
RNeasy Plus Micro Kit	QIAGEN	Cat# 74034
ChIP DNA Clean and Concentrator kit	Zymo Research	Cat# D5205
Ovation Ultralow System V2 Multiplex System	NuGEN	Cat# 0344
BluePippin	Sage Science	Cat# BDF2010

Deposited Data		

ChIP-seq Raw and Analyzed Data	NCBI’s GEO	Accession number GSE248876

Experimental Models: Cell Lines		

Mouse primary cortical culture	This paper	N/A
HEK293 cells	Thermofisher Scientific	Cat# R79007

Oligonucleotides		

*Arid1b* sgRNA forward sequence: TTGG**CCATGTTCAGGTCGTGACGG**	This paper	N/A
*Arid1b* sgRNA reverse sequence: AAAC**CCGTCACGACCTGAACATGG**	This paper	N/A
*Arid1b* scrambled sgRNA forward sequence: TTGG**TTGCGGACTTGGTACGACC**	This paper	N/A
*Arid1b* scrambled sgRNA reverse sequence: AAAC**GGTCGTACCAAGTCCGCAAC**	This paper	N/A
*Tbr1* sgRNA forward sequence: TTGG**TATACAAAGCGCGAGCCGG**	This paper	N/A
*Tbr1* sgRNA reverse sequence: AAAC**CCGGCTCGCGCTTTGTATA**	This paper	N/A
Scrambled sgRNA forward sequence: TTGG**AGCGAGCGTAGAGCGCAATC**	This paper	N/A
Scrambled sgRNA reverse sequence: AAAC**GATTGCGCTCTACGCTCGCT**	This paper	N/A
*Bcl11a* sgRNA forward sequence: TTGG**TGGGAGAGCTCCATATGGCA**	This paper	N/A
*Bcl11a* sgRNA reverse sequence: AAAC**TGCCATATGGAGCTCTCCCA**	This paper	N/A
*Arid1b* qPCR forward primer: GCGCAACAAAGGAGTCACC	This paper	N/A
*Arid1b* qPCR reverse primer: CCCATCCCATACAACTGAGG	This paper	N/A
*Bcl11a* qPCR forward primer: CACAAACGGAAACAATGCAA	This paper	N/A
*Bcl11a* qPCR reverse primer: CACAGGATTGGATGCCTTTT	This paper	N/A
*Tbr1* qPCR forward primer: CCCAATCACTGGAGGTTTCA	This paper	N/A
*Tbr1* qPCR forward primer: GAGATTTCTTGCCGCATCCA	This paper	N/A
*Drd1* qPCR forward primer: GAAGATGCCGAGGATGACAAC	This paper	N/A
*Drd1* qPCR reverse primer: GGCTACGGGGATGTAAAAGC	This paper	N/A
*Hbb* qPCR forward primer: GCTGGTTGTCTACCCTTGGA	This paper	N/A
*Hbb* qPCR reverse primer: GGCCTTCACTTTGGCATTAC	This paper	N/A
*Eif1a* qPCR forward primer: AAGCTCTTCCTGGGGACAAT	This paper	N/A
*Eif1a* qPCR reverse primer: ATGCTATGTGGGCTGTGTGA	This paper	N/A
*Gapdh* qPCR forward primer: CCGTAGACAAAATGGTGAAGG	This paper	N/A
*Gapdh* qPCR reverse primer: CAATCTCCACTTTGCCACTGC	This paper	N/A

Recombinant DNA		

U6-stuffer-longTracer-GFP lentivirus vector	This paper	N/A
psPAX2 packaging vector	This paper	Addgene Cat# 12260
pmD2.G envelope vector	This paper	Addgene Cat# 12259

Software and Algorithms		

ImageJ	Schneider et al., 2012^52^	https://imagej.nih.gov/ij/
GraphPad Prism	https://www.graphpad.com/scientific-software/prism/	v7.01
ChIP sequencing reads	NCBI’s GEO under accession number GSE248876	(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248876)
ChIP-seq code availability	This Paper	https://github.com/sanderslab/five_tr_chip

# Supplementary material for: Five autism-associated transcriptional regulators target shared loci proximal to brain-expressed genes
**Source:** Cell Rep. Author manuscript; Available in PMC 2024 Jul 10.

## Five autism-associated transcriptional regulators target shared loci proximal to brain-expressed genes

### Graphical abstract

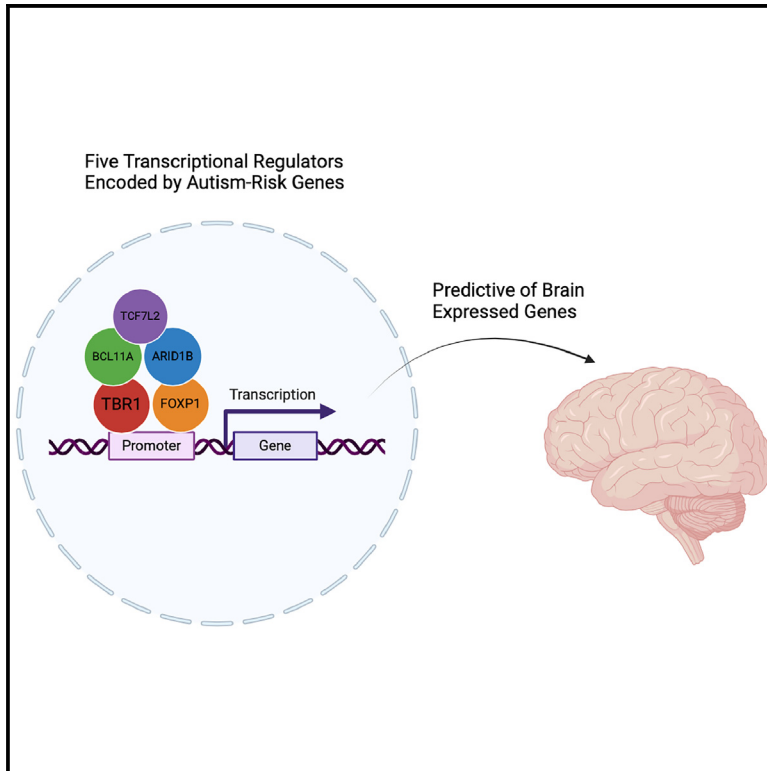

### Authors

Siavash Fazel Darbandi, Joon-Yong An, Kenneth Lim, ..., Alex S. Nord, Stephan J. Sanders, John L.R. Rubenstein

### In brief

Using NGS approaches, Fazel Darbandi et al. demonstrate that ASD-associated TRs in the developing cortex share substantial overlap in their binding sites. *In vitro* CRISPRi delineated downstream convergent biology that correlates with the postmortem brain samples from individuals with ASD. We suggest that functional convergence of ASD-associated TRs leads to shared neurodevelopmental disorders.

### Highlights

- ASD-associated TRs share substantial genomic binding sites in developing human and mouse cortex
- The overlap within a promoter region was highly predictive of brain-expressed genes
- Functional convergence of ASD-associated TRs leads to shared neurodevelopmental disorders

## Article

# Five autism-associated transcriptional regulators target shared loci proximal to brain-expressed genes

Siavash Fazel Darbandi,<sup>1,2,9</sup> Joon-Yong An,<sup>3,4,9</sup> Kenneth Lim,<sup>1,2</sup> Nicholas F. Page,<sup>2</sup> Lindsay Liang,<sup>2</sup> David M. Young,<sup>2</sup> Athena R. Ypsilanti,<sup>1,2</sup> Matthew W. State,<sup>2,7</sup> Alex S. Nord,<sup>5</sup> Stephan J. Sanders,<sup>2,6,7,8,\*</sup> and John L.R. Rubenstein<sup>1,2,10,\*</sup>

<sup>9</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2024.114329>

## SUMMARY

Many autism spectrum disorder (ASD)-associated genes act as transcriptional regulators (TRs). Chromatin immunoprecipitation sequencing (ChIP-seq) was used to identify the regulatory targets of ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2, ASD-associated TRs in the developing human and mouse cortex. These TRs shared substantial overlap in the binding sites, especially within open chromatin. The overlap within a promoter region, 1–2,000 bp upstream of the transcription start site, was highly predictive of brain-expressed genes. This signature was observed in 96 out of 102 ASD-associated genes. *In vitro* CRISPRi against ARID1B and TBR1 delineated downstream convergent biology in mouse cortical cultures. After 8 days, NeuN+ and CALB+ cells were decreased, GFAP+ cells were increased, and transcriptomic signatures correlated with the postmortem brain samples from individuals with ASD. We suggest that functional convergence across five ASD-associated TRs leads to shared neurodevelopmental outcomes of haploinsufficient disruption.

## INTRODUCTION

Autism spectrum disorder (ASD) is a common and highly heritable neurodevelopmental disorder.<sup>1</sup> To date, over a hundred genes have been associated with ASD, mostly through the detection of rare loss-of-function variants that disrupt the function of one of the two copies of a gene.<sup>2,3</sup> However, the mechanism by which disruption of these genes leads to ASD symptoms remains elusive. Analysis of patterns of gene expression for these ASD-associated genes in the developing human brain has implicated excitatory and inhibitory cortical and striatal neurons.<sup>2–6</sup> Orthogonal analysis of the postmortem brain in ASD cases identifies down-regulated gene expression modules, which are enriched for both neuronal marker genes and ASD-associated genes, and up-regulated gene expression modules enriched for non-neuronal marker genes but not ASD-associated genes.<sup>7–9</sup> Mouse experiments observed similar transcriptomic patterns as a consequence of disrupting multiple ASD-associated genes, with some gene expression profiles overlapping those seen in the postmortem ASD

brain.<sup>10</sup> These results suggest that convergent pathology, captured by high-dimensional transcriptomic datasets, may underlie the shared phenotypic consequences across multiple ASD-associated genes. This, in turn, raises the question of how disrupting multiple genes with heterogeneous and pleiotropic functions can yield similar transcriptomic and phenotypic outcomes.

The majority of ASD-associated genes encode proteins that act as transcriptional regulators (TRs), influencing the expression of other genes; these include transcription factors (e.g., *TBR1*, *FOXP1*), histone modifiers (e.g., *KMT5B*), and chromatin remodelers (e.g., *CHD8*).<sup>2</sup> The genomic targets of these regulatory genes and the transcriptomic consequences of their disruption remain largely uncharacterized, as do their functional relationship to other ASD-associated genes. Identifying these genomic targets could reveal convergent gene regulatory networks and predict downstream neurobiology to account for the shared autistic phenotype; they could also provide an orthogonal approach to distinguish the cell types, brain regions, and developmental stages involved. Analyses of the genomic targets of

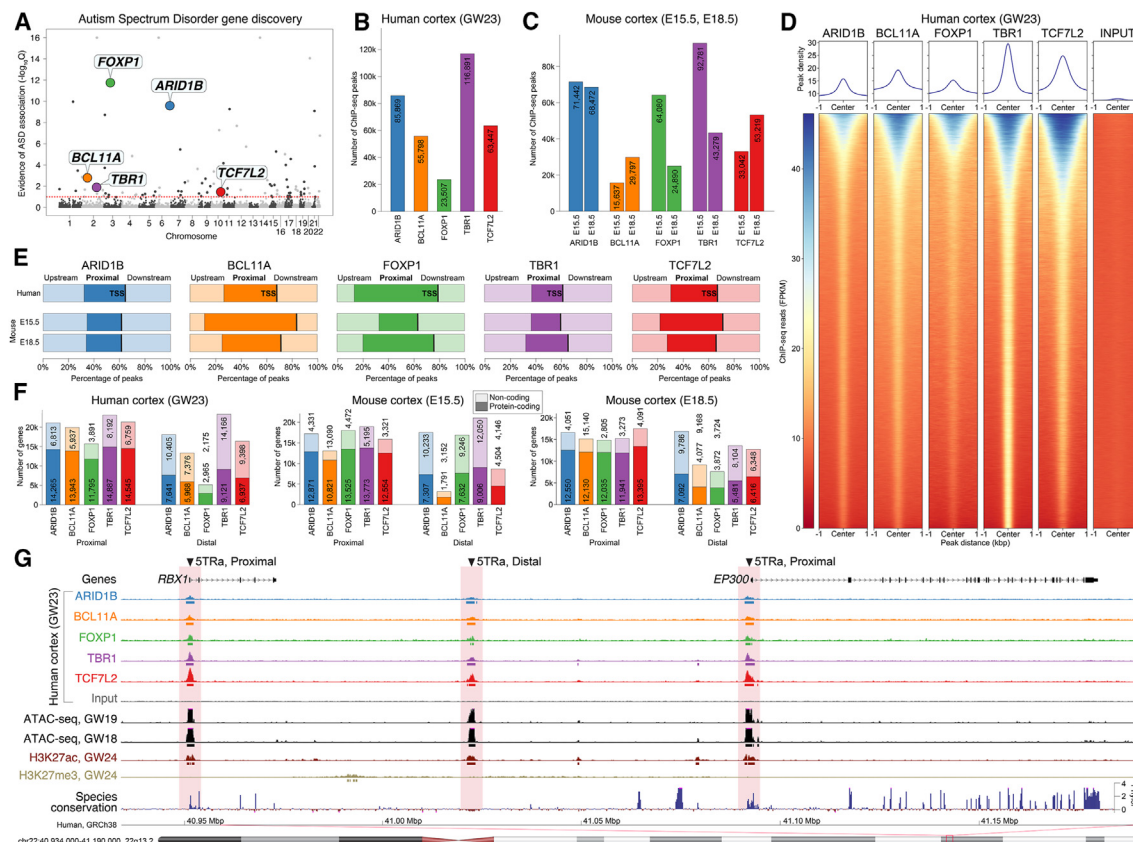

**Figure 1. ChIP-seq peaks identified in five ASD-associated TRs**

(A) Evidence of ASD association for five DNA-binding TRs from exome sequencing.<sup>2</sup>  
 (B and C) ChIP-seq peaks were identified in (B) human cortex at gestation week 23 (GW23) and (C) mouse cortex (embryonic days 15.5 and 18.5).  
 (D) Read counts around ChIP-seq peaks for human cortex. The union of peaks across the five TRs is shown in the same order (y axis) for all six datasets (additional datasets shown in Figure S1).  
 (E) ChIP-seq peaks for all five transcription factors are enriched for promoter regions  $\leq 2,000$  bp proximal to the transcription start site (TSS).  
 (F) ChIP-seq peaks are found proximal to the TSS of 10,663 to 14,874 protein-coding genes across species and assay.  
 (G) A representative example of TR peaks in human prefrontal cortex proximal and distal to two genes are shown alongside peaks from ATAC-seq in GW18 and GW19 human prefrontal cortex and histone ChIP-seq data (H3K27ac, H3K27me3) in GW24 human prefrontal cortex (compared to an ATAC-seq only region). 5TRa, locus with binding by all five ASD-associated TRs (5TRs) and an ATAC-seq peak (a); E15.5/E18.5, embryonic days 15.5/18.5; GW, gestation week. See also Figures S1 and S2.

individual genes support this possibility, for example, targets of CHD8, POGZ, and TBR1 are enriched for ASD-associated genes<sup>11–14</sup>; however, the identification of shared targets is complicated by heterogeneous protocols, species, cells/tissues, and developmental stages.

To assess the extent of shared regulatory targets across ASD-associated genes, we selected five TRs for further analysis, based on strong evidence for ASD association (Figure 1A), expression during cortical development, evidence of direct binding to DNA, and the availability of reliable antibodies. *ARID1B* and *BCL11A* are both DNA-binding subunits of the BAF (SWI/SNF) chromatin remodeling complex expressed across multiple tissues,<sup>15,16</sup> though cortical *BCL11A* expression appears restricted to neurons.<sup>17,18</sup> Both *FOXP1*, a winged-helix TR, and *TBR1*, a T-Box TR, are expressed highly in neurons of the developing cortex, and *FOXP1* is also expressed in neurons of the developing striatum.<sup>17–20</sup> *TCF7L2* is an HMG-Box TR expressed

in the cortical and subcortical progenitors<sup>21</sup> and thalamic excitatory neurons.<sup>22</sup> We observed substantial overlap in the genomic targets of all five TRs in the developing human and mouse cortex, especially in proximity to genes highly expressed in the cortex, including most ASD-associated genes. These shared genomic targets are proximal to genes critical to brain development and function and thus suggest a mechanism for similar phenotypic consequences for mutations in the diverse set of ASD genes.

## RESULTS

### Identifying regulatory targets of five ASD-associated TRs in developing human and mouse neocortex

We generated chromatin immunoprecipitation sequencing (ChIP-seq) data for these five ASD-associated TRs from human frontal neocortex at gestational week 23 (GW23) and mouse

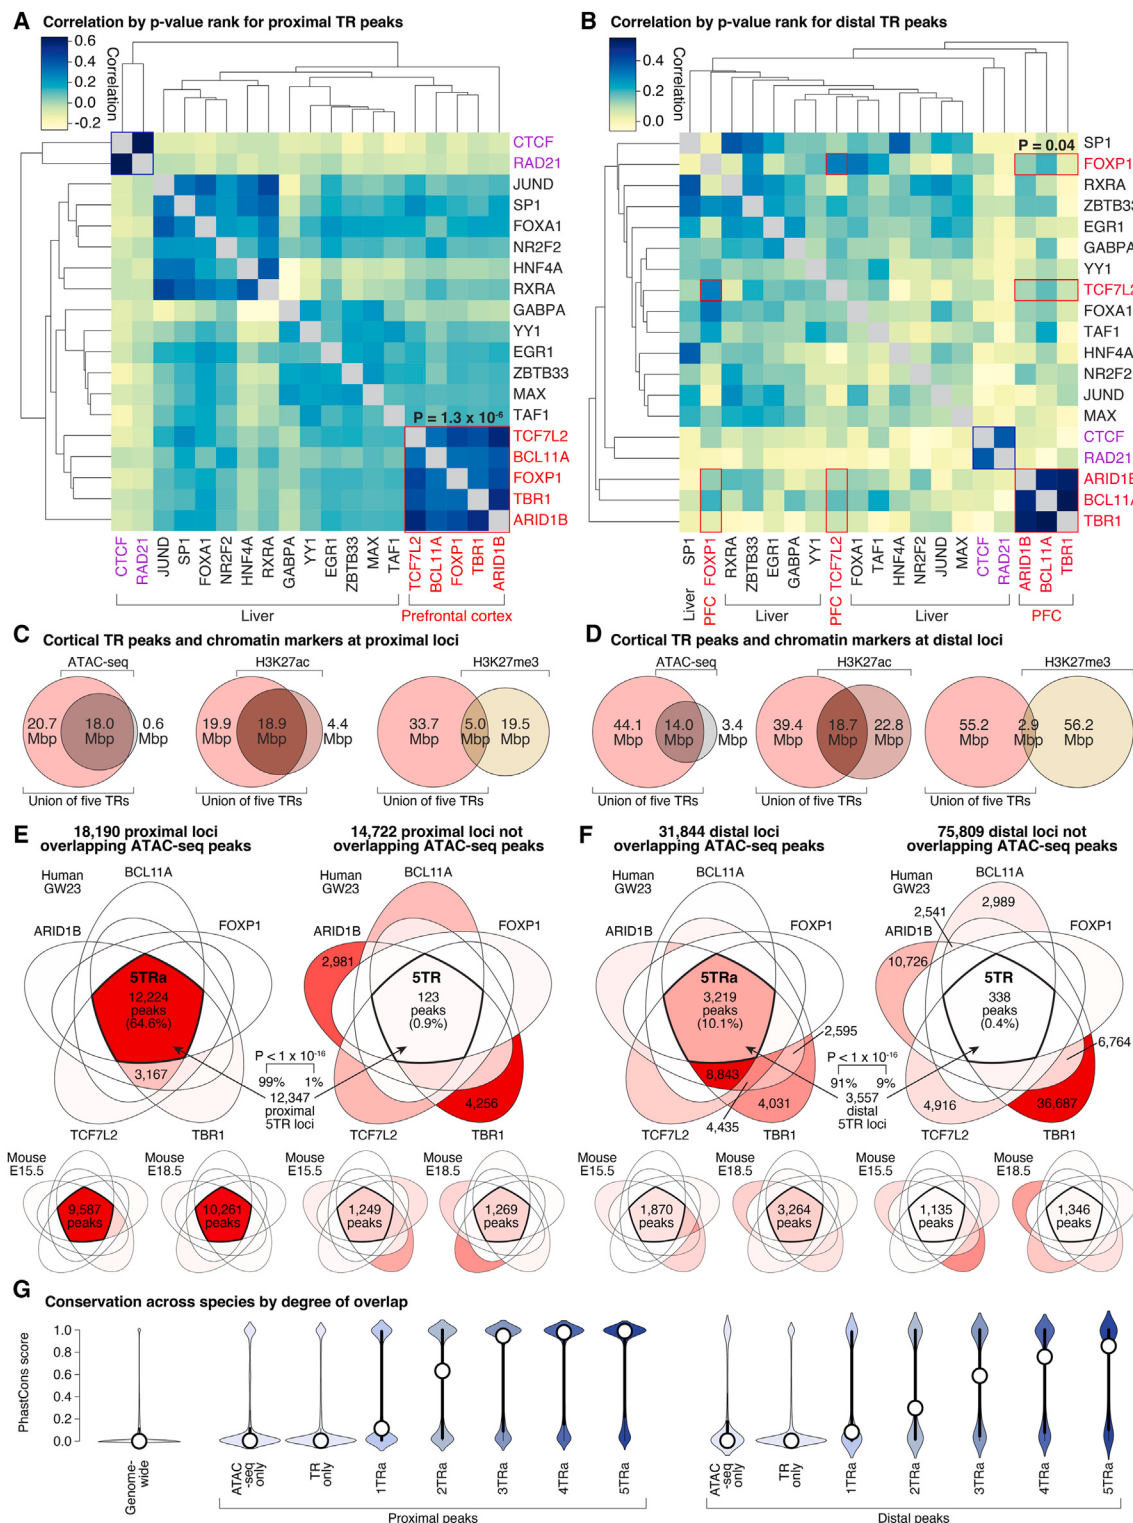

**Figure 2. Overlap between ChIP-seq peaks from five ASD-associated TRs**

(A) Top 10,000 proximal ChIP-seq peaks ranked by *p* value from 14 TRs in adult human liver (ENCODE, Table S2) and five ASD-associated TRs in fetal human cortex (Table S1) to assess intersection (Figure S3A) and correlation of peak ranks.

(B) Equivalent plot for 8,000 distal peaks.

(C) Overlap between proximal ChIP-seq peaks for five ASD-associated TRs and three epigenetic markers in human fetal cortex.

(legend continued on next page)

neocortex at embryonic day (E) 15.5 and E18.5 (Table S1; NCBI's Gene Expression Omnibus [GEO] under GEO: GSE248876).

Peak counts ranged from 23,507 to 116,891 (Figures 1B and 1C), were distinct from reads in input and blocking peptide controls (Figures 1D and S1), were consistent across biological replicates and with previously published data<sup>13</sup> (Figure S2), and showed substantial conservation across species. Four of the TRs have known motifs (BCL11A, FOXP1, TBR1, and TCF7L2), which were enriched in the corresponding ChIP-seq peaks compared to the scrambled sequence (Figure S2E). In contrast, previously published transposase-accessible chromatin sequencing (ATAC-seq) peaks<sup>23</sup> were present at numerous loci without TR peaks (Figures S1 and S5). A high proportion of ChIP-seq loci were proximal peaks, defined as overlapping the promoter region, mapping 0–2,000 bp upstream of any transcription start site (TSS), compared to distal peaks, defined as peaks not overlapping promoters (Figure 1E). Despite considerable variation in peak counts (Figures 1B and 1C), the number of protein-coding genes with a proximal peak was similar between TRs, species, and developmental stages, ranging from 10,663 to 14,874 genes (Figure 1F).

#### ASD-associated TRs converge on a common set of targets

The ChIP-seq peaks for the five ASD-associated TRs frequently targeted the same genomic loci in developing human cortex (Figures 1D and 1G), suggesting shared regulatory networks and/or protein complexes.<sup>24</sup> To assess the expected degree of overlap between TRs in heterogeneous tissues, we reprocessed ENCODE ChIP-seq data for 14 TRs in the adult human liver through our analysis pipeline (Table S2). We used *p* values to identify the top 10,000 proximal peaks for each TR and assessed the intersection and correlation by *p* value rank for all combinations of TRs. The ASD-associated genes showed a greater degree of both correlation (0.42 Spearman's rho in cortex vs. 0.07 in liver,  $p = 1.3 \times 10^{-6}$ , Wilcoxon; Figure 2A) and intersection (83.8% of intersecting peaks in cortex vs. 59.2% in liver,  $p = 2.7 \times 10^{-7}$ , Wilcoxon; Figure S3A) than TRs in the liver, except for CTCF and RAD21 (components of the chromatin looping complex<sup>25</sup>). Performing this analysis for 8,000 distal peaks also showed high overlap, especially between ARID1B, BCL11A, and TBR1 (0.26 Spearman's rho in cortex vs. 0.13 in liver,  $p = 0.04$  for correlation, Figure 2B; 46.1% of intersecting peaks in cortex vs. 36.0% in liver,  $p = 0.37$ ; Figure S3B).

To further understand the implications of these overlapping TR peaks in developing human cortex, we considered the overlap

with open chromatin regions, detected by the ATAC-seq in GW18/19 human cortex,<sup>23</sup> and H3K27ac and H3K27me3 histone modifications detected by ChIP-seq in GW24 human cortex (Figures 2C and 2D). We observed a substantial overlap between the proximal ASD-associated TR peaks and ATAC-seq (55.5% of TR peaks and 46.5% of nucleotides covered by TR peaks) and H3K27ac peaks (53.4% of peaks and 48.7% of nucleotides), both of which are associated with active transcription. In contrast, overlap with H3K27me3, a marker of gene repression, was minimal (16.5% of peaks and 13.0% of nucleotides). A similar pattern was observed in the developing human cortex for distal peaks (Figure 2D). Thus, the five ASD-associated TRs predominantly bind to proximal and distal loci with epigenetic states indicative of active transcription.

We next considered whether overlaps between ChIP-seq peaks of multiple ASD-associated TRs (Figures 1G, 2A, and 2B) occurred within the ATAC-seq-defined open chromatin regions or not (Figures 2C, 2D, S4, and S5). In the developing human cortex, we identified 32,962 independent proximal loci targeted by one or more ASD-associated TRs, split approximately in half between those with concurrent ATAC-seq peaks (18,190, 55.2%) and those without (14,772, 44.8%). Of the 32,962 proximal loci, 12,347 (37.5%) are targeted by all five ASD-associated TRs (5TRs), and remarkably, almost all of these have concurrent ATAC-seq peaks (12,224, 99.0% of 5TR proximal peaks, 64.6% of all proximal peaks;  $p < 1 \times 10^{-10}$ , permutation testing to account for size differences, Figure 2E). In contrast, of the 10,736 proximal loci targeted by a single ASD-associated TR, only 882 (8.2%) had concurrent ATAC-seq peaks. Similar enrichment for overlapping ASD-associated TR ChIP-seq peaks within ATAC-seq peaks was observed for mouse cortical data at both E15.5 and E18.5 (Figure 2E) and for developing human cortex data within H3K27ac peaks (Figures S3C and S3D).

Enrichment for overlapping ASD-associated TR ChIP-seq peaks was also observed within ATAC-seq peaks for distal peaks (Figure 2F). The 107,653 independent distal peaks included 31,844 (29.6%) with concurrent ATAC-seq peaks and 75,809 (70.4%) without. Out of 3,557 distal loci targeted by all five ASD-associated TRs, 3,219 (90.5%) have concurrent ATAC-seq peaks ( $p < 1 \times 10^{-10}$ , permutation testing, Figure 2F), while most of the 62,474 distal loci targeted by a single ASD-associated TR occur outside of ATAC-seq-marked open chromatin regions (55,911, 89.5%). There were 6,063 distal loci identified by ATAC-seq without any of the five ASD-associated TRs. As with proximal loci, similar patterns are seen in mouse cortical data (Figure 2F) and for H3K27ac peaks in the developing human cortex (Figures S3E and S3F).

(D) Equivalent overlaps for distal peaks.

(E and F) Overlap between proximal ChIP-seq peaks for the five ASD-associated TRs in developing human cortex overlapping (top left) or not overlapping (top right) with ATAC-seq peaks. Color gradient represents the percentage of peaks in each section, with red being the highest percentage and white being 0%; peak counts are given for the intersection of all five TRs and sections with greater than 1,500 peaks. Equivalent plots are shown for E15.5 mouse cortex (bottom) and (F) distal peaks.

(G) PhastCons scores for conservation across 100 vertebrate species are shown genome wide (left), for loci with ATAC-seq peaks but no ChIP-seq TR peaks or ChIP-seq TR peaks by no ATAC-seq peaks, and for ATAC-seq peaks intersecting with one to five ChIP-seq TR peaks (1TRa–5TRa).

5TRa, peak with all five ASD-associated transcription factors (5TRs) and ATAC-seq (a); GW23, gestational week 23; E15.5/E18.5, embryonic days 15.5/18.5.

Statistical analyses: (A and B) Wilcoxon test; (E) permutation test.

See also Figures S3–S5.

### Open chromatin regions targeted by all five ASD-associated TRs are highly conserved

Given the high degree of overlap between ATAC-seq peaks and ChIP-seq peaks from all five ASD-associated TRs, hereafter referred to as “5TRa,” we sought to characterize these regions in depth. The 12,224 proximal 5TRa loci in the developing human cortex span 26.2 Mbp and are upstream of the TSS of 11,695 protein-coding transcripts and 4,739 non-coding transcripts (Table S3). ChIP-seq peaks for each TR contributing to the 5TRa regions were called with higher confidence, based on lower  $p$  values, than peaks outside the 5TRa regions (Figure S3G). Most of these proximal loci are highly conserved across species, with 8,233 (67.4%) including a region with a max PhastCons score above 0.5 (Figure 2G). Moreover, 8,867 (72.5%) overlap with a 5TRa peak in mouse E15.5 cortex, and 8,639 (70.7%) overlap with a 5TRa proximal loci in mouse E18.5 cortex.

The 3,219 distal 5TRa regions from the developing human cortex span 5.7 Mbp. Based on the nearest TSS, these loci are related to 850 protein-coding transcripts and 1,932 non-coding transcripts (Table S3). As seen for proximal loci, the distal 5TRa loci have lower  $p$  values than those outside of 5TRa loci (Figure S3H). Most are highly conserved across species, with 1,880 (58.4%) loci including a region with a max PhastCons score above 0.5 (Figure 2G). Furthermore, 652 (20.3%)/548 (17.0%) overlap 5TRa distal loci in mouse E15.5/E18.5 cortex.

### ASD-associated TR-bound loci are enriched for motifs of TR genes associated with other neurodevelopmental and psychiatric disorders

Since the five ASD-associated TRs have DNA-binding domains, we used HOMER to assess whether DNA sequence motifs were enriched in the 5TRa proximal and distal loci against both a genomic background and representative proximal/distal backgrounds (Figure 3). Similar results were obtained using 5TRa loci from the developing human and mouse cortex. Substantial enrichment was observed for motifs related to promoter-enhancer loops, including ZNF143/Staf and THAP11/Ronin in proximal elements and CTCF and CTCFL/Boris in distal elements (Figure 3). Proximal 5TRa loci were also enriched for the ETS, KLF/SP, YY1, NKRF/Nrf, and NFY motif groups, while distal loci were enriched for the HTH/RFX and the basic-helix-loop-helix (bHLH) motif groups. Many of the genes in these 5TRa-enriched motif groups are associated with neurodevelopmental and psychiatric disorders (10 out of 182 genes; 3.4-fold enrichment;  $\chi^2 [1, N = 19,654] = 15.9, p = 7 \times 10^{-5}$ ; Table S4), including ASD<sup>2</sup>: *RFX3* (HTH/RFX), *TCF4* (bHLH), and *NCOA1* (bHLH); neurodevelopmental delay<sup>26</sup>: *CTCF* (CTCF/BORIS), *YY1* (YY1), *ERF* (ETS), *KLF7* (KLF/SP), *TFE3* (bHLH), and *MYCN* (bHLH); and schizophrenia<sup>27</sup>: *SP4* (KLF/SP).

### ASD-associated TRs are proximal to ASD-associated genes and brain-expressed genes

Prior analyses have described enrichment of ASD-associated genes in proximity to the binding sites of individual ASD-associated TRs.<sup>11–14</sup> We observed a similar result with proximal 5TRa loci from the developing human cortex upstream of 96 out of 102 ASD-associated genes<sup>28</sup> (94.1% of ASD genes vs. 65.7% of non-ASD genes;  $\chi^2 [1, N = 17,484 \text{ all autosomal protein-coding}$

genes] = 36.2,  $p = 2 \times 10^{-9}$ ; Figure 4; Table S5). For the remaining six ASD-associated genes, five had overlapping peaks from at least three of the ASD-associated TRs proximal to their TSS. Equivalent results were also observed using data from a mouse at E15.5 and E18.5 (Figures 4F and 4G). Assessing ASD enrichment by permutation test, accounting for gene cDNA length (a predictor of ASD gene discovery), yielded a similar result ( $p = 5 \times 10^{-4}$ ).

We next considered whether the presence of an ATAC-seq peak, or a proximal ASD-associated TR peak, predicted gene expression levels in the developing (GW12–40) human prefrontal cortex.<sup>6</sup> Remarkably, most genes with proximal ATAC-seq peaks and at least one ASD-associated TR peak were robustly expressed ( $\log_2(\text{TPM}+1) \geq 1$ ), whereas almost all genes without both a proximal ATAC-seq and at least one ASD-associated TR peak were weakly expressed ( $\log_2(\text{TPM}+1) < 1$ , Figure 4H). For peaks with both a proximal ATAC-seq peak and an ASD-associated TR peak, the number of ASD-associated TRs was highly predictive of the level of gene expression; this relationship was non-linear on a logarithmic scale of expression, with much higher expression in the presence of an ATAC-seq peak and all five ASD-associated TRs than four or fewer (Figures 4I, 4J, and S9). Genes associated with ASD are highly brain expressed (median  $\log_2(\text{TPM}+1) = 4.0$ , Figure 4K), and correcting for gene expression in the brain accounts for the extent of their enrichment in 5TRa loci, suggesting that the binding of multiple ASD-associated TRs proximal to ASD genes may contribute to their high brain expression.

### Genes with ASD-associated TR peaks have higher expression in the fetal brain

Target genes of distal loci were identified using a nearest TSS approach, including all protein-coding and non-coding transcripts. Given the overlap between ARID1B, BCL11A, and TBR1 at distal ATAC-seq peaks (Figure 2), we assessed the number of ASD-associated genes with distal loci in the developing human cortex containing at least these factors ( $\geq 3\text{TRa}$ ). The 102 ASD-associated genes<sup>28</sup> were also enriched for these distal peaks (35.3% of ASD genes vs. 12.1% of non-ASD genes;  $\chi^2 [1, N = 17,484 \text{ all autosomal protein-coding genes}] = 50.5, p = 1 \times 10^{-12}$ ; Figure 4; Table S5). However, the presence of a distal locus was associated with slightly lower gene expression in the developing human prefrontal cortex (Figures 4H and 4J).

The enrichment we observed for GFY-STAF/ZNF143/THAP11 and CTCF/BORIS/CTFL motifs at 5TRa loci suggests that the 5TRa loci participate in chromosomal looping. Consistent with this idea, we identified potential interactions between  $\geq 3\text{TRa}$  distal peaks and 77 of the 102 (75.5%) ASD-associated genes (Table S5) using the activity-by-contact (ABC) approach<sup>29</sup> with chromatin accessibility and Hi-C data from the developing human brain.<sup>23,30</sup> Similarly, a distal  $\geq 3\text{TRa}$  peak was detected within 100 kb of 70 ASD-associated genes (68.6%) and within 500 kb for 96 (94.1%).

To better understand the function of these distal peaks, we considered the overlap with experimentally validated enhancer loci defined by VISTA.<sup>31</sup> Of the 998 VISTA human elements with activity in E11.5 mice, 53 overlap with a 5TRa region, and 140 overlap with a  $\geq 3\text{TRa}$  region that includes ARID1B, BCL11A,

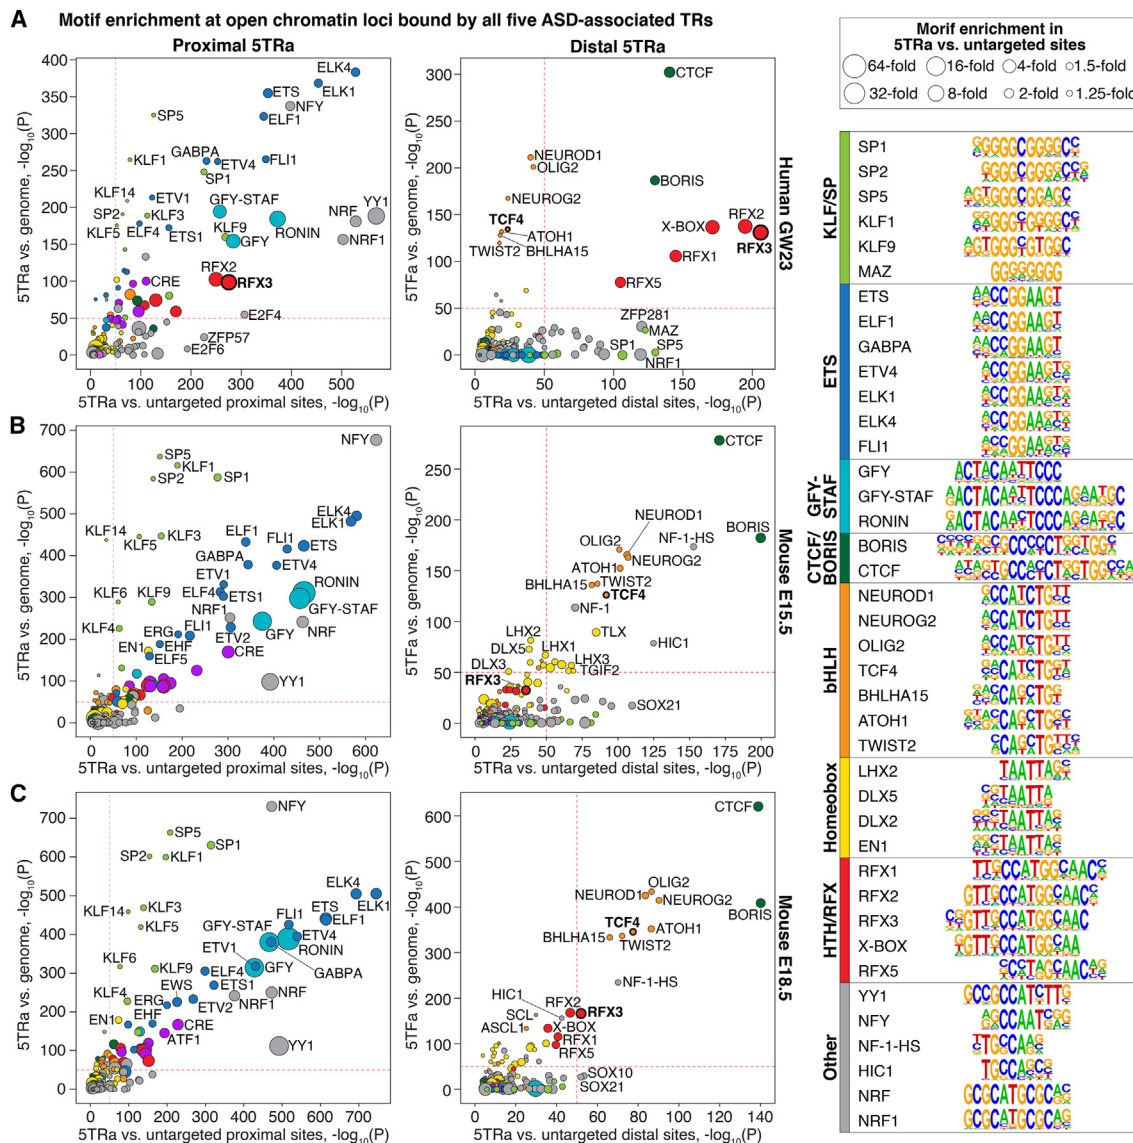

**Figure 3. Motif enrichment in regions targeted by ASD-associated TRs**

(A) Results of HOMER known motif enrichment (Table S4) for proximal (left) and distal (right) loci bound by all five ASD-associated TRs and ATAC-seq (5TRa) against genomic background (y axis) and against untargeted proximal/distal sites (x axis, supplemental information). Groups of related motifs are shown by color (image on right) and motifs for ASD-associated genes (e.g., *RFX3*) are in bold font. Dashed red lines are included at  $p = 1 \times 10^{-50}$  to aid comparisons across images.

(B and C) These analyses are repeated for mouse 5TRa loci at (B) E15.5 and (C) E18.5.

bHLH, basic-helix-loop-helix; CTCF, CCCTC-binding factor; ETS, E-twenty-six transformation-specific; GFY, general factor Y; HIC1, HIC ZBTB transcriptional repressor 1; HTH, helix-turn-helix; KLF, Krüppel-like family; NFY, nuclear transcription factor Y; RFX, regulatory factor binding to the X-box; SP, specificity protein; STAF, selenocysteine tRNA gene transcription-activating factor (ZNF143). Statistical analyses: (A–C) HOMER binomial enrichment.

and TBR1 (Figure 2B). As expected for a dataset derived from cortex, we observed enrichment for VISTA elements that are active in the telencephalon (63 regions, odds ratio = 2.17,  $p = 5 \times 10^{-5}$ ), including elements specific to both the pallium and subpallium in the E11.5 mouse (Figure S6; Table S6). Two of these VISTA-positive regions also showed evidence of an interaction with ASD genes through the ABC data: hs399 with *BCL11A* and hs416 with *ARID1B* (Table S6).

Next, we directly tested whether the hs399 VISTA region is regulated by TBR1. hs399 is ~340 kbp downstream of the *BCL11A* TSS and is bound by ARID1B, BCL11A, TBR1, and TCF7L2 in an open chromatin region (4TRa) (Figure 5A). ABC analysis showed a potential interaction between this locus and the *BCL11A* TSS (Figure 5A). We generated a stable hs399 enhancer transgenic mouse (hs399-CT2IG) that expresses GFP and Cre<sup>ERT2</sup>.<sup>32</sup> Immunohistochemistry shows that this regulatory

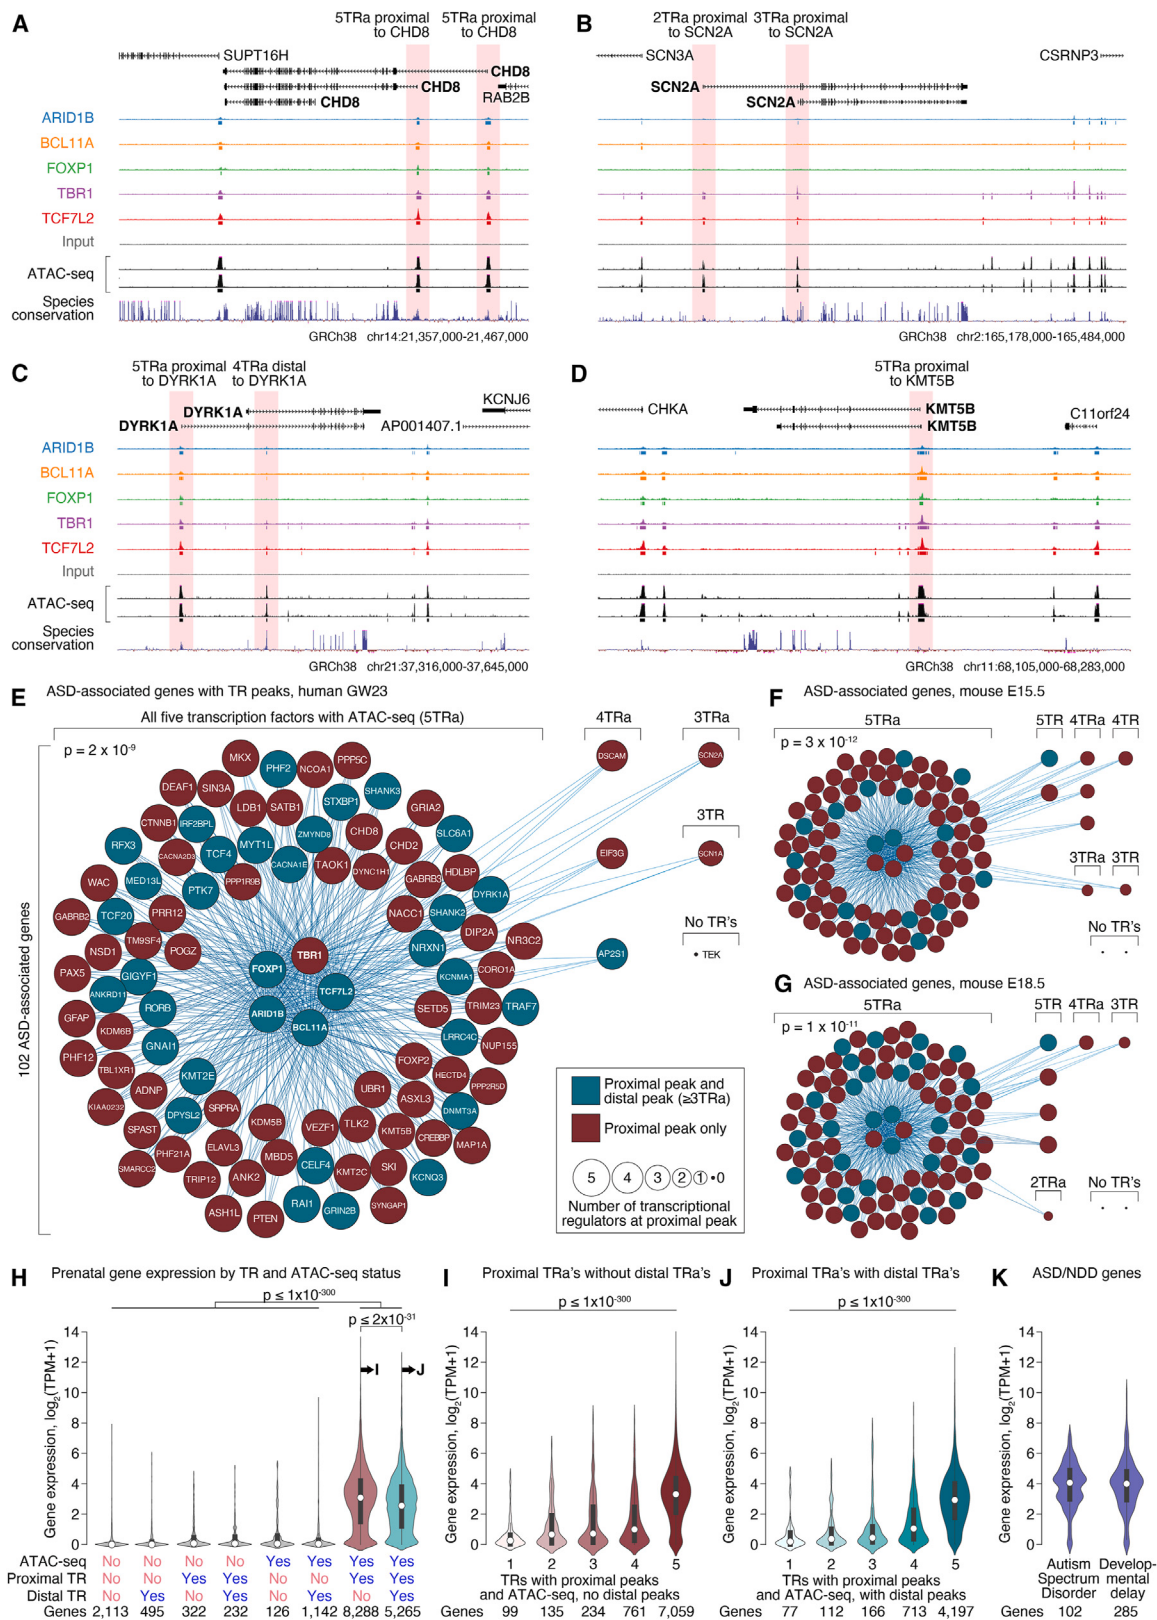

(legend on next page)

element is active in the prenatal and post-natal developing cortex (Figure 5B; data not shown). However, in a constitutive *Tbr1*<sup>null/null</sup> background, hs399 enhancer activity is substantially reduced (Figure 5B'). Furthermore, CRISPRi targeted to the hs399 element in cultured neonatal mouse cortical neurons resulted in an ~10-fold decrease in *BCL11A* RNA expression (Figure 5C).

#### ASD-associated TRs target genes whose expression is enriched in cortical progenitors and neurons

ASD-associated genes are enriched within genes expressed by excitatory and inhibitory neurons from the human fetal cortex.<sup>6,17,28</sup> Analysis of cells that express genes near 5TRa loci provides an orthogonal approach to identify the cell types involved in ASD. Therefore, we assessed cell-type enrichment in ~40,000 cells from the human fetal cortex at GW17–18.<sup>33</sup> Across 5TRa loci in human and mouse fetal cortex, enrichment was seen for cortical progenitor cells and excitatory neurons at proximal loci and for excitatory and inhibitory neurons at distal loci (Figure 6A). Consistent results were observed for other fetal cortex transcriptomic datasets (Figure S7).

#### Reduction of ARID1B and TBR1 expression in cultured neonatal mouse cortical cells reduces neuronal density and increases glial density, recapitulating human postmortem patterns of gene expression

The overlapping peaks of ASD-associated TRs suggests a convergent mechanism through which disruption of multiple genes can lead to similar neurodevelopmental phenotypes; this predicts similar functional consequences to changes of their expression. To test this prediction, we used lentivirus to deliver CRISPRi sgRNAs, designed to target proximal 5TRa loci in the promoter region of *Arid1b* or *Tbr1*, in primary cortical cultures collected from post-natal day (P) 0 dCAS9-KRAB mice. Compared to scrambled sgRNAs, CRISPRi reduced the relative expression of *Arid1b* to 75% by day 2 and to 25% by day 8; likewise, *Tbr1* was reduced to 50% by day 2 and to 5% by day 8 (Figure S6iii). CRISPRi to either *Arid1b* or *Tbr1* increased caspase-3 on day 2, but not day 4, suggesting a transient increase in apoptosis. By day 8, immunohistochemistry showed there was a reduction of neuronal marker expression (~3-fold reduction in NeuN<sup>+</sup> cells and ~6-fold reduction of CALB<sup>+</sup> cells), accompanied by an increase in astrocyte marker expression (~4.5-fold increase in GFAP<sup>+</sup> cells; Figure 6B).

Bulk RNA sequencing (RNA-seq) analysis of the *Arid1b* and *Tbr1* CRISPRi-treated cells identified numerous differentially

expressed genes (absolute fold change  $\geq 2$ , adjusted  $p$  value [ $p_{adj}$ ]  $\leq 0.05$ , Table S7). To assess how these results related to patterns of gene coexpression module dysregulation observed in the postmortem cortex of individuals with ASD,<sup>7</sup> we considered the enrichment of these modules for the differentially expressed genes (Figure 6C). Remarkably, both the *Arid1b* and *Tbr1* CRISPRi-treated cortical cells produced a pattern similar to that seen in ASD human brains. Neuronal modules that are down-regulated in the ASD brain (M4, M16) were enriched for down-regulated genes following CRISPRi ( $p \leq 7 \times 10^{-9}$ , Figures 6D and 6E; Table S7). On the other hand, astrocyte and glial modules that are up-regulated in the ASD brain (M9, M19) were enriched for up-regulated genes following CRISPRi ( $p \leq 9 \times 10^{-12}$ , Figures 6D and 6E; Table S7). While the direction of the effect was similar, the magnitude differed between the cellular assay and postmortem brain data.<sup>8</sup> Cell-type deconvolution for six major cell types in postmortem human data suggests a 2.3% decrease in upper layer excitatory neurons in ASD compared to control ( $p_{adj} = 0.046$ , logistic regression with RIN, PMI, sex, and age as covariates, Figure S7), with other cell types differing by 3.4% or less, in contrast to the dramatic changes in cell-type composition in the CRISPRi primary cortical culture assay (Figure 6B).

#### DISCUSSION

Over half the genes associated with ASD play a role in gene regulation, suggesting that transcriptional dysregulation is a major etiological factor in ASD.<sup>2,34,35</sup> Here, we used ChIP-seq to identify regulatory targets of five of these ASD-associated TRs (ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2) in the developing human and mouse cortex; we found that they converge on about 15,000 loci (6.5 Mbp) proximal to the TSSs of genes that are highly expressed in the developing brain, along with 5,000 distal loci (1.5 Mbp). This overlap is surprising, since four of the five genes have a distinct DNA-binding domain and known motif (Figure S2E), they belong to different transcription regulator classes, and they have variable expression patterns across tissues and cell types (Figure S7A). Despite this heterogeneity, we show that this overlap is greater than expected compared with ChIP-seq data from other TRs in heterogeneous tissues (Figures 2A and 2B) and is also observed at two developmental stages in the mouse cortex (Figures 2E–2I).

Our results provide a parsimonious explanation for how the disruption of multiple ASD-associated genes leads to a common

#### Figure 4. Enrichment of overlapping TR peaks at ASD-associated genes

(A–D) TR peaks around the ASD-associated genes *CHD8*, *SCN2A*, *DYRK1A*, and *KMT5B*.

(E) Network plot showing whether ChIP-seq peaks for the five ASD-associated TRs (central circles/nodes) and ATAC-seq are detected proximal to the other 97 ASD-associated genes (peripheral circles/nodes, Table S5). Genes that also have a nearby distal peak that includes ARID1B, BCL11A, TBR1, and ATAC-seq (Figures 2C and 2H) are shown in teal, while those without such a peak are in brown.

(F and G) Equivalent plots are shown for the same genes for the mouse data at (F) E15.5 and (G) E18.5.

(H) Median gene expression in the fetal human prefrontal cortex is represented for protein-coding genes binned by the presence or absence of at least one TR proximally or distally with or without ATAC-seq.

(I and J) Median gene expression in the fetal human prefrontal cortex is shown for all cortex-expressed protein-coding genes, binned by the number of ASD-associated TRs bound proximally (I) in the absence of a distal TR and (J) in the presence of a distal TR.

(K) Equivalent expression of genes associated with ASD or developmental delay.

5TRa, peak with all five ASD-associated TRs and ATAC-seq; TPM, transcripts per million (a). Statistical analyses: (E–G) chi-squared; (H–J) logistic regression. See also Figure S6.

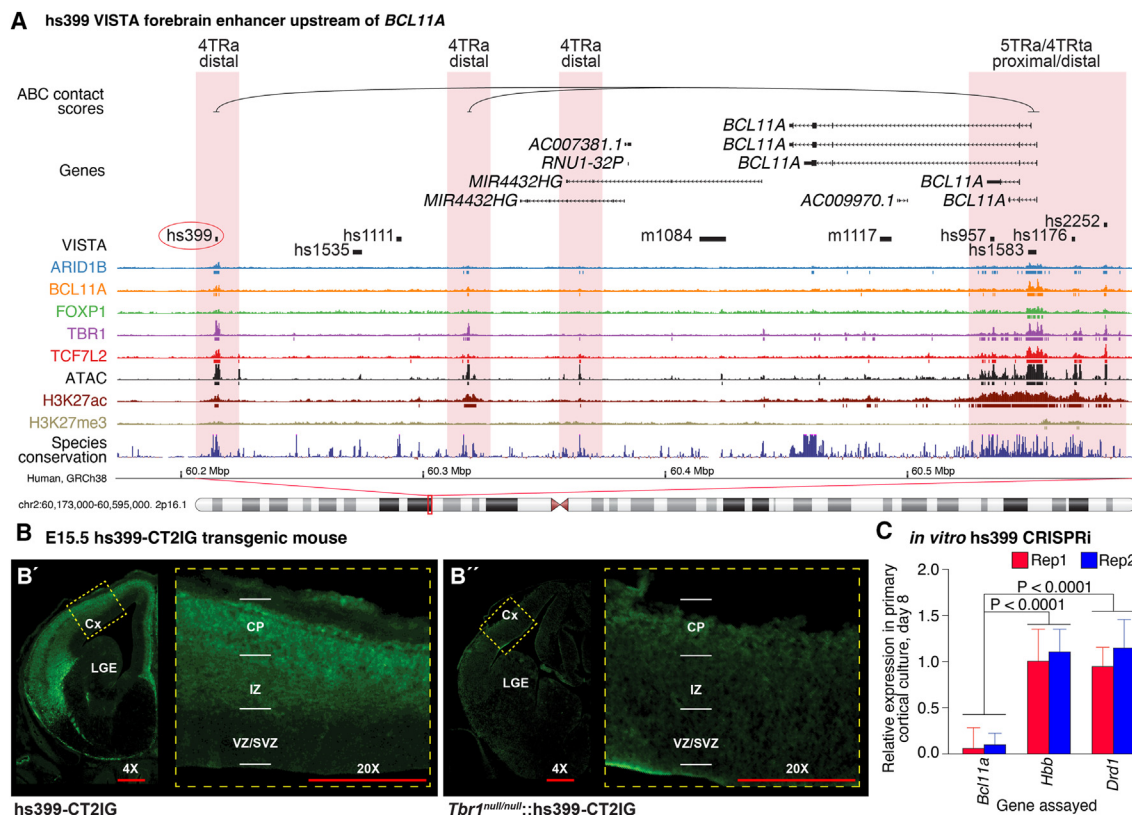

**Figure 5. hs399 distal locus regulates *Bcl11a* expression in the developing mouse cortex**

(A) Four TRs encoded by ASD-associated genes (*ARID1B*, *BCL11A*, *TBR1*, and *TCF7L2*) bind to VISTA element hs399 in the human prefrontal cortex at GW23, overlapping with ATAC-seq and H3K27ac ChIP-seq peaks. ABC data show a relationship with the *BCL11A* TSS 340,000 bp downstream.

(B) hs399 is active in the cortical plate and intermediate zone of an hs399-CT2IG enhancer transgenic mouse at E13.5. *TBR1* promotes the activity of the hs399 putative regulatory element, as the hs399 activity (GFP expression) is reduced in *Tbr1*<sup>null/null</sup>. Anti-GFP immunostaining is in green.

(C) qPCR analysis of *in vitro* CRISPRi guide RNA directed against hs399 enhancer in mouse primary neocortical cultures 8 days post-transduction. CRISPRi directed to the hs399 locus decreased *Bcl11a* expression but did not impact *Hbb* and *Ddr1* expression. Statistical analysis: two-tailed t test with Tukey correction was used for pairwise comparisons. Error bars represent standard error of the mean of two biological replicates.

Cx, cortex; CP, cortical plate; IZ, intermediate zone; LGE, lateral ganglionic eminence; SVZ, subventricular zone; VZ, ventricular zone. 4x and 20x refer to relative magnification.

See also Figure S6.

diagnostic entity. Out of 102 ASD-associated genes,<sup>2</sup> 101 have three or more of the ASD-associated TRs binding in open chromatin regions near their TSS (proximal  $\geq 3$ TRa); 96 of these are targeted by all five ASD-associated TRs (proximal 5TRa, Figure 4). This provides a mechanism by which disruption of each gene can impart risk to ASD and by which this risk can converge to a shared phenotype across many genes. We predict that other ASD-associated genes with a role in transcriptional regulation will also follow this pattern.

While the overlap of ASD-associated TR binding sites provides a potential mechanism for convergent ASD risk, it presents a challenge for explaining specificity to ASD, since almost half of all protein-coding genes share the proximal 5TRa pattern. Considering epigenetic and transcriptomic data from the developing human cortex provides a potential solution. The ASD-associated TR binding sites overlap substantially with loci identified by ATAC-seq (open chromatin)<sup>23</sup> and H3K27ac ChIP-seq but show minimal overlap with H3K27me3

ChIP-seq peaks (Figures 2C–2H); this suggests a predominant role in transcriptional activation. This conclusion is supported by the strong correlation between the number of ASD-associated TRs at proximal open chromatin sites and the level of gene expression in the developing human cortex.<sup>6</sup> Analysis of single-cell transcriptomic data from the developing human cortex<sup>17,33,36</sup> suggests that these observations arise from cells of the neuronal lineage (Figure 6A). From these data, we might predict that the predominant role of these ASD-associated TRs is to increase gene expression during the development of neuronal lineage cells. Since ASD genes are preferentially expressed in neuronal lineage cells<sup>2,6,19</sup> and are among the most highly expressed genes in the cortex (Figure 4I), they may be especially vulnerable to perturbation of ASD-associated TRs. The binding of ASD-associated TRs at distal sites may further add to this vulnerability, as suggested by our analysis of VISTA element hs399 and its role in *BCL11A* expression (Figure 5).

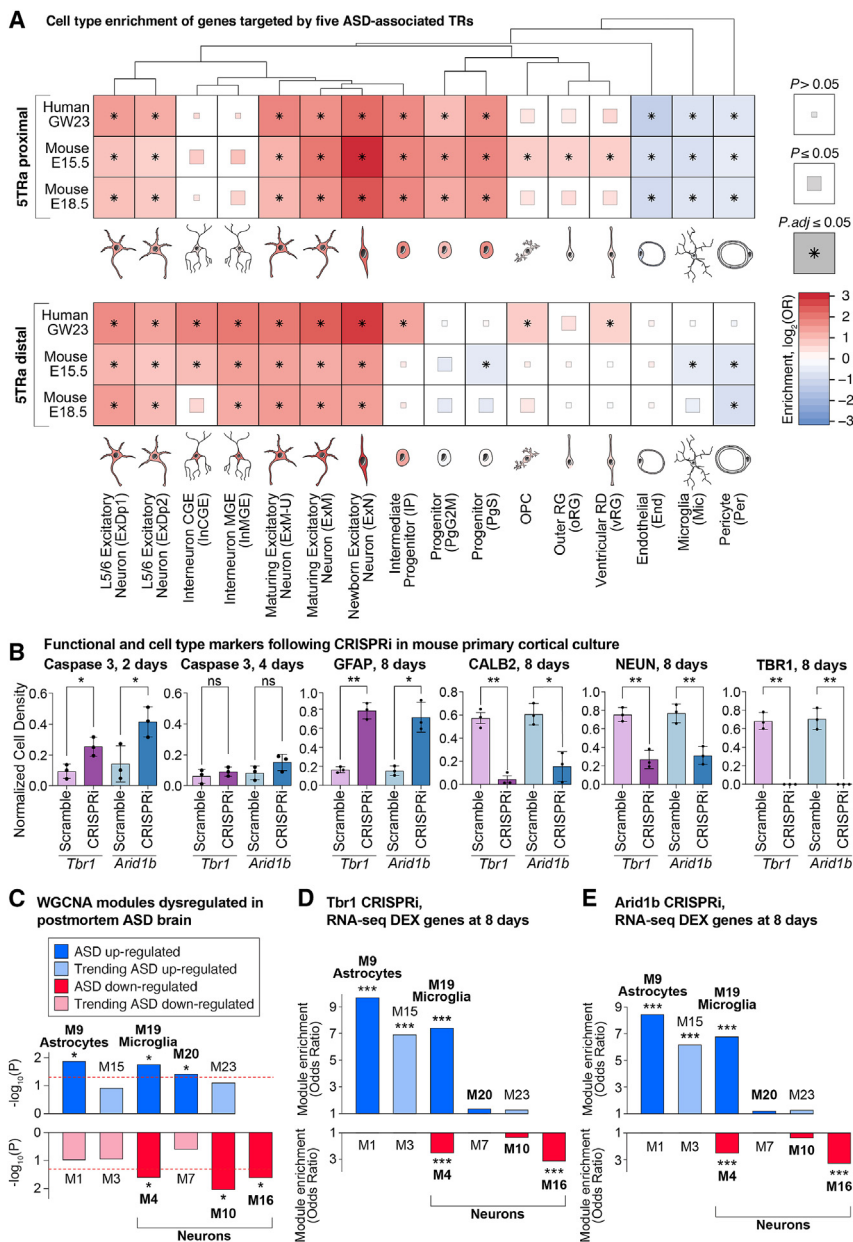

**Figure 6. Cell-type enrichment and functional consequences**

(A) Cell-type clusters from the human fetal cortex<sup>33</sup> were assessed for enrichment of genes targeted by all five ASD-associated TRs and ATAC-seq (5TRa) in human (GW23) and mouse (E15.5 and E18.5) fetal cortex. The degree of enrichment is indicated by color; the significance threshold is indicated by box size/asterisk.

(B) Cortical cells from post-natal day 0 dCAS9-KRAB mice were infected with lentiviral sgRNAs to the promoters of *Arid1b*, *Tbr1*, or scrambled controls. Immunohistochemistry was used to compare the five markers.

(C) Down- (red) and up-regulated (blue) modules of coexpressed genes were previously identified in the prefrontal cortex of individuals with ASD.<sup>7</sup>

(D) Differentially expressed genes, following CRISPRi to *Arid1b*, were identified from bulk RNA-seq of day 8 cultured cells. The enrichment of differentially expressed genes is shown in the modules from (C).

(E) The analysis in (D) is repeated for CRISPRi to *Tbr1*.

GW23, gestational week 23; E15.5/E18.5, embryonic days 15.5/18.5. Statistical analyses: (A) Fisher's exact test; (B) two-tailed t test with Tukey correction was used for pairwise comparisons; (D and E) Fisher's exact test; \* $p \leq 0.05$  and \*\*\* $p \leq 0.001$ .

See also Figures S6 and S7.

In contrast, other DNA-binding motifs, such as the motif of the ASD-associated genes *RFX3* and *TCF4*, are substantially enriched (Figure 3). These motif data also support the hypothesis that one of the core roles of these five TRs is to drive the expression of genes in neuronal lineage cells through binding to the promoter region. The observed motifs (Figure 3) and hs399 VISTA enhancer experiment (Figure 5) implicate the formation of promoter-enhancer loops in this role, based on the enrichment for the GFY-STAF-ZNF143 proximal motif and the CTCF/BORIS distal motif (Figure 3). These patterns of protein-protein interactions may reflect the role of

Protein-protein interactions between the TRs could explain the shared genomic targets (Figure 2) and the reduced activity of the hs399 VISTA enhancer in the absence of *TBR1* (Figure 5). Protein interaction data from the literature provide some support for this possibility, including interactions of *BCL11A*-*TBR1*,<sup>37</sup> *FOXP1*-*TBR1*,<sup>38</sup> *FOXP1*-*BCL11A* (via *NR2F1*/*NR2F2*),<sup>39</sup> *FOXP1*-*TCF7L2*,<sup>40</sup> and *FOXP1*-*YY1* (Figure 3).<sup>39</sup> Motif analysis results would also fit with this explanation. Four of the five ASD-associated TRs have previously been associated with a distinct DNA-binding motif based on DNA sequence enrichment within ChIP-seq peaks (Figure S2E). While we do observe enrichment of the *BCL11A*, *FOXP1*, *TBR1*, and *TCF7L2* motifs (Figure S2E), the degree of enrichment is comparatively modest (Figure 3; Table S4).

these ASD-associated TR proteins in known chromatin regulatory complexes, including *BAF*/*SWI*/*SNF* (*ARID1B*, *BCL11A*, *TCF7L2*) and *NuRD* (*BCL11A*, *FOXP1*).<sup>41–43</sup>

If regulatory ASD-associated genes act through complexes at promoter and/or enhancer regions to increase gene expression in neuronal lineage cells, then we would predict that decreased expression of these target genes would confer ASD risk. This fits conceptually with exome-sequencing results, which identified ASD risk through loss-of-function variants in genes with high neuronal expression<sup>2,6</sup> and whole-genome sequencing results, which implicate *de novo* variants in promoter regions conserved across species.<sup>44</sup> Regulatory complexes also provide a mechanism by which multiple common variants of small effect

size could lead to additive risk.<sup>45,46</sup> Under this regulatory complex model, we would predict that heterozygous disruption of one of these ASD-associated TRs would lead to dysregulation of other ASD genes. This expectation is borne out in mice with heterozygous loss of function of *Foxp1*<sup>47</sup>; however, the interpretation is challenging due to experimental heterogeneity, including differences in brain region, developmental stage, and mutation and the varying sensitivity to detect differential gene expression based on baseline levels of gene expression.

As a complementary approach to assessing the functional impact of loss of function of ASD-associated TRs, we used CRISPRi to knock down *Arid1b* and *Tbr1* in primary cultures from P0 mouse neocortex. As predicted, we observed substantially decreased expression of numerous ASD-associated genes; corresponding increased expression was observed for genes in previously defined coexpression modules enriched for astrocytes and microglia marker genes (Figures 6D and 6E). These results mirror patterns observed from bulk and single-cell analyses of ASD cases and controls in the postmortem human brain.<sup>7,9,48</sup> Concurrent analysis of cell-type markers suggests that these signals are driven by changes in cell-type proportion, specifically a relative reduction in neurons and an increase in astrocytes (Figure 6B). A corresponding transient increase in caspase-3 suggests increased apoptosis in the presence of the knockdown; thus, many of the observed transcriptional changes may reflect an alteration in the ratio of cell types.

Similar changes in cell-type proportion have been observed following the disruption of cortical transcription factors, including *TBR1*, in human organoid models,<sup>49</sup> and an increase in the proportion of protoplasmic astrocytes was described in the postmortem cortex of ASD cases.<sup>9</sup> Deconvolution of bulk transcriptomic data from the postmortem brain in ASD cases and controls shows similar patterns; however, the changes are modest and heterogeneous (Figure S7).<sup>8</sup>

cultured mouse cortical neurons should reflect a 50% constitutive knockout in the developing human brain. These results raise a potential convergent downstream consequence of regulatory disruption, but substantial work is required to assess whether similar consequences occur in ASD or contribute to symptoms.

## Conclusions

Analysis of five ASD-associated transcription regulators leads to a model in which their encoded proteins act as components of molecular mechanisms titrated to control gene expression in developing neuronal lineage cells. Like a clock mechanism, many components are essential, and the failure of any individual component can impact overall function. Under this model, disruption of any of multiple ASD-associated TR genes leads to a common neurodevelopmental outcome through shared genomic targets, while specificity to ASD and developmental delay is due to a combination of haploinsufficiency and high neuronal expression of ASD-associated target genes during neurodevelopment, making them the most vulnerable to small perturbations in expression.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
  - Animals
  - Transgenic animal models
- METHOD DETAILS
  - Transcription regulator chromatin immunoprecipitation and sequencing (TR ChIP-Seq)
  - Histone chromatin immunoprecipitation and sequencing (histone ChIP-Seq)
  - ChIP-seq Computational analysis
  - *In vitro* CRISPRi assay in mouse primary cortical cultures
  - RNA extraction and cDNA synthesis
  - Quantitative real-time PCR (qPCR)
  - Generation of hs399-CT2IG enhancer transgenic mouse
  - RNA-seq on TSS-CRISPRi cells
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - ENCODE ChIP-seq overlap analysis
  - Overlap between epigenetic datasets
  - Overlap between Phastcons loci
  - Motif analysis
  - Brain expression
  - Vista enhancer validation of distal  $\geq 3$ TRa peaks
  - Identification of distal TR interactions with ASD genes via ABC score
  - CRISPRi analyses

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2024.114329>.

## ACKNOWLEDGMENTS

This work was supported by funding provided by the Simons Foundation Autism Research Initiative, grants 630332 (to J.L.R.R.) and 736613 (to S.J.S.);

the National Institute of Neurological Disorders and Stroke, grant R01 NS099099 (to J.L.R.R.); the National Institute of Mental Health, grants U01 MH116487 (to M.W.S.), U01 MH115747 (to M.W.S.), R01 MH129751 (to S.J.S.), R01 MH125516 (to S.J.S.), U01 MH122681 (to S.J.S.), and R01 MH120513 (to A.S.N.); the Overlook International Fund; the National Research Foundation of Korea, grants NRF-2020R1C1C1003426 (to J.-Y.A.) and NRF-2021M3E5D9021878 (to J.-Y.A.); the Korea University Insung Research, grant K2218731 (to J.-Y.A.); and an NSF graduate research fellowship (to N.F.P.).

## AUTHOR CONTRIBUTIONS

Conceptualization, S.F.D., J.-Y.A., S.J.S., and J.L.R.R.; methodology, S.F.D., J.-Y.A., K.L., N.F.P., L.L., S.J.S., and J.L.R.R.; investigation, S.F.D., J.-Y.A., S.J.S., and J.L.R.R.; writing – original draft, S.F.D., J.-Y.A., K.L., N.F.P., J.L.R.R., and S.J.S.; writing – review & editing, S.F.D., J.-Y.A., A.R.Y., A.S.N., M.W.S., J.L.R.R., and S.J.S.; funding acquisition, J.-Y.A., M.W.S., S.J.S., and J.L.R.R.; supervision, S.J.S. and J.L.R.R.

## DECLARATION OF INTERESTS

J.L.R.R. is cofounder and stockholder, and currently on the scientific board, of Neurona, a company studying the potential therapeutic use of interneuron transplantation. S.J.S. receives research funding from BioMarin Pharmaceutical. M.W.S. is a consultant to BlackThorn and ArRett Pharmaceuticals. L.L. is a stockholder and employee of Invitae.

Received: May 29, 2023

Revised: September 15, 2023

Accepted: May 22, 2024

Published: June 7, 2024

## REFERENCES

- Sandin, S., Lichtenstein, P., Kuja-Halkola, R., Hultman, C., Larsson, H., and Reichenberg, A. (2017). The Heritability of Autism Spectrum Disorder. *JAMA* 318, 1182–1184.
- Satterstrom, F.K., Kosmicki, J.A., Wang, J., Breen, M.S., De Rubeis, S., An, J.-Y., Peng, M., Collins, R., Grove, J., Klei, L., et al. (2020). Large-Scale Exome Sequencing Study Implicates Both Developmental and Functional Changes in the Neurobiology of Autism. *Cell* 180, 568–584.e23. <https://doi.org/10.1016/j.cell.2019.12.036>.
- Fu, J.M., Satterstrom, F.K., Peng, M., Brand, H., Collins, R.L., Dong, S., Klei, L., Stevens, C.R., Cusick, C., Babadi, M., et al. (2021). Rare coding variation illuminates the allelic architecture, risk genes, cellular expression patterns, and phenotypic context of autism. Preprint at medRxiv. <https://doi.org/10.1101/2021.12.20.21267194>.
- Willsey, A.J., Sanders, S.J., Li, M., Dong, S., Tebbenkamp, A.T., Muhle, R.A., Reilly, S.K., Lin, L., Fertuzinhos, S., Miller, J.A., et al. (2013). Coexpression networks implicate human midfetal deep cortical projection neurons in the pathogenesis of autism. *Cell* 155, 997–1007.
- Parikshak, N.N., Luo, R., Zhang, A., Won, H., Lowe, J.K., Chandran, V., Horvath, S., and Geschwind, D.H. (2013). Integrative functional genomic analyses implicate specific molecular pathways and circuits in autism. *Cell* 155, 1008–1021.
- Werling, D.M., Pochareddy, S., Choi, J., An, J.-Y., Sheppard, B., Peng, M., Li, Z., Dastmalchi, C., Santpere, G., Sousa, A.M.M., et al. (2020). Whole-Genome and RNA Sequencing Reveal Variation and Transcriptomic Coordination in the Developing Human Prefrontal Cortex. *Cell Rep.* 31, 107489.
- Parikshak, N.N., Swarup, V., Belgard, T.G., Irimia, M., Ramaswami, G., Gandal, M.J., Hartl, C., Leppa, V., Ubieta, L.d.I.T., Huang, J., et al. (2016). Genome-wide changes in lncRNA, splicing, and regional gene expression patterns in autism. *Nature* 540, 423–427.
- Haney, J.R., Wamsley, B., Chen, G.T., Parhami, S., Emani, P.S., Chang, N., Hoftman, G.D., de Alba, D., Kale, G., Ramaswami, G., et al. (2022). Broad transcriptomic dysregulation occurs across the cerebral cortex in ASD. *Nature* 611, 532–539. <https://doi.org/10.1101/2020.12.17.423129>.
- Velmeshev, D., Schirmer, L., Jung, D., Haeussler, M., Perez, Y., Mayer, S., Bhaduri, A., Goyal, N., Rowitch, D.H., and Kriegstein, A.R. (2019). Single-cell genomics identifies cell type-specific molecular changes in autism. *Science* 364, 685–689.
- Jin, X., Simmons, S.K., Guo, A., Shetty, A.S., Ko, M., Nguyen, L., Jokhi, V., Robinson, E., Oyler, P., Curry, N., et al. (2020). In vivo Perturb-Seq reveals neuronal and glial abnormalities associated with Autism risk genes. *Science* 370, eaaz6063.
- Cotney, J., Muhle, R.A., Sanders, S.J., Liu, L., Willsey, A.J., Niu, W., Liu, W., Klei, L., Lei, J., Yin, J., et al. (2015). The autism-associated chromatin modifier CHD8 regulates other autism risk genes during human neurodevelopment. *Nat. Commun.* 6, 6404.
- Sugathan, A., Biagioli, M., Golzio, C., Erdin, S., Blumenthal, I., Manavalan, P., Ragavendran, A., Brand, H., Lucente, D., Miles, J., et al. (2014). CHD8 regulates neurodevelopmental pathways associated with autism spectrum disorder in neural progenitors. *Proc. Natl. Acad. Sci. USA* 111, E4468–E4477.
- Notwell, J.H., Heavner, W.E., Darbandi, S.F., Katzman, S., McKenna, W.L., Ortiz-Londono, C.F., Tastad, D., Eckler, M.J., Rubenstein, J.L.R., McConnell, S.K., et al. (2016). TBR1 Regulates Autism Risk Genes in the Developing Neocortex. *Cold Spring Harb. Genome research* 26, 1013–1022.
- Markenscoff-Papadimitriou, E., Binyameen, F., Whalen, S., Price, J., Lim, K., Ypsilanti, A.R., Catta-Preta, R., Pai, E.L.-L., Mu, X., Xu, D., et al. (2021). Autism risk gene POGZ promotes chromatin accessibility and expression of clustered synaptic genes. *Cell Rep.* 37, 110089.
- Aguet, F., Brown, A.A., Castel, S.E., Davis, J.R., He, Y., Jo, B., Mohammedi, P., Park, Y.S., Parsana, P., Segre, A.V., et al. (2017). Genetic effects on gene expression across human tissues. *Nature* 550, 204–213.
- Uhlén, M., Fagerberg, L., Hallström, B.M., Lindskog, C., Oksvold, P., Martinoglou, A., Sivertsson, Å., Kampf, C., Sjöstedt, E., Asplund, A., et al. (2015). Proteomics. Tissue-based map of the human proteome. *Science* 347, 1260419.
- Nowakowski, T.J., Bhaduri, A., Pollen, A.A., Alvarado, B., Mostajo-Radji, M.A., Di Lullo, E., Haeussler, M., Sandoval-Espinoza, C., Liu, S.J., Velmeshev, D., et al. (2017). Spatiotemporal gene expression trajectories reveal developmental hierarchies of the human cortex. *Science* 358, 1318–1323.
- Schirmer, L., Velmeshev, D., Holmqvist, S., Kaufmann, M., Werneburg, S., Jung, D., Vistnes, S., Stockley, J.H., Young, A., Steindel, M., et al. (2019). Neuronal vulnerability and multilineage diversity in multiple sclerosis. *Nature* 573, 75–82.
- Li, M., Santpere, G., Kawasawa, Y.I., Evgrafov, O.V., Gulden, F.O., Pochareddy, S., Sunkin, S.M., Li, Z., Shin, Y., Zhu, Y., et al. (2018). Integrative functional genomic analysis of human brain development and neuropsychiatric risks. *Science* 362, eaat7615. <https://doi.org/10.1126/science.aat7615>.
- Fazel Darbandi, S., Robinson Schwartz, S.E., Qi, Q., Catta-Preta, R., Pai, E.L.-L., Mandell, J.D., Everitt, A., Rubin, A., Krasnoff, R.A., Katzman, S., et al. (2018). Neonatal Tbr1 Dosage Controls Cortical Layer 6 Connectivity. *Neuron* 100, 831–845.e7.
- Chodelkova, O., Masek, J., Korinek, V., Kozmik, Z., and Machon, O. (2018). Tcf7L2 is essential for neurogenesis in the developing mouse neocortex. *Neural Dev.* 13, 8.
- Lee, M., Yoon, J., Song, H., Lee, B., Lam, D.T., Yoon, J., Baek, K., Clevers, H., and Jeong, Y. (2017). Tcf7L2 plays crucial roles in forebrain development through regulation of thalamic and habenular neuron identity and connectivity. *Dev. Biol.* 424, 62–76.
- Markenscoff-Papadimitriou, E., Whalen, S., Przytycki, P., Thomas, R., Binyameen, F., Nowakowski, T.J., Kriegstein, A.R., Sanders, S.J., State, M.W., Pollard, K.S., and Rubenstein, J.L. (2020). A Chromatin Accessibility Atlas of the Developing Human Telencephalon. *Cell* 182, 754–769.e18.

24. Chen, X., Xu, H., Yuan, P., Fang, F., Huss, M., Vega, V.B., Wong, E., Orlov, Y.L., Zhang, W., Jiang, J., et al. (2008). Integration of External Signaling Pathways with the Core Transcriptional Network in Embryonic Stem Cells. *Cell* 133, 1106–1117.
25. Hansen, A.S., Pustova, I., Cattoglio, C., Tjian, R., and Darzacq, X. (2017). CTCF and cohesin regulate chromatin loop stability with distinct dynamics. *Elife* 6, e25776.
26. Kaplanis, J., Samocha, K.E., Wiel, L., Zhang, Z., Arvai, K.J., Eberhardt, R.Y., Gallone, G., Lelieveld, S.H., Martin, H.C., McRae, J.F., et al. (2020). Evidence for 28 genetic disorders discovered by combining healthcare and research data. *Nature* 586, 757–762.
27. Singh, T., Poterba, T., Curtis, D., Akil, H., Al Eissa, M., Barchas, J.D., Bass, N., Bigdeli, T.B., Breen, G., Bromet, E.J., et al. (2022). Rare coding variants in ten genes confer substantial risk for schizophrenia. *Nature* 604, 509–516.
28. Satterstrom, F.K., Kosmicki, J.A., Wang, J., Breen, M.S., De Rubeis, S., An, J.-Y., Peng, M., Collins, R., Grove, J., Klei, L., et al. (2020). Large-Scale Exome Sequencing Study Implicates Both Developmental and Functional Changes in the Neurobiology of Autism. *Cell* 180, 568–584.e23. <https://doi.org/10.1016/j.cell.2019.12.036>.
29. Fulco, C.P., Nasser, J., Jones, T.R., Munson, G., Bergman, D.T., Subramanian, V., Grossman, S.R., Anyoha, R., Doughty, B.R., Patwardhan, T.A., et al. (2019). Activity-by-contact model of enhancer–promoter regulation from thousands of CRISPR perturbations. *Nat. Genet.* 51, 1664–1669.
30. Won, H., de la Torre-Ubieta, L., Stein, J.L., Parikshak, N.N., Huang, J., Opland, C.K., Gandai, M.J., Sutton, G.J., Hormozdiari, F., Lu, D., et al. (2016). Chromosome conformation elucidates regulatory relationships in developing human brain. *Nature* 538, 523–527.
31. Visel, A., Minovitsky, S., Dubchak, I., and Pennacchio, L.A. (2007). VISTA Enhancer Browser—a database of tissue-specific human enhancers. *Nucleic Acids Res.* 35, D88–D92.
32. Pattabiraman, K., Golonzka, O., Lindtner, S., Nord, A.S., Taher, L., Hoch, R., Silberberg, S.N., Zhang, D., Chen, B., Zeng, H., et al. (2014). Transcriptional regulation of enhancers active in protodomains of the developing cerebral cortex. *Neuron* 82, 989–1003.
33. Polioudakis, D., de la Torre-Ubieta, L., Langerman, J., Elkins, A.G., Shi, X., Stein, J.L., Vuong, C.K., Nichterwitz, S., Gevorgian, M., Opland, C.K., et al. (2019). A Single-Cell Transcriptomic Atlas of Human Neocortical Development during Mid-gestation. *Neuron* 103, 785–801.e8.
34. De Rubeis, S., He, X., Goldberg, A.P., Poultney, C.S., Samocha, K., Cicek, A.E., Kou, Y., Liu, L., Fromer, M., Walker, S., et al. (2014). Synaptic, transcriptional and chromatin genes disrupted in autism. *Nature* 515, 209–215.
35. Sanders, S.J., He, X., Willsey, A.J., Ercan-Sencicek, A.G., Samocha, K.E., Cicek, A.E., Sanders, S.J., He, X., Willsey, A.J., Dong, S., and Murtha, M.T. (2015). Insights into Autism Spectrum Disorder Genomic Architecture and Biology from 71 Risk Loci. *Neuron* 87, 1215–1233.
36. Trevino, A.E., Müller, F., Andersen, J., Sundaram, L., Kathiria, A., Shcherbina, A., Farh, K., Chang, H.Y., Paşca, A.M., Kundaje, A., et al. (2021). Chromatin and gene-regulatory dynamics of the developing human cerebral cortex at single-cell resolution. *Cell* 184, 5053–5069.e23.
37. den Hoed, J., Solis, E., Venselaar, H., Estruch, S.B., Deriziotis, P., and Fisher, S.E. (2018). Functional characterization of TBR1 variants in neurodevelopmental disorder. *Sci. Rep.* 8, 14279.
38. Deriziotis, P., O’Roak, B.J., Graham, S.A., Estruch, S.B., Dimitropoulou, D., Bernier, R.A., Gerds, J., Shendure, J., Eichler, E.E., and Fisher, S.E. (2014). De novo TBR1 mutations in sporadic autism disrupt protein functions. *Nat. Commun.* 5, 4954.
39. Estruch, S.B., Graham, S.A., Quevedo, M., Vito, A., Dekkers, D.H.W., Deriziotis, P., Solis, E., Demmers, J., Poot, R.A., and Fisher, S.E. (2018). Proteomic analysis of FOXP proteins reveals interactions between cortical transcription factors associated with neurodevelopmental disorders. *Hum. Mol. Genet.* 27, 1212–1227.
40. Walker, M.P., Stopford, C.M., Cederlund, M., Fang, F., Jahn, C., Rabino-witz, A.D., Goldfarb, D., Graham, D.M., Yan, F., Deal, A.M., et al. (2015). FOXP1 potentiates Wnt/ $\beta$ -catenin signaling in diffuse large B cell lymphoma. *Sci. Signal.* 8, ra12.
41. Sen, M., Wang, X., Hamdan, F.H., Rapp, J., Eggert, J., Kosinsky, R.L., Wegwitz, F., Kutschat, A.P., Younesi, F.S., Gaedcke, J., et al. (2019). ARID1A facilitates KRAS signaling-regulated enhancer activity in an AP1-dependent manner in colorectal cancer cells. *Clin. Epigenet.* 11, 92.
42. Moody, R.R., Lo, M.-C., Meagher, J.L., Lin, C.-C., Stevers, N.O., Tinsley, S.L., Jung, I., Matvekas, A., Stuckey, J.A., and Sun, D. (2018). Probing the interaction between the histone methyltransferase/deacetylase subunit RBBP4/7 and the transcription factor BCL11A in epigenetic complexes. *J. Biol. Chem.* 293, 2125–2136.
43. Chokas, A.L., Trivedi, C.M., Lu, M.M., Tucker, P.W., Li, S., Epstein, J.A., and Morrissey, E.E. (2010). Foxp1/2/4-NuRD interactions regulate gene expression and epithelial injury response in the lung via regulation of interleukin. *J. Biol. Chem.* 285, 13304–13313.
44. An, J.-Y., Lin, K., Zhu, L., Werling, D.M., Dong, S., Brand, H., Wang, H.Z., Zhao, X., Schwartz, G.B., Collins, R.L., et al. (2018). Genome-wide de novo risk score implicates promoter variation in autism spectrum disorder. *Science* 362, eaat6576.
45. Grove, J., Ripke, S., Als, T.D., Mattheisen, M., Walters, R.K., Won, H., Pallesen, J., Agerbo, E., Andreassen, O.A., Anney, R., et al. (2019). Identification of common genetic risk variants for autism spectrum disorder. *Nat. Genet.* 51, 431–444.
46. Gaugler, T., Klei, L., Sanders, S.J., Bodea, C.A., Goldberg, A.P., Lee, A.B., Mahajan, M., Manaa, D., Pawitan, Y., Reichert, J., et al. (2014). Most genetic risk for autism resides with common variation. *Nat. Genet.* 46, 881–885.
47. Araujo, D.J., Anderson, A.G., Berto, S., Runnels, W., Harper, M., Ammannuel, S., Rieger, M.A., Huang, H.C., Rajkovich, K., Loerwald, K.W., et al. (2015). FoxP1 orchestration of ASD-relevant signaling pathways in the striatum. *Genes Dev.* 29, 2081–2096.
48. Gandal, M.J., Haney, J.R., Parikshak, N.N., Leppa, V., Ramaswami, G., Hartl, C., Schork, A.J., Appadurai, V., Buil, A., Werge, T.M., et al. (2018). Shared molecular neuropathology across major psychiatric disorders parallels polygenic overlap. *Science* 359, 693–697.
49. J. S. Fleck, S. M. J. Jansen, D. Wollny, M. Seimiya, F. Zenk, M. Santel, Z. He, J. Gray Camp, B. Treutlein, Inferring and perturbing cell fate regulomes in human brain organoids, *Nature*, 621, 365–372. Preprint at bioRxiv. <https://doi.org/10.1101/2021.08.24.457460>.
50. Bedogni, F., Hodge, R.D., Elsen, G.E., Nelson, B.R., Daza, R.A.M., Beyer, R.P., Bammler, T.K., Rubenstein, J.L.R., and Hevner, R.F. (2010). Tbr1 regulates regional and laminar identity of postmitotic neurons in developing neocortex. *Proc. Natl. Acad. Sci. USA* 107, 13129–13134.
51. Fazel Darbandi, S., Robinson Schwartz, S.E., Pai, E.L.-L., Everitt, A., Turner, M.L., Cheyette, B.N.R., Willsey, A.J., State, M.W., Sohal, V.S., and Rubenstein, J.L.R. (2020). Enhancing WNT Signaling Restores Cortical Neuronal Spine Maturation and Synaptogenesis in Tbr1 Mutants. *Cell Rep.* 31, 107495.
52. Schneider, C.A., Rasband, W.S., and Eliceiri, K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. *Nat. Methods* 9, 671–675. <https://doi.org/10.1038/nmeth.2089>.
53. Tasic, B., Hippenmeyer, S., Wang, C., Gamboa, M., Zong, H., Chen-Tsai, Y., and Luo, L. (2011). Site-specific integrase-mediated transgenesis in mice via pronuclear injection. *Proc. Natl. Acad. Sci. USA* 108, 7902–7907, in press. <https://doi.org/10.1073/pnas.1019507108>.
54. Khaled, W.T., Choon Lee, S., Stingl, J., Chen, X., Raza Ali, H., Rueda, O.M., Hadi, F., Wang, J., Yu, Y., Chin, S.-F., et al. (2015). BCL11A is a triple-negative breast cancer gene with critical functions in stem and progenitor cells. *Nat. Commun.* 6, 5987.

55. Celen, C., Chuang, J.-C., Luo, X., Nijem, N., Walker, A.K., Chen, F., Zhang, S., Chung, A.S., Nguyen, L.H., Nassour, I., et al. (2017). Arid1b haploinsufficient mice reveal neuropsychiatric phenotypes and reversible causes of growth impairment. *Elife* 6, e25730. <https://doi.org/10.7554/eLife.25730>.
56. Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841–842.
57. Concordet, J.-P., and Haeussler, M. (2018). CRISPOR: intuitive guide selection for CRISPR/Cas9 genome editing experiments and screens. *Nucleic Acids Res.* 46, W242–W245.
58. Vogt, D., Wu, P.-R., Sorrells, S.F., Arnold, C., Alvarez-Buylla, A., and Rubenstein, J.L.R. (2015). Viral-mediated Labeling and Transplantation of Medial Ganglionic Eminence (MGE) Cells for In Vivo Studies. *J. Vis. Exp.* 58, 52740. <https://doi.org/10.3791/52740>.
59. Darbandi, S., and Franck, J.P.C. (2009). A comparative study of ryanodine receptor (RyR) gene expression levels in a basal ray-finned fish, bichir (*Polypertus ornatipinnis*) and the derived euteleost zebrafish (*Danio rerio*). *Comp. Biochem. Physiol. B Biochem. Mol. Biol.* 154, 443–448.
60. Pfaffl, M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res.* 29, e45.
61. Visel, A., Taher, L., Girgis, H., May, D., Golonzhka, O., Hoch, R.V., McKinsey, G.L., Pattabiraman, K., Silberberg, S.N., Blow, M.J., et al. (2013). A high-resolution enhancer atlas of the developing telencephalon. *Cell* 152, 895–908.
62. Soneson, C., Love, M.I., and Robinson, M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res.* 4, 1521.
63. Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**RESOURCE AVAILABILITY**

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contacts, Dr. Stephan Sander () and Dr. John L. Rubenstein ().

**Materials availability**

All unique/stable reagents generated in this study are available from the [lead contacts](#) without restriction.

### Data and code availability

- The data used in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession number GSE248876 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248876>).
- All original code has been deposited at [https://github.com/sanderslab/five\\_tr\\_chip](https://github.com/sanderslab/five_tr_chip) and is publicly available as of the date of publication.

## EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

### Animals

All procedures and animal care were approved and performed in accordance with the University of California San Francisco Laboratory Animal Research Center (LARC) guidelines. All wildtype strains were maintained on a CD1 background. Animals were housed in a vivarium with a 12hr light, 12hr dark cycle. Postnatally, experimental animals were kept with their littermates. For timed pregnancies, noon on the day of the vaginal plug was counted as embryonic day 0.5.

### Transgenic animal models

dCAS9-KRAB mouse was a gift from McManus lab (UCSF) on a CD1 background. The dCAS9-KRAB mice were generated in the FVB background with the TARGATTM site-specific knock-in technology<sup>53</sup> by introducing a construct expressing containing CAG promoter, puromycin resistance, mCherry and the dead Cas9 (dCas9) protein fused to the KRAB (Krüppel Associated Box) domain into the *Hipp11* locus. hs399-CT2IG enhancer transgenic mouse was generated at the Gladstone Transgenic Gene Targeting Core.

## METHOD DETAILS

### Transcription regulator chromatin immunoprecipitation and sequencing (TR ChIP-Seq)

Transcription regulator ChIP (TR ChIP) was performed using antibodies (specified below) against ARID1B, BCL11A, FOXP1, TBR1, and TCF7L2. Wildtype mouse cortices were dissected from E15.5 and E18.5 brains in ice-cold HBSS.

De-identified tissue samples were obtained with patient consent in strict observance of the legal and institutional ethical regulations. Protocols were approved by the Human Gamete, Embryo, and Stem Cell Research Committee, the institutional review board at the University of California San Francisco (UCSF). Fresh fetal brain samples were obtained from elective terminations, with no karyotype abnormalities or genetic conditions reported, and transported in freshly made Cerebral Spinal Fluid on ice (CSF). Samples were collected from gestational week 23 (GW23) prefrontal cortex (PFC). All dissections and ChIP-seq experiments were performed within 2 h of tissue acquisition.

Human and mouse cortical samples were dissociated by pipetting in ice-cold HBSS. Dissociated cells were fixed in 1% formaldehyde for 10 min at RT. The fixed cells were neutralized with 1 mL 2.5M glycine and washed 3X in 1X PBS on ice. Fixed cells were lysed in a hypotonic buffer (50 mM Tris-HCl pH = 7.5, 0.5% NP-40, 0.25% Sodium Deoxycholate, 0.1% SDS, 150 mM NaCl). Nuclei was extracted by centrifugation at 13,500 rpm for 10 min at 4°C and sheared into 200 - 1,000 bp fragments using a Covaris S2 (14 cycles of duty cycle = 5%, intensity = 3 and cycles per burst = 200).

Immunoprecipitation (IP) reactions of two biological replicates on mouse cortex at E15.5 and E18.5 and human PFC at GW23 were performed by diluting the sheared chromatin 1:10 in ChIP dilution buffer (16.7 mM Tris-HCl pH = 8.0, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100) in 3 mL final volume. 100  $\mu$ L was removed as "input". 5  $\mu$ g of primary antibody against ARID1B (Santa Cruz Biotech, sc32762 X), BCL11A (Abcam, ab19487), FOXP1 (Santa Cruz Biotech, sc-376650 X), TBR1 (Santa Cruz Biotech, sc48816 X) and TCF7L2 (Santa Cruz Biotech, sc166699 X) were added to each IP. 20X molar excess blocking peptide (FOXP1) and IgG (ARID1B, BCL11A, TCF7L2) and TBR1 constitutive null were used as negative control for each given ChIP experiments.

Antibody specificity has been examined for all the target proteins. The antibody specificity against TBR1,<sup>20</sup> BCL11A<sup>54</sup> and ARID1B<sup>55</sup> were previously demonstrated. We assessed anti-FOXP1 antibody specificity using a blocking peptide designed against the antibody epitope (Santa Cruz Biotech, sc-376650 P). TCF7L2 antibody specificity was examined through IHC analysis the TCF7L2 staining in the Tcf7l2<sup>fl/+</sup>:1538CRE-ERTdTomato<sup>fl/+</sup> conditional mutant compared to the heterozygous control (Tcf7l2<sup>fl/+</sup>:1538CRE-ERTdTomato<sup>fl/+</sup>) at E12.5. Using this paradigm, we observed TCF7L2 signal reduced in pre-optic area (POA) in the conditional null mutant compared to the heterozygous controls, a region where CRE-expressing lineage cells are present.

Protein/antibody complexes were collected using Dynabeads (20  $\mu$ L protein A + 20  $\mu$ L protein G). Beads were washed once in each of Wash buffers (low salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH = 8.0, 150 mM NaCl; High Salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH = 8.0, 500 mM NaCl; LiCl buffer: 0.25 M LiCl, 1% IGEPAL CA630, 1% deoxycholic acid, 1 mM EDTA, 10 mM Tris-HCl pH = 8.0 and lastly 1X TE pH = 7.5. ChIP DNA was eluted twice in elution buffer (10 mM Tris-HCl pH = 8.0, 1 mM EDTA, 100 mM NaHCO<sub>3</sub>, 1 mM SDS) at 65°C for 15 min each with shaking. Eluted ChIP DNA was reverse cross-linked in 8  $\mu$ L 5M NaCl, 4  $\mu$ L 1M Tris-HCl pH = 6.5, 4  $\mu$ L 0.5M EDTA overnight at 65°C. ChIP DNA was treated with 4  $\mu$ L 10 mg/mL RNase A at 37°C for 15 min and then 1  $\mu$ L 10 mg/mL proteinase K to each sample and incubated at 55°C for 1 h.

ChIP DNA was purified using ChIP DNA Clean and Concentrator kit (Zymo Research, D5205). ChIP-seq libraries were generated using Ovation Ultralow System V2 Multiplex System (NuGEN) following manufacturer's protocol, using 12 PCR cycles. The resulting

libraries were size selected 180–350 bp using BluePippin (Sage Science) and sequenced at the Center for Advanced Technology at UCSF (Illumina HiSeq 4000; <http://cat.ucsf.edu/>) using a single read 50-bp strategy.

### Histone chromatin immunoprecipitation and sequencing (histone ChIP-Seq)

Human and mouse samples were acquired as for TR ChIP-seq above. All dissections and downstream experiments were performed within 2 h of tissue acquisition. From each dissection, nuclei were isolated by manually douncing the tissue twenty times in 1 mL Buffer I (300 mM sucrose, 60 mM KCl, 15 mM NaCl, 15 mM Tris-HCl pH = 7.5, 5 mM MgCl<sub>2</sub>, 0.1 mM EGTA, 1 mM DTT, 1.1 mM PMSF, 50 mM Sodium Butyrate, EDTA-free Protease inhibitors) on ice using a loose pestle douncer, and then lysed on ice for 10 min after adding 1 mL Buffer II (300 mM sucrose, 60 mM KCl, 15 mM NaCl, 15 mM Tris-HCl pH = 7.5, 5 mM MgCl<sub>2</sub>, 0.1 mM EGTA, 0.1% NP-40, 1 mM DTT, 1.1 mM PMSF, 50 mM Sodium Butyrate, EDTA-free Protease inhibitors).

During the incubation, nuclei were counted using trypan blue and 500,000 nuclei were spun down at 7,000rpm for 10 min at 4°C. Nuclei were resuspended in 250  $\mu$ L MNase buffer (320 mM sucrose, 50 mM Tris-HCl pH = 7.5, 4 mM MgCl<sub>2</sub>, 1 mM CaCl<sub>2</sub>, 1.1 mM PMSF, 50 mM Sodium Butyrate) and incubated in a 37°C water bath with 2  $\mu$ L MNase enzyme (NEB) for 8 min. MNase digestion was stopped by adding 10  $\mu$ L 0.5M EDTA, and chromatin was spun down for 10 min at 10,000 rpm 4°C. Soluble fraction S1 supernatant was saved at 4°C overnight, and S2 fraction was dialyzed overnight in 250 $\mu$ L dialysis buffer at 4°C (1 mM Tris-HCl pH = 7.5, 0.2 mM EDTA, 0.1 mM PMSF, 50 mM Sodium Butyrate, 1X Protease Inhibitors).

S1 and S2 fractions were combined, 50  $\mu$ L was saved as input, and immunoprecipitation assay was set up in 50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 125 mM NaCl, 0.1% Tween 20. 250 mM Sodium Butyrate was supplemented for H3K27ac ChIPs. The following antibodies were used for ChIP: H3K27ac (Millipore, cma309), H3K4me1 (Abcam, ab8895), H3K27me3 (Millipore, 07-449), H3K4me3 (Abcam, ab185637). 1 mL of antibody was added to 1 mL chromatin in ChIP dilution buffer (16.7 mM Tris-HCl pH = 8.0, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100) and incubated overnight with chromatin at 4°C rotating. Protein A and Protein G beads (10  $\mu$ L each) were blocked overnight in 700  $\mu$ L ChIP buffer, 20  $\mu$ L yeast tRNA (20 mg/mL), and 300  $\mu$ L BSA (10 mg/mL). Beads were washed three times on ice in Wash buffer I (50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 125 mM NaCl, 0.1% Tween 20, supplemented with 1X protease inhibitors and 5 mM sodium butyrate) and three times in Wash buffer II (50 mM Tris-HCl pH = 7.5, 10 mM EDTA, 175 mM NaCl, 0.1% NP-40, supplemented with 1X protease inhibitors and 5 mM sodium butyrate). Lastly, beads were washed once in 1X TE buffer. ChIP DNA was eluted twice in 100  $\mu$ L elution buffer (10 mM Tris-HCl pH = 8.0, 1 mM EDTA, 100 mM NaHCO<sub>3</sub>, 1 mM SDS) at 37°C for 15 min each with shaking.

IP reactions were incubated at 65°C for 30 min and purified using ChIP DNA Clean and Concentrator kit (Zymo Research, D5205). ChIP-seq libraries were generated using Ovation Ultralow System V2 (NuGEN) following manufacturer's protocol. The resulting libraries were size selected (180–350 bp) and sequenced at the Center for Advanced Technology at UCSF (Illumina HiSeq 4000; <http://cat.ucsf.edu/>) using a single read 50-bp strategy.

### ChIP-seq Computational analysis

#### Peak Calling

Human samples were aligned to the main chromosomal contigs of the GRCh38 genome. Mouse samples were aligned to the main chromosomal contigs GRCm38 (mm10) genome. Both alignments were performed by BWA (v0.7.15) *bwa mem ref\_genome.fa sample.fastq.gz*. Resulting SAM files were converted to BAM files with a MAPQ filter of 30 and sorted using samtools (v1.10). *samtools view -q 30 -Shu -o sample.unsorted.bam sample.unsorted.sam*, and *samtools sort -o sample.bam sample.unsorted.bam*.

How the deposited data were processed for this re-analysis (not part of the article)

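ChIP-seq of ARID1B, FOXP1, and TCF7L2 in mouse cortex at E15.5 and E18.5 was analysed from 6 peak lists. The lists stand for 24 libraries, 12 from ChIP and 12 from input chromatin, with 2 biological replicates for each TR, stage, and kind of library. The samples were mapped to TR, stage, and kind from their labels and the paper. The labels say TCF4 where the paper says TCF7L2, and the paper's name was used, since its list of antibodies names TCF7L2. Each list is attached to the first replicate of its TR and stage, but its number of lines equals the number of peaks that Figure 1C gives for merged replicates, and the methods describe peak calling on merged replicates. It was therefore treated as 1 list per condition. No list of a single replicate entered the analysis, so differences between lists cannot be set against the spread between replicates.

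As the methods describe, the authors aligned the reads with bwa mem to the main chromosomal contigs of GRCm38 (mm10), kept alignments above a minimum mapping quality with samtools, and called narrow peaks with MACS2 at a q-value threshold against the matched input. Model building and local background were switched off, and reads were extended to 200 bp. The handling of duplicate reads is not given in the sources used here. The authors' lists hold the ratio of reads at a summit to the background (fold enrichment), as MACS2 computes it with a pseudocount of 1 added to both. They also hold −log10 of the p-value and −log10 of the q-value that the authors obtained from MACS2 for that summit, and a score that the authors' caller derived from the q-value. The score was not used here. Fold enrichments and p-values are the authors' own and were used to describe, rank, and filter peaks. Where values of several lists stand side by side, they carry differences in depth and antibody between the lists, and no test compares them except the count of peaks above a common height. Each list ended at a smallest −log10 p of its own, between 3.96 (FOXP1, E15.5) and 4.63 (ARID1B, E18.5).

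The depth was recovered from the lists. With a constant background, fold enrichment and p-value of a summit are tied by the Poisson model of MACS2, and the background and the scale of 1 ChIP read that give all pairs of values were searched for in each list. The background times the genome size used by MACS2, divided by the extension of 200 bp, gives the number of reads in the smaller library, 26.3 M for FOXP1 at E18.5 and 57.3 to 80.7 M for the other lists. Intervals on shares are 95% Wilson intervals and cover counting error only, since neighboring peaks are not independent and replicates were merged.

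Coordinates are those of GRCm38, counted from 1. Every peak on chromosomes 1 to 19, X, Y, and M ended within its chromosome in that build. Peaks on other sequences were left out of all comparisons and are reported apart. Transcripts, TSSs, and genes came from GENCODE vM21, and peaks overlapping the 2000 bp upstream of any TSS by at least 1 base were taken as proximal and all others as distal. Loci are unions of overlapping peaks of the 3 TRs at 1 stage. The number of loci with all 3 TRs was compared with 1000 permutations after the legend of Figure S4, in which each TR draws its own number of peaks from the pooled peaks of the 3 lists, one-sided. This is a strict comparison. A peak of the pool can be drawn by several TRs, and a place with peaks of several TRs stands in the pool several times, so the permuted lists already meet at shared places. Simulated lists drawn independently from 6000 places had a median ratio to the permutation of 0.539 over 40 data sets. Pairs of lists were compared by the share of peaks of the shorter list that overlap the longer one. As in the methods, rank correlations used the 10000 proximal and 8000 distal peaks of lowest p-value in each list and the peaks of these that intersect, across peaks, which are not independent replicates.

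The 102 ASD-associated genes of Table S5 were matched to mouse genes by symbol or older symbol and compared with all other autosomal protein-coding genes by two-sided Fisher's exact tests and by 10000 random gene lists in 20 bins of spliced length, promoter bases, or promoter CpG. Motifs were searched on both strands of 200 bp windows around summits, with the consensus sequences of Table S4 and shuffled copies of each window, and tested by two-sided Fisher's exact tests adjusted by the Benjamini-Hochberg method over 18 pairs. Guide sequences were matched to the reference on both strands with their PAM.

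The genes named in the text were fixed by a rule before the data were examined, as were the main settings and all other settings except those said to be chosen later. The rule took the genes of the 5 TRs, Chd8, Scn2a, Dyrk1a, and Kmt5b of Figure 4, Rbx1 and Ep300 of Figure 1G, and Dscam, Eif3g, Ap2s1, Scn1a, and Tek, which Figure 4 shows as lacking human 5TRa loci. It also took every ASD-associated gene without a promoter peak of at least 1 of the 3 TRs at both stages, and the peak of highest fold enrichment in each list. Other genes named below were chosen after their values were seen, and this is said where they appear.

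The steps were checked on simulated data with known answers. Of 2000 TCF7L2 sites planted in 20000 windows, 2000 were found, and of 700 shared loci planted among 15000, 700 were found. With 20000 simulated genes, the enrichment test called 196 of 200 gene sets simulated with more bound genes. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, numba 0.67.0, pysam 0.24.0, samtools 1.23.1, and Matplotlib 3.10.9. The alternatives changed the p-value threshold, the size of the lists, the overlap that counts, the definition of the promoter, the transcripts, the motif window, the shuffle, and the reference for chance. The data of BCL11A and TBR1, of human cortex, of accessible chromatin, of histone marks, and of gene expression were not analysed here.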

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

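The test in this part was chosen after the result was seen.

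The methods describe alignment to the main chromosomal contigs, and the paper does not report peaks elsewhere, but every list held peaks on other sequences of the assembly. At E15.5, there were 31 such peaks of ARID1B, 21 of FOXP1, and 50 of TCF7L2, and at E18.5, there were 25, 18, and 46. Most lay on a single unplaced sequence, JH584304, which carried 22, 13, and 37 of them at E15.5 and 19, 13, and 31 at E18.5. Unplaced sequences are often repeated, so 1 technical explanation is that the cells hold more copies of the sequence than the assembly does. It requires that these peaks are higher than others. The median fold enrichment was higher than on the main chromosomes in all lists, with 4.64, 4.56, and 5.35 against 3.84, 4.05, and 4.31 at E15.5 and 4.35, 7.47, and 4.65 against 4.21, 5.71, and 3.50 at E18.5. The 95% interval of the median lay above the value on the main chromosomes in 3 of the 6 lists (ARID1B at E15.5 and TCF7L2 at both stages). With so few peaks, extra copies and other explanations cannot be told apart. Places shared by all 6 lists held 14, 14, and 13 of these peaks at E15.5 and 15, 15, and 11 at E18.5. The shortest list limits these numbers, so they do not decide between explanations. No biological explanation was tested, and these peaks entered no other comparison.

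The methods give a window named for the Bcl11a TSS and a guide sequence for it. The guide TGGGAGAGCTCCATATGGCA was found on the minus strand of chromosome 11 from 24371492 to 24371511, followed by the PAM GGG. This is 321551 bp beyond the end of the stated window of 24049187 to 24049941, where the guide was not found. It is also 293445 bp after the start of Bcl11a (24078056 to 24174123, plus strand), outside the gene, where GENCODE annotates no transcript. The plus strand of the reference there reads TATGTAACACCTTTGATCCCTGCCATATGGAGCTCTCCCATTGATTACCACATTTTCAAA from 24371472 to 24371531. All 6 lists had a peak across this match, with fold enrichments of 10.3 (ARID1B), 35.7 (FOXP1), and 6.40 (TCF7L2) at E15.5 and 10.4, 6.59, and 6.79 at E18.5. The FOXP1 peak at E15.5 ranked 124 in its list. The stated window also had a peak in all 6 lists, with 6.06, 10.6, and 5.88 at E15.5 and 4.91, 7.18, and 7.33 at E18.5. All these values are those at the summits, and the summits of the TCF7L2 peaks across the match lay at 24370509 and 24370488, away from it. The paper also directs CRISPRi to the enhancer hs399, which it places downstream of the human BCL11A TSS. Whether the match lies in the mouse counterpart of hs399 was not tested, nor was a technical explanation for these peaks.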

How the results depend on the processing

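Every setting in this part was chosen before the lists were opened except the draws within 10 classes of GC content, the lists moved round the chromosomes, the promoters drawn from all, and the RefSeq promoters, which were chosen after the data were seen. No paired analysis was possible because each list used here was called on merged replicates, and no list of a single replicate was used here. A count was taken as moved when it changed by more than 1.5 times. A share, median, or correlation was taken as moved when it left the 95% interval of its main value, which is narrow because the lists are long. An odds ratio, a motif ratio, or a number of 3-TR loci was taken as kept when it stayed on the same side of chance and of the significance threshold, whatever its size, so values called kept can differ much from the main ones. Values in threes are for ARID1B, FOXP1, and TCF7L2, at E15.5 and then at E18.5.

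With only peaks of −log10 p of at least 10, 27 values moved and 23 were kept. The lists held 42698, 38436, and 19595 peaks and 38619, 14569, and 26425. Median widths were 669, 686, and 771 bp and 633, 718, and 822 bp. Proximal shares were 32.7%, 39.9%, and 64.7% and 34.1%, 73.6%, and 55.4%. Pairwise overlap at E15.5 was 73.3% (FOXP1 and ARID1B), 89.0% (TCF7L2 and ARID1B), and 96.0% (TCF7L2 and FOXP1). At E18.5 it was 84.3% (FOXP1 and ARID1B), 75.9% (TCF7L2 and ARID1B), and 88.3% (FOXP1 and TCF7L2). Between stages it was 89.4%, 95.8%, and 96.1%.

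At a −log10 p of at least 15, 24 values moved and 14 were kept. The lists held 27481, 25581, and 12702 peaks and 25061, 10008, and 16584. Median widths were 798, 925, and 930 bp and 738, 815, and 1043 bp. The peaks covered 24.9, 27.0, and 13.1 Mb and 20.9, 8.72, and 19.3 Mb. Proximal shares were 37.2%, 51.3%, and 76.9% and 37.6%, 85.8%, and 70.4%. Both thresholds leave fewer peaks by construction, and proximal peaks have lower p-values than distal ones. Under the 2 thresholds, the number of 3-TR loci fell from 24987 to 15954 and 10285 at E15.5. At E18.5, it fell from 18593 to 11486 and 7590. These loci were built regardless of their distance to a TSS. Their ratio to the permuted mean rose (2.06 and 2.09 against 1.89, and 2.12 and 2.14 against 1.91). For distal loci alone at E18.5, the ratio was 1.55 at the lower threshold and 1.75 at the higher one, against 1.56.

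Joining peaks less than 200 bp apart moved 6 values, and 12 were kept. Median widths were 502, 477, and 572 bp and 476, 521, and 514 bp, wider by construction.

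The definition of a promoter moved the proximal share in all 6 lists under each of 3 settings, and 8 values were kept under each. With 1000 bp upstream of the TSS, the shares were 24.2%, 27.3%, and 46.1% and 24.8%, 53.2%, and 34.6%. With 500 bp added downstream, they were 29.5%, 32.6%, and 53.8% and 30.6%, 58.8%, and 42.2%. With TSSs of protein-coding transcripts only, they were 20.7%, 23.9%, and 41.3% and 21.3%, 49.0%, and 30.3%. Promoters that cover less of the genome hold fewer peaks by construction.

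Requiring an overlap of at least 50% of the shorter peak moved all 9 pairwise overlaps. They were 72.1% (FOXP1 and ARID1B), 86.6% (TCF7L2 and ARID1B), and 90.6% (TCF7L2 and FOXP1) at E15.5. They were 83.6% (FOXP1 and ARID1B), 65.8% (TCF7L2 and ARID1B), and 85.1% (FOXP1 and TCF7L2) at E18.5, and 82.3%, 95.8%, and 92.6% between stages. With the larger list reduced to the size of the smaller, all 9 moved again, to 71.8%, 64.5%, and 80.4% at E15.5, 55.6%, 62.2%, and 73.6% at E18.5, and 84.3%, 83.6%, and 85.8% between stages. A smaller list offers fewer peaks to overlap by construction.

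Taking the top 4000 peaks moved 8 of the 12 rank correlations. Proximal values were 0.212 (ARID1B and FOXP1), 0.269 (ARID1B and TCF7L2), and 0.266 (FOXP1 and TCF7L2) at E15.5 and 0.248, 0.262, and 0.318 at E18.5. Distal values were 0.396 for FOXP1 and TCF7L2 at E15.5 and 0.162 for ARID1B and FOXP1 at E18.5. The cause was not tested. With tied p-values averaged, all 12 were kept.

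The difference in median −log10 p between peaks inside and outside 3-TR loci moved in all 6 lists under both of its settings. With equal list sizes it was 5.41, 24.6, and 8.45 and 2.60, 10.2, and 17.6. Among peaks of 200 to 400 bp it was 0, 0.598, and 0 and 0, 0, and 1.13.

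The only reversed values were ratios for the TCF7L2 consensus in lists of the other TRs, where the main ratios were 1.00 (ARID1B) and 1.01 (FOXP1) at E15.5 and 0.844 and 0.88 at E18.5. With 100 bp windows, FOXP1 at E18.5 reached 1.09. The other 17 values were kept, although the TCF7L2 ratios in the TCF7L2 lists rose from 2.32 and 2.24 to 4.17 and 4.18. With a mononucleotide shuffle, ARID1B reached 2.00 at E15.5 and 1.62 at E18.5, FOXP1 reached 2.44 at E18.5, and FOXP1 at E15.5 was stronger at 1.63. With at most 1 mismatch, FOXP1 at E15.5 fell to 0.842, and ARID1B at both stages (0.816 and 0.826) and FOXP1 at E18.5 (0.852) were stronger. In distal peaks only, ARID1B at E18.5 rose to 1.22. Ratios for these lists therefore depend on the shuffle and the window, and the cause was not tested.

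The ratios of 3-TR loci to their permutations stayed above 1 under every setting. The odds ratios of ASD-associated genes also stayed above 1, from 3.98 to 25.9 under the settings chosen beforehand, against 24.6 and 13.2 with the main choices. They fell to 11.1 and 6.47 at a −log10 p of at least 10 and to 4.93 and 3.98 at 15. Depth limits what the FOXP1 list at E18.5 can show, because its lowest peak stood at 3.99 times background against 2.61 at E15.5. Binding weaker than this would be absent from that list.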

Differences from the paper's values

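No value that the paper gives for these 6 lists differed from the one counted here by more than 1.5 times. Smaller differences ran in a single direction for the genes with a promoter peak. The paper's numbers of protein-coding genes in Table S1, 12244, 12956, and 12059 at E15.5 and 11572, 10663, and 12604 at E18.5 for ARID1B, FOXP1, and TCF7L2, are all below the 12907, 13571, and 12587 and the 12585, 12063, and 13439 counted here. The paper's numbers of non-coding genes, 3822, 3783, and 2972 at E15.5 and 3310, 2087, and 3366 at E18.5, are also below the 4377, 4523, and 3364 and the 4093, 2844, and 4143 counted here. The annotation versions differ, and its effect was not tested. With promoters of 1000 bp, one of the alternatives set before the data were examined, the protein-coding genes numbered 12723, 13413, and 12454 at E15.5 and 12405, 11927, and 13299 at E18.5, still above the paper's. With peaks of −log10 p of at least 10, they numbered 11534, 12844, and 11455 and 11005, 10717, and 12373, below the paper's except for FOXP1 at E18.5.

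The shares of proximal peaks in Fig. 1E are about 27%, about 30%, and about 49% at E15.5 and about 28%, about 55%, and about 38% at E18.5 for ARID1B, FOXP1, and TCF7L2, read by eye. The shares counted here are 26.9%, 30.6%, and 49.4% and 27.6%, 55.7%, and 38.4%.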

Other observations

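The tests of sequencing depth, repeated sequence, peak width, the Scn2a and Drd1 peaks, the Tek region, and the Gigyf1 start were chosen after the results were seen, as were the draws within classes of GC content and the lists moved round the chromosomes. Patterns described here were found in the data and are hypotheses.

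ASD-associated genes had a proximal 3-TR locus more often than 10000 random lists matched on technical properties of the genes. The share of matched lists with as many such genes was 0% for the length of the spliced transcript, 0% for annotated promoter bases, and 0.01% for promoter CpG content, at the stage with the larger share. None of these 3 properties alone is therefore the whole cause. Promoter CpG content raised the median of the matched lists to 86.3% and 83.3% at E15.5 and E18.5 (other genes 57.3% and 54.7%, ASD-associated genes 97.1% and 94.1%), so it goes with much of the difference. The properties were not matched together. Gene expression, which the paper uses in its own correction, was not analysed here and remains open.

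Loci of all 3 TRs exceeded the permuted mean when peaks were drawn within 10 classes of GC content, by 2.31 and 2.30 times for proximal loci and 1.80 and 1.67 times for distal loci at E15.5 and E18.5. These draws came from the pooled peaks of the same 3 lists, which already carry any GC content that the TRs share. They therefore cannot tell how much of the excess shared GC content explains. The ratio depends on the null: moving each list round its chromosomes gave ratios of 375 and 519 for all loci and 1085 and 1516 for distal loci, and was not run for proximal loci. No biological explanation was tested.

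The sample labels of the TCF7L2 lists say TCF4. The TCF7L2 consensus was in 0.317% of distal windows of the TCF7L2 list at E15.5 against 0.132% in the other lists, a ratio of 2.40, and in 0.284% against 0.122% at E18.5, a ratio of 2.32. This argues against TCF4 alone having been immunoprecipitated in place of TCF7L2. The TCF4 consensus does not decide. It was in 4.97% of the distal windows of the TCF7L2 list at E15.5, against 4.96% for FOXP1 and 6.84% for ARID1B, and in 4.43% at E18.5, against 3.93% and 6.75%. In the TCF7L2 lists it was 4.23 and 3.16 times as frequent as in shuffled windows, and the TCF7L2 consensus 2.21 and 2.07 times. Binding of the antibody to both proteins was not tested and remains open.

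The number of peaks differed between stages by 1.04 times for ARID1B, 2.58 times for FOXP1, and 1.61 times for TCF7L2. The 3 measures of depth that were tried are all given here. Thinning the larger list to the reads of the other left 0.955 times the peaks found there for ARID1B. By the second measure, 0.997 times as many stood above a common height, so depth can account for its difference. Of its 15577 strong peaks, 4 had no counterpart. For FOXP1, thinning left 1.77 times, 1.65 times as many peaks stood above the common height, and 337 of 12024 strong peaks (2.80%) had no counterpart. For TCF7L2, the ratio was 1.54 by thinning and by common height, with 7 of 11686 strong peaks missing; its ChIP libraries were of similar depth, so thinning kept all reads. For FOXP1, thinning and common height both argue against sequencing depth as the whole cause, although thinning removed part of the difference. For TCF7L2, they are the same count, so a single measure argues against it. How many strong peaks depth alone would lose was not computed, so the missing strong peaks do not decide for or against it. The rule for reading these measures was revised after their values were seen. A difference in the efficiency of the ChIP and a difference between stages remain open and were not tested.

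Among intersecting peaks of the top lists, ranks by p-value were on average more alike at proximal than at distal loci, with mean correlations of 0.489 and 0.476 against 0.365 and 0.221 at E15.5 and E18.5. ARID1B and FOXP1 at E15.5 went the other way, with 0.401 against 0.437. With the top 4000 peaks, distal values were the higher for ARID1B and FOXP1 (0.432 against 0.212) and FOXP1 and TCF7L2 (0.396 against 0.266) at E15.5, and for FOXP1 and TCF7L2 at E18.5 (0.341 against 0.318). The contrast therefore depends on how many peaks are ranked, and the cause was not tested.

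Peaks inside 3-TR loci had lower p-values than peaks outside, with differences in median −log10 p of 7.94, 15.7, and 5.31 for ARID1B, FOXP1, and TCF7L2 at E15.5 and 6.59, 5.18, and 13.7 at E18.5. They were also wider, and a wider peak reaches other peaks more often. Among peaks of 200 to 400 bp, the differences fell to 0, 0.598, and 0 and to 0, 0, and 1.13, although inside peaks were still the wider ones. Pairs of an inside and an outside peak of exactly the same width were therefore compared. The inside peak had the lower p-value in 60.6% of pairs for FOXP1 and 63.1% for TCF7L2 at E15.5 and 71.7% for TCF7L2 at E18.5 (standard errors 0.277, 0.586, and 0.286), which argues against width as the whole cause in these lists. The share was 49.6% and 50.0% for ARID1B at the 2 stages (0.450 and 0.448), so no excess was left there. For FOXP1 at E18.5 it was 41.0% (1.01), so at equal width the outside peak more often had the lower p-value. Width is a candidate explanation for the whole difference in these lists. Stronger peaks were also wider, so matching on width cannot show that width is a separate cause. No biological explanation was tested.

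Of the 50 highest peaks in each list, 46 to 50 lay at places shared by all 6 lists, except for FOXP1 at E18.5, where 32 did (64%, against 73.6% of all its peaks). Repeated sequence piled on 1 copy is a candidate explanation, but only 3.31% of the 272 shared windows were mostly repeat-masked, which argues against masked repeats as the main cause. The lists differed in the mean masked share, which was above that of the other peaks for TCF7L2 (13.8% against 7.82% at E15.5 and 11.1% against 8.61% at E18.5) and for FOXP1 at E18.5 (16.6% against 9.55%). It was below for ARID1B at both stages (7.63% against 9.84% at E15.5) and for FOXP1 at E15.5 (2.94% against 9.70%). Of these windows, 16 were on the mitochondrial sequence, 5 at Gm26917, and 5 at Cwc22. Windows were counted in each list, so the same place can stand for several of them. Gm26917 and Cwc22 were chosen after their values were seen. Sequences in several copies that are not masked remain open, and no biological explanation was tested.

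No list can show more than 400 reads at a peak if a single read is kept per position and strand, and the FOXP1 lists reached it. At Scn2a, FOXP1 had 399 reads at E15.5 and ranked 47 of 24872 (0.189%) at E18.5, which argues against extra copies of this sequence in 1 library. At Drd1, FOXP1 had 400 reads and ranked 1 at E18.5 but ranked 15076 (23.5%) at E15.5. This is consistent with extra copies in 1 library, and the paper used Drd1 in its qPCR. A difference between stages remains open.

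No list had a peak in the 363 kb around Tek. A technical explanation is that reads from this region also match a patch, alternate, or unplaced sequence of the assembly and were removed. Of the 50-base words of the region, 13.4% also stand on such sequences, against a median of 99.2% in 20 control genes annotated on both kinds of sequence. The share lies between the limits set for the test, under 5% and over 50%, so this and other explanations cannot be told apart, although most of the region has no such copy.

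Gigyf1 had no promoter peak by its GENCODE start, but 6 of the 6 lists had a peak in the 2000 bp upstream of the RefSeq start, which lies 8285 bp upstream. A transcription start upstream of those annotated in GENCODE fits this result. No biological explanation was tested for either gene.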
